# Knockdown of ketohexokinase versus inhibition of its kinase activity exert divergent effects on fructose metabolism

**DOI:** 10.1172/jci.insight.184396

**Published:** 2024-12-06

**Authors:** Se-Hyung Park, Taghreed Fadhul, Lindsey R. Conroy, Harrison A Clarke, Ramon C. Sun, Kristina Wallenius, Jeremie Boucher, Gavin O’Mahony, Alessandro Boianelli, Marie Persson, Sunhee Jung, Cholsoon Jang, Analia S. Loria, Genesee J. Martinez, Zachary A. Kipp, Evelyn A. Bates, Terry D. Hinds, Senad Divanovic, Samir Softic

**Keywords:** Hepatology, Metabolism, Carbohydrate metabolism, Hepatitis, Obesity

## Abstract

Excessive fructose intake is a risk factor for the development of obesity and its complications. Targeting ketohexokinase (KHK), the first enzyme of fructose metabolism, has been investigated for the management of metabolic dysfunction–associated steatotic liver disease (MASLD). We compared the effects of systemic, small molecule inhibitor of KHK enzymatic activity with hepatocyte-specific, N-acetylgalactosamine siRNA–mediated knockdown of KHK in mice on an HFD. We measured KHK enzymatic activity, extensively quantified glycogen accumulation, performed RNA-Seq analysis, and enumerated hepatic metabolites using mass spectrometry. Both KHK siRNA and KHK inhibitor led to an improvement in liver steatosis; however, via substantially different mechanisms, KHK knockdown decreased the de novo lipogenesis pathway, whereas the inhibitor increased the fatty acid oxidation pathway. Moreover, KHK knockdown completely prevented hepatic fructolysis and improved glucose tolerance. Conversely, the KHK inhibitor only partially reduced fructolysis, but it also targeted triokinase, mediating the third step of fructolysis. This led to the accumulation of fructose-1 phosphate, resulting in glycogen accumulation, hepatomegaly, and impaired glucose tolerance. Overexpression of wild-type, but not kinase-dead, KHK in cultured hepatocytes increased hepatocyte injury and glycogen accumulation after treatment with fructose. The differences between KHK inhibition and knockdown are, in part, explained by the kinase-dependent and -independent effects of KHK on hepatic metabolism.

## Abstract 2

The KHK inhibitor and KHK siRNA improve hepatic steatosis via different mechanisms. The inhibitor enhances the FAO pathway, while KHK siRNA lowers the DNL pathway.

## Introduction

High intake of dietary sugar has undoubtedly been linked to the development of obesity-associated complications, such as metabolic dysfunction–associated steatotic liver disease (MASLD). Therefore, the World Health Organization (1), and several leading medical societies, such as the American Heart Association (2), the Canadian Diabetes Association (3), and 3 European medical groups (EASL, EASD, EASO) (4), recommend reducing sugar intake as a way to ameliorate metabolic dysfunction.

The adverse effects of sugar have mainly been attributed to its fructose component. Several properties of dietary fructose make it uniquely suitable to promote the development of obesity-associated complications, such as MASLD (5). Fructose strongly enhances hepatic de novo lipogenesis (DNL) by acting as a substrate for fatty acid synthesis and by upregulating SREBP1c and carbohydrate response element binding protein (ChREBP) lipogenic transcription factors (6, 7). On the other hand, fructose restriction improves hepatic steatosis (8) and lowers body mass index (9). Furthermore, fructose decreases fatty acid oxidation (FAO) (10), either indirectly through DNL intermediate malonyl-CoA or directly through suppression of carnitine palmitoyltransferase 1a (CPT1α) (11). Additionally, fructose has been proposed to induce hepatic insulin resistance (12), elevate uric acid production (13), promote endoplasmic reticulum stress (14), and propagate mitochondrial dysfunction (15). Indeed, fructose consumption is 2- to 3-fold higher in adults with biopsy-confirmed MASLD (16) and correlates with a higher incidence of liver fibrosis (17).

The effects of dietary fructose are dependent on its catabolism via ketohexokinase (KHK), the first enzyme of fructolysis. Thus, mice with whole-body knockout (KO) of KHK on an obesogenic diet are protected from MASLD (18, 19). We and others have shown that liver-specific deletion of KHK is sufficient to reverse MASLD (7, 20). The strong premise that fructose contributes to metabolic dysfunction and that KHK deletion prevents it has led to the development of small molecule inhibitors of KHK enzymatic activity. The inhibitors target the ATP binding domain of KHK, which prevents fructose phosphorylation to fructose-1 phosphate (F1P) (21). Phosphorylation of fructose, similar to the phosphorylation of glucose, is required for its downstream metabolism. An early KHK inhibitor was efficacious in preclinical studies (22), but this compound has not been tested in clinical trials. Many enzymes contain an ATP binding domain, so the initial inhibitors were not selective enough for KHK activity. Within the last decade, a new class of compounds, allegedly 600 times more specific for KHK activity, have been developed. These inhibitors were likewise found to effectively reduce steatosis in rats (23) but also in human liver tissue (24). Moreover, recent clinical trials reported that the new KHK inhibitors significantly reduced whole liver fat in patients with MASLD (25, 26). Despite the positive data, the leading developer unexpectedly announced that it was stopping further advancement of the KHK inhibitor (27).

In this study, we compared head-to-head the effects of systemic, small molecule KHK inhibitor (PF-06835919) versus liver-specific knockdown (KD) of KHK using N-acetylgalactosamine–conjugated (GalNAc-conjugated) siRNA. Our laboratory was the first to suggest that KHK has kinase-independent functions (28, 29). We hypothesize that inhibiting only the kinase function of KHK may not be sufficient to fully reverse metabolic dysfunction associated with fructose intake. This hypothesis may explain why KHK inhibitors have not progressed in clinical development despite preclinical studies consistently showing the benefits of KHK KO.

## Results

### Inhibition of KHK activity, but not its KD, leads to hepatic glycogen accumulation.

To compare the effects of liver-specific KHK KD using siRNA versus systemic small molecule inhibitor of KHK kinase activity, we placed male C57BL6/J mice on an LFD or an HFD for 6 weeks. Thereafter, the mice on an HFD were subdivided into 3 groups: the control group (HFD), the KHK siRNA group (HFD + siRNA), and the KHK inhibitor group (HFD + Inhib). All mice were injected with luciferase control siRNA (10 mg/kg) or siRNA targeting total KHK (20 mg/kg) every 2 weeks. Additionally, all mice were gavaged with methylcellulose control or (15 mg/kg) KHK inhibitor (PF-06835919) in methylcellulose, twice daily for 4 weeks (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.184396DS1). The inhibitor dose was set to achieve exposure in mice that had previously been shown to achieve over 90% KHK inhibition in rats (23). The mice were treated with the drugs for 4 weeks. The mice in the HFD group weighed significantly more than the mice on an LFD (37.8 ± 1.1 g vs. 27.5 ± 0.9 g) (Figure 1A and Supplemental Figure 1B). KD of KHK (36.3 ± 0.9 g) or inhibition of its kinase activity (35.5 ± 0.8 g) did not significantly reduce body weight. Caloric intake was increased in all mice on an HFD, but there was no difference among the groups (Supplemental Figure 1C). Similarly, water intake was not different among the HFD groups (Supplemental Figure 1D). Body composition assessed by EchoMRI revealed a lower percentage lean mass in the HFD (66.8% ± 3.3%), compared with the LFD group (85.4% ± 1.2%) (Figure 1B). KD of KHK induced no change (65.1% ± 1.4%), while inhibition of KHK increased the percentage lean mass (72.9% ± 1.8%). Conversely, the percentage body fat was higher in mice on an HFD (30.5% ± 3.2%) compared with the LFD group (11.3% ± 1.3%). The HFD + siRNA group (32.6% ± 1.4%) was not different, while the percentage fat decreased in the HFD + Inhib group (24.2% ± 2.0%). This could be accounted for by lower perigonadal adipose tissue weight in the HFD + Inhib group (Figure 1C), while increased lean mass likely reflects higher liver weight in these mice (Figure 1D). Besides the liver, the kidneys and intestines effectively metabolize fructose via KHK (30). Kidney weight was not altered (Supplemental Figure 1E), and intestinal histology was unchanged among the groups (Supplemental Figure 1F).

A surprising increase in liver weight in the HFD + Inhib group could not be explained by steatosis (Supplemental Figure 1G), as Oil Red O staining of lipids (Supplemental Figure 1H) and liver triglycerides (Supplemental Figure 1I) decreased in both the HFD + siRNA and HFD + Inhib groups, compared with the HFD. In agreement with liver steatosis, serum triglycerides decreased in both the KHK siRNA and inhibitor groups (Supplemental Figure 2A), while serum cholesterol, which in mice mainly consists of HDL-cholesterol, was increased only in the inhibitor-treated mice (Supplemental Figure 2B). The increased liver weight agreed with the periodic acid–Schiff (PAS) staining, suggesting that glycogen was higher in the HFD + Inhib group (Figure 1E). Indeed, mass spectrometry (MS) quantification revealed elevated glycogen levels only in the HFD + Inhib group, compared with the LFD group (Figure 1F). Glycogen accumulation is partially controlled by glucagon. We found reduced glucagon concentration in the HFD + Inhib group (39 ± 4 pg/mL), compared with both HFD (63 ± 7 pg/mL) and HFD + siRNA groups (62 ± 6 pg/mL) (Supplemental Figure 2C). Next, we quantified the glycogen chain length and found that only the HFD + Inhib group had an increased abundance of glycogen composed of short glucose polymers (Figure 1G). N-linked glycans are homo- or heteropolymers of monosaccharides attached to a protein. A heatmap showed glycans were higher in the HFD compared with the LFD group (Figure 1H). Glycans decreased in the HFD + siRNA group but were the highest in the HFD + Inhib group, indicative of greater monosaccharide availability. Principal component analysis of all glycans verified differential clustering in the HFD versus LFD groups and with KHK inhibition versus KD (Figure 1I). Together, these data indicate that mice in the HFD + Inhib group had increased glycogen accumulation and greater monosaccharide availability.

To interrogate the mechanism behind increased glycogen accumulation, we quantified the expression of glucokinase (Gck), which was increased 2-fold in all mice on HFD but was not altered by KHK KD or inhibition (Figure 1J). In its inactive state, Gck is sequestered in the nucleus by glucokinase regulatory protein (Gckrp). The HFD and HFD + siRNA groups had 1.3- to 1.4-fold higher Gckrp expression than the LFD group (Figure 1K). The HFD + Inhib group did not have elevated Gckrp mRNA, suggesting that GCK was more active. Indeed, Gck activity was elevated in the HFD + Inhib group (Supplemental Figure 2D). Gck activity stimulates glycogen synthase (Gys2), which was 1.5- to 1.7-fold higher in the HFD and HFD + siRNA groups and 2.4-fold higher in the HFD + Inhib group (Figure 1K). Conversely, glycogen phosphorylase (Pygl), which liberates glucose from glycogen, was only elevated in mice on an HFD. In summary, both KD and inhibition of KHK improved hepatic steatosis, but KHK inhibition increased liver weight, in part due to higher glycogen accumulation.

Similar effects were also observed in mice fed a high-fat, high-sugar diet. The mice consumed 60% HFD supplemented with 30% fructose in drinking water for 10 weeks and were treated with KHK siRNA or the inhibitor for the last 4 weeks, as before. Both KHK siRNA and the inhibitor treatment reduced body weight (Supplemental Figure 2E). This was accompanied by lower liver weight in the siRNA-treated but not in the inhibitor-treated group (Supplemental Figure 2F). In fact, when normalized to body weight, the liver mass increased in the inhibitor group (Supplemental Figure 2G), as it did in mice on HFD. There was no difference in the weight of epididymal adipose tissue (Supplemental Figure 2H), while subcutaneous adipose tissue was lower in the inhibitor-treated mice (Supplemental Figure 2I).

### Small molecule inhibitor decreases KHK enzymatic activity in the liver and kidney but not in the intestine.

Due to the phenotypic differences between KHK KD and inhibition of its kinase activity, we assessed how well these modalities prevent hepatic fructose metabolism. Compared with the HFD-fed mice (549 ± 17 nM), serum fructose was elevated in HFD + Inhib mice (672 ± 48 nM) (Figure 2A), in line with systemic inhibition of fructose metabolism. Liver-specific KHK KD (580 ± 31 nM) did not increase serum fructose, as fructose can also be metabolized in other tissues. As expected, liver fructose concentration was higher in both HFD + siRNA (30.0 ± 2.8 nmol/g) and HFD + Inhib (27.1 ± 3.8 nmol/g) groups, compared with the HFD group (16.1 ± 1.6 nmol/g) (Figure 2B). The product of KHK activity, F1P, was reduced in the HFD + siRNA group (6.2 ± 1.3 nmol/g), compared with the HFD group (12.7 ± 1.8 nmol/g) (Figure 2C). Surprisingly, the HFD + Inhib group (29.0 ± 10.4 nmol/g) had a much higher F1P concentration 2–5 hours after the inhibitor gavage. F1P is known to induce liver injury (31), so we quantified serum alanine aminotransferase (ALT). The HFD group had higher ALT than the LFD group, but ALT decreased in both HFD + siRNA and HFD + Inhib groups (Supplemental Figure 3A). The expression of proinflammatory genes was also increased in the HFD, compared with the LFD, group but was largely unaffected by the 2 interventions, except monocyte chemoattractant protein–1, which decreased in both HFD + siRNA and HFD + Inhib groups (Supplemental Figure 3B). The expression of profibrotic genes collagen type I alpha 1 chain and α–smooth muscle actin (α-Sma) was unaffected, while TGF-β increased in mice on HFD and decreased with both interventions (Supplemental Figure 3C).

Next, we calculated the F1P-to-fructose ratio to approximate KHK activity. The ratio was reduced only in the KHK + siRNA group, but it was unchanged in the HFD + Inhib group (Figure 2D). Hepatic KHK activity was also directly measured utilizing our recently developed protocol (32). The mice on an HFD had 23% higher KHK activity in the liver, compared with the mice on an LFD (Figure 2E). Compared with the HFD group, KD of KHK decreased KHK activity by 80%, likely reaching the background levels of the assay. However, the inhibitor lowered KHK activity by only 38%. These data agree with the F1P/fructose ratio, verifying that the inhibitor group can still metabolize some fructose in the liver. In the kidney, only the inhibitor, but not siRNA, decreased KHK activity by 36% (Figure 2F). However, in the intestine, neither intervention lowered KHK activity (Figure 2G). We compared KHK activity in the liver, intestine, and kidney with adipose tissue, which does not express KHK. In LFD-fed mice, KHK activity was 2.4-fold higher in the intestine, as compared with both the liver and kidneys (Figure 2H). Next, we measured the protein levels of total KHK and KHK-C isoform. The intestine had 3 times lower KHK-C protein compared with the liver and kidney, whereas adipose tissue did not express KHK (Figure 2I and Supplemental Figure 4A). These data agree with a study documenting that the intestine metabolizes fructose more robustly than the liver but can only metabolize a small amount of fructose (33). Urine fructose normalized to creatinine was 2-fold higher in the HFD compared with the LFD group (Figure 2J). The HFD + siRNA group did not show a further elevation; however, the HFD + Inhib group had a stepwise higher urinary fructose. Urine creatinine (Supplemental Figure 4B) and urine volume collected over 24 hours (Supplemental Figure 4C) were not different among the groups. Urine fructose excretion over 24 hours was higher in mice on an HFD, and it further increased following both KHK KD or inhibition of its activity (Figure 2K). In summary, the KD of KHK resulted in an almost complete loss of fructose metabolism in the liver. In contrast, systemic inhibition of KHK activity partially reduced fructose metabolism in the liver and kidney but not in the intestine.

Due to differences in KHK activity and the F1P/fructose ratio, we tested whether the dose of the inhibitor was adequate to inhibit KHK activity in vivo. In a pilot study, mice were gavaged 10 mg/kg, 30 mg/kg, or 60 mg/kg of the KHK inhibitor or methylcellulose vehicle 1 hour before a fructose challenge test using 6 mg/kg of fructose, and blood samples were collected over time. Mice gavaged with fructose and methylcellulose had elevated serum fructose excursion over 60 minutes (Supplemental Figure 4D). All 3 concentrations of the inhibitor induced a dose-dependent increase in plasma fructose levels (Supplemental Figure 4D). Serum glucose (Supplemental Figure 4E) and insulin (Supplemental Figure 4F) were the highest in mice treated with fructose and vehicle, and they decreased with the administration of 10 or 30 mg/kg of the inhibitor. Next, the level of the inhibitor in the blood was quantified over a 24-hour period in mice gavaged with 10 or 30 mg/kg of the inhibitor. Based on in vitro potency, 1 μM inhibitor concentration is required to inhibit KHK activity by 90% (IC_90_). A dose of 10 or 30 mg/kg inhibitor achieved in vivo inhibitor concentration above the IC_90_ for 7–10 hours (Figure 2L). Based on these results, the mice in our experiment were given 15 mg/kg inhibitor twice daily.

The exposure to the inhibitor was measured by MS in our experimental mice at the time of sacrifice. The pharmacokinetic model fitting profile (Figure 2M) shows the free maximum exposure of the inhibitor was 4.6 μM and the free average exposure was 1.6 μM, in line with the in vitro IC_90_ exposure Gutierrez reported (23). Despite achieving the targeted plasma concentration, the inhibitor lowered KHK activity only by 38% in our study using mice, while it decreased by 90% in the Pfizer study using rats. We found that KHK protein is 4-fold more abundant in the livers of rats compared with mice (Supplemental Figure 4, G and H). On the other hand, KHK activity per microgram of KHK was significantly higher in mice compared with rats (Supplemental Figure 4I). The higher KHK activity in mice may explain why the inhibitor did not effectively reduce KHK function in mice, as observed in rats.

### KHK siRNA specifically deletes KHK-C and increases hexokinase 2, while the inhibitor partially decreases both KHK-C and triokinase and FMN cyclase (TKFC) proteins.

Given the differences in target engagement, we next interrogated the fructolysis pathway (Figure 3A). The expression of enzymes catalyzing the first, second, and third steps of fructose metabolism was increased 1.3- to 2.2-fold in mice on an HFD compared with LFD (Figure 3B). KD of KHK decreased both KHK-A and KHK-C mRNA over 90% compared with the HFD group. Interestingly, inhibition of KHK activity also decreased KHK-A and KHK-C mRNA by 45% to 58% compared with the HFD group. KHK KD or inhibition of its activity did not affect AldoB expression. The expression of the enzymes mediating the third step of fructolysis was not affected by KHK KD, except Aldh3a2, which was 63% higher compared with the HFD group. Conversely, inhibition of KHK activity decreased Tkfc expression by 40%, and it increased Adh1 by 1.4-fold and Aldh3a2 by 3.2-fold, compared with the HFD group. Similar to mRNA, KHK-C protein was increased in mice on an HFD compared with an LFD (Figure 3, C and D). The KHK + siRNA group completely lacked KHK-C protein, whereas, interestingly, the KHK + Inhib group had 56% lower KHK-C protein. ALDOB was slightly lower in both KHK + siRNA and KHK + Inhib groups. TKFC, which catalyzes a major arm of the third step of fructose metabolism, was significantly lower (*P* < 0.001) in the KHK + Inhib but not in the KHK + siRNA group. ADH1 was not different, whereas ALDH3 increased in both KHK + siRNA and KHK + Inhib groups. An unexpected decrease in TKFC protein led us to suspect that the KHK inhibitor also targets TKFC. Indeed, the KHK inhibitor was able to lower the enzymatic activity of recombinant mouse TKFC protein in a dose-dependent fashion (Supplemental Figure 5A). To show that TKFC is inhibited in vivo, we quantified hepatic GA, a substrate for TKFC (Supplemental Figure 5B). GA levels were not affected (Supplemental Figure 5C), but its metabolite, glycerate (Supplemental Figure 5D), as well as 3-phosphoglycerate (Supplemental Figure 5C) were upregulated. This agrees with elevated ALDH in the KHK + Inhib group and provides indirect evidence that TKFC is inhibited in vivo. Together, these data indicate that KHK siRNA profoundly decreased KHK-C mRNA and protein, while KHK inhibitor decreased protein and enzymatic activity of both KHK-C and TKFC.

In the absence of KHK, fructose may be metabolized by an alternative pathway where HK phosphorylates fructose to fructose-6 phosphate (F6P). There are 4 HKs, 1, 2, 3, and 4, aka Gck. The HFD + siRNA group showed an increase in HK2 mRNA (Supplemental Figure 5B) and protein levels (Figure 3, E and F), consistent with an alternate route of fructose metabolism. On the other hand, HK1, HK2, and HK3 were lower in the HFD + Inhib mice since they had partially preserved KHK activity (Figure 2E), and GCK activity was elevated in this group (Supplemental Figure 2D). The expression of HKs was much lower than Gck in the liver (Figure 3G). However, fasted fructose concentration (0.01 mM) (34) was also much lower than glucose (5 mM), so low abundance of HK2 may still play a physiologic role in the HFD + siRNA mice. An increase in all 3 steps of fructose metabolism in mice on an HFD can be explained, in part, by endogenous fructose production mediated by aldo-keto reductase (Akr1b1) and sorbitol dehydrogenase (Sord), which were increased in all mice on an HFD (Figure 3H). In summary, KHK KD more completely abolished KHK activity, leading to alternative metabolism via HK2. Conversely, the KHK inhibitor partially lowered both KHK-C and TKFC activities, which may account for increased F1P in this group.

### KD of KHK, but not inhibition of its kinase activity, improves glucose tolerance.

The mice on an HFD had impaired glucose tolerance compared with the LFD-fed mice (Figure 4, A and B). KHK KD improved glucose tolerance, but inhibition of KHK kinase activity did not. Similarly, fasted blood glucose was elevated in mice on an HFD (171 ± 9 mg/dL) compared with the LFD group (132 ± 3 mg/dL) (Figure 4C). Glucose levels improved in the KHK siRNA (138 ± 5 mg/dL) but not the inhibitor group (157 ± 6 mg/dL). Fasted insulin was higher in the HFD (2.0 ± 0.2 ng/mL) compared with the LFD group (0.3 ± 0.1 ng/mL) and was reduced after both KHK KD (0.9 ± 0.1 ng/mL) and inhibitor treatment (0.8 ± 0.1 ng/mL) (Figure 4D). Similarly, Homeostatic Model Assessment of Insulin Resistance (HOMA-IR), a measure of whole-body insulin resistance, was elevated in mice on an HFD and was decreased in both KD and inhibitor arms (Figure 4E). Insulin-stimulated Akt phosphorylation was lower in mice on HFD compared with the LFD group (Figure 4F and Supplemental Figure 6A). KD of KHK or inhibition of its activity improved Akt phosphorylation. Erk phosphorylation was also decreased in the HFD compared with the LFD group, but it did not improve with KD or inhibition of KHK. Thus, improved glucose tolerance following KHK KD is not due to improved hepatic insulin signaling, which was equally better after both KHK KD and inhibition.

GAPDH controls the flow of fructose carbons onto the glycolysis pathway. GAPDH was slightly increased in the HFD- compared with the LFD-fed mice (Figure 4G and Supplemental Figure 6B). KHK KD profoundly lowered GAPDH, in agreement with the abrogation of fructose metabolism. Inhibition of KHK activity did not lower GAPDH. The rate-limiting enzyme of glycolysis, phosphofructokinase (PFK), was decreased in the HFD group, compared with the LFD group (Figure 4G and Supplemental Figure 6B). The mice in the HFD + siKHK group, but not in the HFD + Inhib group, had elevated PFK protein. The last enzyme of glycolysis, pyruvate kinase (PK), is allosterically activated by fructose-1,6-bisphosphate, the product of PFK activity. Therefore, PK was elevated in the HFD + siRNA group, compared with the HFD + Inhib group. Pyruvate dehydrogenase (PDH) converts pyruvate into acetyl-CoA. PDH was unchanged among the groups. Next, we assessed the gluconeogenesis pathway by qPCR. GAPDH mediates both the fructolysis and gluconeogenesis pathways. GAPDH mRNA mimicked its protein, which likely reflects its role in fructolysis (Figure 4H). All other enzymes of gluconeogenesis, phosphoenolpyruvate carboxykinase 1 (Pck1), enolase 1 (Eno1), phosphoglycerate kinase 1 (Pgk1), fructose-bisphosphatase 1 (Fbp1), and glucose-6-phosphatase (G6pc1), were not different between the HFD + siKHK and HFD + Inhib groups. Together, these data demonstrate that glucose handling is differentially regulated by KHK KD or inhibition of its kinase activity.

To further investigate the differences in glucose handling, we performed MS analysis and quantified 880 hepatic metabolites. KHK KD or inhibition of its kinase activity profoundly altered hepatic metabolome on principal component analysis (Supplemental Figure 7A). A heatmap representation of the top 110 metabolites showed that the HFD + Inhib group had an increase in acetyl-CoA and coenzyme A, substrates for DNL (Supplemental Figure 7B). On the other hand, the HFD + siRNA group had an increase in mono- and polyunsaturated fatty acids, such as 9-decenoic acid and adrenic acid (Supplemental Figure 7B). Given that the most abundant changes occurred in hepatic lipids, next, we focused on metabolites in the FAO pathway. The HFD + Inhib group had an increase in carnitine and acetylcarnitine (Figure 4I and Supplemental Figure 8), while long-chain acylcarnitines, such as palmitoylcarnitine and stearoylcarnitine, were increased in the HFD + siRNA compared with the HFD + Inhib group (Figure 4J and Supplemental Figure 8). An increase in short-chain and a decrease in long-chain acylcarnitines is indicative of enhanced FAO in the HFD + Inhib group. In summary, the hepatic metabolome was profoundly different following KHK KD versus KHK inhibition. This difference is largely driven by the alterations in hepatic lipid handling.

### RNA-Seq analysis reveals profound and unique roles of KHK KD versus inhibition on the hepatic transcriptome.

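Liver RNA from 4 mice in each of 4 groups was sequenced. The male C57BL/6J mice were on their diet for 10 weeks and were treated over the last 4 weeks. The LFD and HFD groups received luciferase control siRNA (10 mg/kg every 2 weeks) and methylcellulose by gavage. The HFD + siRNA group received siRNA targeting KHK (20 mg/kg) in place of the control siRNA, and the HFD + Inhib group received the control siRNA and the KHK inhibitor (15 mg/kg). The labels deposited with the libraries call the diet of the LFD group chow, and the paper's name is used here.

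The paper names HTG EdgeSeq mRNA sequencing, an assay that counts probes protected from nuclease digestion, and refers to an earlier publication for the bioinformatics. The values the authors deposited are expected counts from RSEM, a program that estimates the number of reads from each gene and divides reads that match several genes between them. They cover 50559 gene symbols in 16 libraries, 15.1% of them are not whole numbers, and they were not scaled between libraries. A count of probes gives whole numbers for a fixed panel, so these values do not match the assay that the paper names, and which assay made them is open. What is said here of GC content, transcript length and reads shared between genes holds only if they were made from reads along transcripts. The paper's text does not name the aligner or the genome build, so no positions are given here.

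The expected counts summed to between 25572883 and 35125005 per LFD library (median 28920038), between 24317111 and 35820234 per HFD library (median 26714482), between 28942052 and 33514313 per HFD + siRNA library (median 30485808), and between 27704386 and 32245606 per HFD + Inhib library (median 30468092). To look for a library deposited more than once, the libraries of each group were compared in pairs. The chi-square statistic per gene, which would be near 1 for repeated counts of the same library, was between 18.5 and 136 over the 24 pairs, and no pair was counted as 1 sample.

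The counts were rounded to whole numbers. The 18335 genes that passed edgeR's filter (filterByExpr, with a minimum count of 10 in as many libraries as a group holds) were tested in one fit of all 16 libraries with edgeR's quasi-likelihood test. Libraries were scaled by TMM normalization, with factors between 0.929 and 1.09, and p-values were adjusted by the Benjamini-Hochberg method. Levels are given as normalized CPM, that is counts scaled to the size of the library, mean ± SD. The libraries also differed in how expression followed the GC content of genes. Across 8096 well-expressed genes, which are not independent replicates, the log2 fold changes and GC content had a Spearman correlation of -0.51 in HFD versus LFD, 0.48 in HFD + siRNA versus HFD, -0.28 in HFD + Inhib versus HFD, and -0.52 in HFD + Inhib versus HFD + siRNA. Results were therefore also computed after a correction for GC content and transcript length, an alternative chosen after the data had been seen.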

We assessed global gene expression in these mice by RNA-Seq. 

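Principal components were computed on the log2 CPM (prior count 2) of the 18335 tested genes, centred and not scaled. The first component held 32.0% of the variance and the second 14.0%. The LFD libraries had a mean score of -37.9 ± 12.8 (SD, n = 4) on the first component and 26.1 ± 13.8 on the second. The HFD libraries had 5.60 ± 11.8 and -34.4 ± 6.10 (SD, n = 4). The paper's own scores, as given in its supporting data values, average -42.2 and 29.3 in the LFD group and 6.85 and -37.3 in the HFD group. The mean Euclidean distance between an LFD and an HFD library was 1.29 times the mean distance between libraries of the same group. None of the other 34 divisions of the 8 libraries into groups of 4 gave a ratio as large (one-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The alternative that moved the share of the first component most was the use of the 500 most variable genes, with 39.8%.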

The principal component analysis revealed that gene expression in the HFD group clustered differently than in the LFD group (Figure 5A). 

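The HFD + siRNA libraries had a mean score of -26.4 ± 4.4 (SD, n = 4) on the first principal component and -10.6 ± 7.88 on the second, and the HFD + Inhib libraries 58.6 ± 9.58 and 18.9 ± 6.51. The paper's supporting data values average -28.9 and -13.1 for HFD + siRNA, and 64.2 and 21.1 for HFD + Inhib. Each library was also placed on the line from the LFD mean, set at 0, to the HFD mean, set at 1, over all tested genes. The HFD + siRNA libraries lay at 0.493 ± 0.0627 (SD, n = 4), from 0.425 to 0.548. The HFD + Inhib libraries lay at 0.828 ± 0.0986, from 0.732 to 0.920. For the spread of the 2 reference groups, each of their libraries was placed on a line drawn without it, which put the LFD libraries at 0.193 ± 0.168 and the HFD libraries at 0.870 ± 0.144, so that the HFD + Inhib positions overlapped those of the HFD libraries. The correction for GC content and length moved the HFD + siRNA position most, to 0.556, while the fits that each left out one library gave 0.455 to 0.529.

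**Figure D1:**
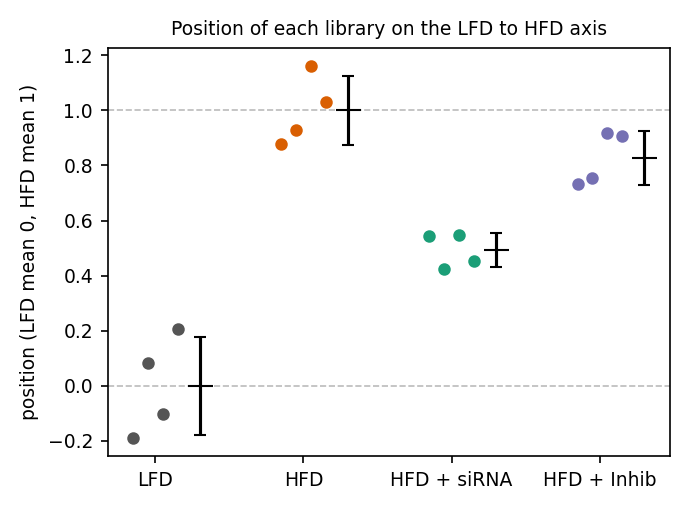
Position of each library on the line from the LFD mean (0) to the HFD mean (1), by group. Points are libraries, and the bars give the mean and SD of 4 libraries. The HFD + siRNA libraries sit between 0.425 and 0.548, and the HFD + Inhib libraries between 0.732 and 0.920.

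The HFD + Inhib libraries stood apart from each of the other groups, with a mean distance between groups that was 1.50 times the distance within groups against LFD, 1.38 times against HFD, and 1.52 times against HFD + siRNA. The HFD + siRNA libraries had a ratio of 1.16 against LFD and 1.23 against HFD. Each of these ratios was the largest of the 35 divisions of its 8 libraries (one-sided exact permutation test, p = 0.0286; adjusted over the 6 pairs of groups, 0.0286). Across the 18335 genes, which are not independent replicates, the log2 fold changes of HFD + siRNA versus HFD had a Pearson correlation of -0.575 with those of HFD versus LFD. Both comparisons share the HFD libraries, and a simulated group without any change gave a mean of -0.226 (from -0.265 to -0.188 in 100 simulations). With the HFD libraries divided between the comparisons, 2 and 2, the mean correlation was -0.392 (from -0.433 to -0.358 over the 6 divisions). For HFD + Inhib versus HFD the correlation with HFD versus LFD was -0.179, just outside the simulated values, which ran from -0.273 to -0.180, and with divided libraries it averaged -0.0849 (from -0.184 to 0.0228). The log2 fold changes of the 2 treatments against HFD had a correlation of 0.139 with each other, below the 0.501 that unchanged groups gave on average (from 0.463 to 0.535), and 0.0287 with divided libraries (from -0.0708 to 0.120). The simulated genes varied independently, without the GC trend that the genes of a library share. The simulated ranges may therefore be too narrow, and whether -0.179 differs from an unchanged group stays open.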

Following KHK KD, the gene expression clustered between the LFD and HFD groups, while KHK inhibition dramatically altered hepatic gene expression in a new direction. 

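The heatmap in Figure 5B, read by eye, shows 40 genes with Khk as 1 of them, where its legend gives 40 genes plus KHK. All 40 were tested. Each had an adjusted p under 0.05 in at least 1 of the 4 comparisons (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over all tested genes). In HFD versus LFD, 30 of the 40 genes passed this threshold, 21 of them higher and 9 lower in HFD, against 32 when adjusted over the list alone. In HFD + siRNA versus HFD, 26 passed, with 10 higher and 16 lower, against 30 when adjusted over the list alone. In HFD + Inhib versus HFD, 33 passed, with 20 higher and 13 lower, and in HFD + Inhib versus HFD + siRNA, 35 passed, with 20 higher and 15 lower. Adjusted over the list alone, 36 passed in each of these 2 comparisons. The genes were chosen by the study on these libraries, so none of these counts, over all tested genes or over the list alone, is independent evidence.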

A heatmap analysis of the top 40 genes identified a unique pattern of gene expression among the groups (Figure 5B). Some of the genes that were upregulated in HFD and decreased by both KHK KD and inhibition are involved in the regulation of cholesterol, such as apolipoprotein A4 (Apoa4) and the formation of atherosclerotic plaques, such as matrix metalloproteinase 12. 

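Apoa4 had 89.7 ± 8.61 CPM in the LFD group and 682 ± 323 CPM in the HFD group (SD, n = 4 each), a log2 fold change of 2.93 (standard error 0.23, adjusted p = 3.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 174 ± 16.4 CPM in the HFD + siRNA group, a log2 fold change of -1.97 against HFD (standard error 0.22, adjusted p = 1.2e-04 from the same edgeR test), and 53.6 ± 6.47 CPM in the HFD + Inhib group, a log2 fold change of -3.67 (standard error 0.24, adjusted p = 4.5e-08 from the same edgeR test). In each of these 3 comparisons, no library of one group reached the values of the other. The HFD libraries spread most, and the fits that each left out one library moved the values more than the other alternatives set before the data were examined. They gave log2 fold changes from 2.55 to 3.09 in HFD versus LFD, from -2.15 to -1.60 with siRNA and from -3.83 to -3.30 with the inhibitor.

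Mmp12, which encodes matrix metalloproteinase 12, was expressed at low levels, with 3 to 7 counts in the LFD libraries and 72 to 152 in the HFD libraries. Its log2 fold change was 4.11 in HFD versus LFD (standard error 0.32, adjusted p = 2.9e-06 from the same edgeR test). It was -2.52 in HFD + siRNA versus HFD (standard error 0.27, adjusted p = 8.3e-05 from the same edgeR test) and -3.42 in HFD + Inhib versus HFD (standard error 0.30, adjusted p = 1.1e-06 from the same edgeR test). At these counts the fold against LFD is less certain than its test, and single libraries left out gave 3.87 to 4.28.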

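Rps3, the gene of ribosomal protein S3, had 156 ± 12.5 CPM in the LFD group and 85.4 ± 9.98 CPM in the HFD group (SD, n = 4 each), a log2 fold change of -0.87 (standard error 0.11, adjusted p = 9.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against HFD it was higher by a log2 fold change of 0.73 in HFD + siRNA (142 ± 11.5 CPM, standard error 0.11, adjusted p = 8.0e-04 from the same edgeR test) and of 0.40 in HFD + Inhib (113 ± 13.7 CPM, standard error 0.11, adjusted p = 0.013 from the same edgeR test). The gain with the inhibitor no longer passed the threshold without HFD + Inhib replicate 1, with a log2 fold change of 0.34, or after the correction for GC content and length, with 0.25.

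Rplp0, the gene of the lateral stalk subunit P0, shares 33.1% of its 50-base words with the pseudogene Gm8730, so its reads can be divided between the 2. Its log2 fold change was -0.85 in HFD versus LFD (257 ± 36.0 against 142 ± 9.78 CPM, adjusted p = 1.5e-04 from the same edgeR test), 0.73 in HFD + siRNA versus HFD (adjusted p = 0.0010 from the same edgeR test) and 0.34 in HFD + Inhib versus HFD (adjusted p = 0.036 from the same edgeR test). The last of these lost its call in 8 of the alternatives, among them the fits that each left out one of 6 libraries, and its adjusted p reached 0.119. After the correction for GC content and length it was 0.33, with an adjusted p of 8.8e-04 from the same edgeR test.

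Of 88 cytoplasmic ribosomal protein genes listed by their symbols, 85 were tested. Their median log2 fold change was -0.71 in HFD versus LFD, with 80 of the 85 genes lower at an adjusted p under 0.05 and none higher (81 when adjusted over the list alone). As a set they fell against other genes (adjusted p = 3.6e-58 from limma's camera test with a preset correlation of 0.01, over 24 pairs of set and comparison). Their median was 0.54 in HFD + siRNA versus HFD, with 70 genes higher (80 over the list alone; camera adjusted p = 1.1e-45), and 0.39 in HFD + Inhib versus HFD, with 45 genes higher (58 over the list alone; camera adjusted p = 2.7e-16). The rise with the inhibitor did not pass camera with the correlation estimated from the data (adjusted p = 0.134), while the fall in HFD (0.00816) and the rise with siRNA (0.0162) did. Each of these changes passed with limma's fry test, the rise with the inhibitor at an adjusted p of 8.1e-04.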

The genes that were decreased in HFD and restored by both KHK siRNA and inhibitor treatment are involved in ribosomal function, such as ribosomal protein S3 and ribosomal protein lateral stalk subunit P0. The genes that were lowered by KHK KD, but not by the inhibitor treatment, regulate lipid assembly, such as lysophosphatidylglycerol acyltransferase 1 and glycerol kinase (Gk). 

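Lpgat1, which encodes lysophosphatidylglycerol acyltransferase 1, was at 204 ± 9.90 CPM in the LFD group, 314 ± 17.0 in HFD, 211 ± 15.7 in HFD + siRNA and 319 ± 19.8 in HFD + Inhib (SD, n = 4 each). The log2 fold change was -0.57 in HFD + siRNA versus HFD (standard error 0.08, adjusted p = 5.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.02 in HFD + Inhib versus HFD (standard error 0.08, adjusted p = 0.881 from the same edgeR test). This small difference changed its sign when HFD replicate 1 (-0.01) or HFD + Inhib replicate 1 or 2 was left out. The 2 treatments themselves differed, with a log2 fold change of 0.60 in HFD + Inhib versus HFD + siRNA (adjusted p = 4.0e-05 from the same edgeR test).

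Gk was at 173 ± 17.3 CPM in HFD, 114 ± 5.05 in HFD + siRNA and 169 ± 8.45 in HFD + Inhib. Its log2 fold change was -0.61 in HFD + siRNA versus HFD (standard error 0.08, adjusted p = 5.3e-04 from the same edgeR test), -0.04 in HFD + Inhib versus HFD (adjusted p = 0.804 from the same edgeR test; 0.01 without HFD replicate 4), and 0.57 in HFD + Inhib versus HFD + siRNA (adjusted p = 1.0e-04 from the same edgeR test). The transcripts of Gk have a GC content of 39.4%, against a median of 50.4% over the genes used for the correction. After the correction for GC content and length, the log2 fold change of Gk was -0.19 with siRNA (adjusted p = 0.189 from the same edgeR test) and 0.07 between the treatments (adjusted p = 0.603 from the same edgeR test).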

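Gpc1 rose from 5.86 ± 2.58 CPM in the LFD group to 33.7 ± 5.70 CPM in the HFD group (SD, n = 4 each), a log2 fold change of 2.54 (standard error 0.25, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 6.62 ± 1.20 CPM in HFD + Inhib, with a log2 fold change of -2.35 against HFD (standard error 0.24, adjusted p = 6.1e-06 from the same edgeR test). In HFD + siRNA it was 48.5 ± 11.1 CPM, and the log2 fold change of 0.52 against HFD was not past the threshold (standard error 0.23, adjusted p = 0.148 from the same edgeR test). Between the 2 treatments it was lower with the inhibitor, by a log2 fold change of -2.88 (adjusted p = 5.8e-07 from the same edgeR test).

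Prg4 was at 24.4 ± 2.52 CPM in LFD and 47.6 ± 5.34 CPM in HFD, a log2 fold change of 0.97 (standard error 0.11, adjusted p = 7.9e-05 from the same edgeR test). Against HFD its log2 fold change was -1.06 in HFD + Inhib (22.8 ± 3.39 CPM, adjusted p = 7.3e-06 from the same edgeR test) and -0.19 in HFD + siRNA (41.7 ± 2.32 CPM, adjusted p = 0.287 from the same edgeR test). Between the treatments the value was -0.87 (adjusted p = 3.1e-05 from the same edgeR test). For both genes, each of these calls was the same in every alternative that was run.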

The genes that were normalized by the inhibitor, but not by KHK siRNA treatment, were members of proteoglycans, such as glypican 1 (Gpc1) and proteoglycan 4 (Prg4). 

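Acot2 was at 5.00 ± 1.50 CPM in the LFD group, 9.82 ± 1.95 in HFD, 6.25 ± 1.17 in HFD + siRNA and 210 ± 47.6 in HFD + Inhib (SD, n = 4 each). Its reads can be divided with Acot1, with which it shares 27.7% of its 50-base words. The log2 fold change was 0.96 in HFD versus LFD (standard error 0.22, adjusted p = 0.0076 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.65 in HFD + siRNA versus HFD (standard error 0.22, adjusted p = 0.062 from the same edgeR test). The second passed the threshold in 4 of the alternatives, among them DESeq2 with an adjusted p of 0.0230.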

Interestingly, a number of genes regulating FAO were increased uniquely in the inhibitor group, such as acyl-CoA thioesterase 2 (Acot2) and acyl-CoA oxidase 1 (Acox1), in agreement with our metabolomics analysis. Next, we honed in on the differentially regulated pathways. The expression of the DNL pathway, regulated by transcription factor carbohydrate-responsive element-binding protein (ChREBP), was profoundly downregulated by KHK siRNA treatment (Figure 5C). On the other hand, KHK inhibition led to upregulation of the FAO pathway, regulated by the PPARα transcription factor (Figure 5D).

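The DNL pathway in Figure 5C shows 22 genes, which the study chose on these libraries. Without Khk, the target of the siRNA, all 21 were lower in HFD + siRNA than in HFD, 17 of them at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over all tested genes) and 18 when adjusted over the list alone. Because of that choice, neither these counts nor the set tests of the list are independent evidence. Their log2 fold changes ran from -2.77 to -0.27, with a median of -0.96. Tested as a set against the other genes, they fell (adjusted p = 1.1e-27 from limma's camera test with a preset correlation of 0.01). The fall held with fry and with a correlation estimated from the data (camera adjusted p = 0.00135). The fits that each left out one library gave medians from -1.01 to -0.83, which moved it more than any other alternative set before the data were examined, and the correction for GC content and length gave -0.998.

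In HFD versus LFD the median of the 21 genes was 0.14, with 5 genes higher and none lower (5 when adjusted over the list alone), and in HFD + Inhib versus HFD it was 0.12, with 7 genes higher and 3 lower (12 over the list alone). The camera test gave adjusted p-values of 0.032 and 0.011 for these 2 comparisons, but not with the estimated correlation (camera adjusted p = 0.398 and 0.322). In HFD versus LFD the set lost its call in 9 of the 19 alternatives. Of these, 5 were fits without one replicate, with camera adjusted p-values from 0.0501 to 0.180 and the lowest median, 0.07, without HFD replicate 2. The median with the inhibitor was -0.03 without HFD replicate 1 and 0.33 without HFD replicate 2.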

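Of the 22 FAO genes in Figure 5D, also chosen by the study on these libraries, 19 were higher in HFD + Inhib than in HFD at an adjusted p under 0.05 and none lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over all tested genes; 19 when adjusted over the list alone). Their median log2 fold change was 1.10 (adjusted p = 1.8e-44 from limma's camera test), and it was past the threshold with fry and with the estimated correlation too. Against this, the median was -0.01 in HFD + siRNA versus HFD (camera adjusted p = 0.510), with 1 gene higher and 3 lower (4 over the list alone), and its sign changed without HFD replicate 4 (0.02), without HFD + siRNA replicate 1 and after the correction for GC content and length (0.01). It was 0.15 in HFD versus LFD (camera adjusted p = 0.0012; 0.144 with the estimated correlation), with 6 genes higher and none lower (6 over the list alone).

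Averaged over each list, the DNL genes had 7.06 ± 0.0525 log2 CPM in LFD, 7.25 ± 0.232 in HFD, 6.28 ± 0.128 in HFD + siRNA and 7.46 ± 0.196 in HFD + Inhib (SD, n = 4 each), and the FAO genes 6.84 ± 0.0693, 7.16 ± 0.0586, 7.09 ± 0.0277 and 8.41 ± 0.136.

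**Figure D2:**
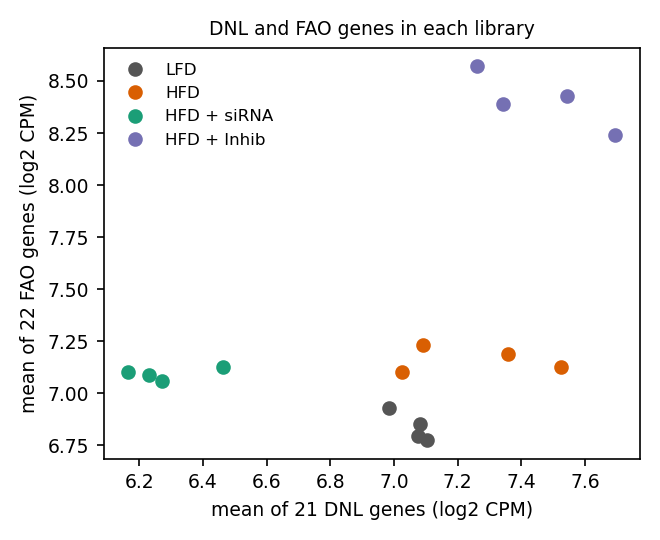
Mean log2 CPM of 21 DNL genes (horizontal) and of 22 FAO genes (vertical) in each library. Each point is 1 library, coloured by group. The 4 HFD + siRNA libraries lie to the left of all others, at a mean of 6.28, and the 4 HFD + Inhib libraries lie above all others, at a mean of 8.41.

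Ppara itself was at 273 ± 30.7 CPM in LFD, 478 ± 92.9 in HFD, 437 ± 27.3 in HFD + siRNA and 586 ± 61.7 in HFD + Inhib. The log2 fold change was 0.81 in HFD versus LFD (standard error 0.13, adjusted p = 7.6e-04 from the same edgeR test), -0.13 in HFD + siRNA versus HFD (adjusted p = 0.560 from the same edgeR test) and 0.29 in HFD + Inhib versus HFD (adjusted p = 0.120 from the same edgeR test). The last passed the threshold in 1 alternative, without HFD replicate 4 (0.42, adjusted p = 0.0207 from the same edgeR test). Between the treatments it was 0.42 (adjusted p = 0.017 from the same edgeR test), which did not pass without HFD + Inhib replicate 4 (0.37, adjusted p = 0.0544 from the same edgeR test).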

Volcano plot comparison of the individual groups revealed that the upregulated genes in the HFD compared with the LFD group are involved in lipid homeostasis, including Gk, Apoa4, and 3-hydroxybutyrate dehydrogenase 1 (Figure 5E). 

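In HFD versus LFD, 3370 of the 18335 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 1757 of them higher and 1613 lower in HFD. The values of the 2 groups did not overlap in 3736 genes, or 20.4%, where chance gives 2.86%. The count depended most on the threshold. With an adjusted p under 0.01 and an absolute log2 fold change of at least 0.5, it was 1056, and without LFD replicate 3, the library whose removal lowered it most, it was 2001.

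Gk had a log2 fold change of 1.03 (85.1 ± 6.87 CPM in LFD, SD, n = 4; standard error 0.08, adjusted p = 4.9e-06 from the same edgeR test), which was 0.64 after the correction for GC content and length. Bdh1, which encodes 3-hydroxybutyrate dehydrogenase 1, had 109 ± 3.62 CPM in LFD and 218 ± 15.2 CPM in HFD, a log2 fold change of 1.00 (standard error 0.08, adjusted p = 2.9e-06 from the same edgeR test).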

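Khk, the target of the siRNA, had 266 ± 59.9 CPM in the LFD group and 264 ± 39.8 CPM in the HFD group (SD, n = 4 each). In the HFD + siRNA libraries it had 11.8, 9.14, 18.1 and 11.5 CPM in replicates 1 to 4, a mean of 12.7 ± 3.85 CPM or 4.79% of the HFD mean. In the HFD + Inhib libraries it had 112, 152, 94.6 and 120.5 CPM, a mean of 119.7 ± 24.1 CPM or 45.3% of the HFD mean. The log2 fold change was -4.38 in HFD + siRNA versus HFD (standard error 0.23, adjusted p = 1.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.14 in HFD + Inhib versus HFD (standard error 0.20, adjusted p = 7.5e-04 from the same edgeR test). In HFD versus LFD it was -0.01 (standard error 0.20, adjusted p = 0.975 from the same edgeR test), a difference within the replicate spread whose sign changed between the alternatives. By qPCR, the paper reports higher expression of the enzymes of fructose metabolism in HFD than in LFD, KHK included. The RNA-Seq counts of Khk, which do not separate its isoforms, showed no such rise.

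**Figure D3:**
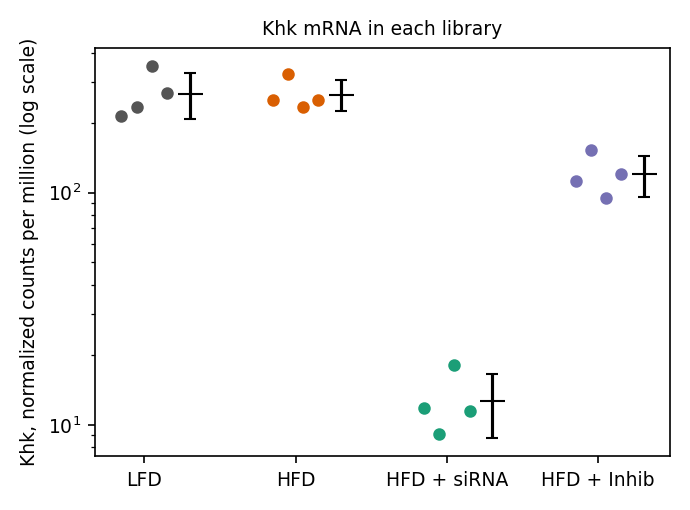
Khk mRNA in normalized CPM (log scale) in each library, by group. Points are libraries, and the bars give the mean and SD of 4 libraries. The HFD + siRNA libraries lie between 9.14 and 18.1 CPM, and the HFD + Inhib libraries between 94.6 and 152 CPM, below every HFD library.

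Between HFD + siRNA and HFD, 2154 genes had an adjusted p under 0.05, 953 of them higher and 1201 lower. The share of higher genes was 44.2%, and 33.1% without HFD + siRNA replicate 2, where 1981 genes passed. The lowest count among the fits that each left out one library was 1100, without HFD replicate 3. The values of the 2 groups did not overlap in 3770 genes (20.6%). Gapdh had a log2 fold change of -0.86 (1126 ± 109.6 CPM in HFD and 619 ± 28.7 in HFD + siRNA, adjusted p = 1.2e-04 from the same edgeR test). It shares 24.7% of its 50-base words with the pseudogene Gm7336. Scd1 had a log2 fold change of -2.01 (8635 ± 2817 CPM in HFD and 2146 ± 465 in HFD + siRNA, adjusted p = 4.3e-04 from the same edgeR test), and shares 4.56% of its words with Scd2. Acacb, the gene of ACC2, had a log2 fold change of -1.7 (104 ± 34.8 CPM in HFD and 32.1 ± 5.34 in HFD + siRNA, adjusted p = 8.5e-05 from the same edgeR test).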

The most downregulated genes in the KHK siRNA group, compared with the HFD group, were the genes involved in fructose metabolism, KHK and GAPDH, but also the genes involved in fatty acid synthesis, such as stearoyl-CoA desaturase 1 (Scd1) and acetyl-CoA carboxylase (Acc2) (Figure 5F). 

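In HFD + Inhib versus HFD, 3339 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 1796 of them higher and 1543 lower, and the values of the 2 groups did not overlap in 4270 genes (23.3%). After the correction for GC content and length the balance was the other way, with 1600 genes higher and 1821 lower. Acot2 had a log2 fold change of 4.42 (standard error 0.23, adjusted p = 2.9e-09 from the same edgeR test), with the limit from reads shared with Acot1. Ehhadh, which encodes enoyl-CoA hydratase and 3-hydroxyacyl CoA dehydrogenase, rose from 278 ± 32.6 CPM in HFD to 6973 ± 1492 CPM in HFD + Inhib (SD, n = 4 each), a log2 fold change of 4.65 (standard error 0.16, adjusted p = 4.2e-11 from the same edgeR test). Single libraries left out gave 4.31 to 4.57 for Acot2 and 4.49 to 4.74 for Ehhadh.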

The genes increased with the inhibitor treatment, compared with the HFD group, are involved in lipid oxidation, including Acot2, Acox1, enoyl-CoA hydratase, and 3-hydroxyacyl CoA dehydrogenase (Figure 5G). These same genes were upregulated in the KHK + Inhib group compared with the HFD + siRNA group, as they were uniquely upregulated by the inhibitor treatment (Figure 5H). 

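In HFD + Inhib versus HFD + siRNA, 6204 genes had an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment), 3164 of them higher and 3040 lower with the inhibitor, and the values of the 2 groups did not overlap in 5948 genes (32.4%). Here too the correction for GC content and length turned the balance, to 2184 higher and 2525 lower. The log2 fold change of Acot2 was 5.07 (standard error 0.24, adjusted p = 7.8e-10 from the same edgeR test), with the limit from reads shared with Acot1. Ehhadh had 5.3 (standard error 0.17, adjusted p = 8.4e-12 from the same edgeR test). Khk was higher in HFD + Inhib than in HFD + siRNA, by a log2 fold change of 3.24 (standard error 0.22, adjusted p = 4.4e-08 from the same edgeR test), as were Scd1, by 2.96 (adjusted p = 1.4e-06 from the same edgeR test), and Acacb, by 3.19 (adjusted p = 1.9e-08 from the same edgeR test). The paper reasons that the lipid oxidation genes were higher in this comparison because the inhibitor treatment alone upregulated them.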

Reactome pathway analysis revealed that some of the most downregulated pathways in the HFD + siRNA group mediate carbohydrate metabolism and de novo synthesis of lipids, such as sphingolipids (Figure 5I). Conversely, some of the most upregulated pathways in the HFD + Inhib group were mediating mitochondrial and peroxisomal FAO (Figure 5J). These changes persisted when the HFD + Inhib was compared with the HFD + siRNA group (Supplemental Figure 9A).

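The Reactome gene sets of Figure 5I were not used here. A list of 18 genes of de novo sphingolipid synthesis, written before the data were examined, was tested in their place, and 17 of them passed the filter. In HFD + siRNA versus HFD their median log2 fold change was -0.11 (adjusted p = 0.011 from limma's camera test with a preset correlation of 0.01), with 1 gene higher and 3 lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (6 genes when adjusted over the list alone), and log2 fold changes from -0.79 to 0.28. The set was not past the threshold with the estimated correlation (camera adjusted p = 0.113) or after the correction for GC content and length (-0.08, camera adjusted p = 0.349), and without HFD replicate 4 its median was -0.08. With fry it was past the threshold (adjusted p = 0.00186). The median was 0.26 in HFD versus LFD (camera adjusted p = 0.0039), with 7 genes higher and none lower (7 over the list alone), and in HFD + Inhib versus HFD it was -0.01 (camera adjusted p = 0.308), with 1 gene higher (1 over the list alone), and 0.05 without HFD + Inhib replicate 3.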

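Lists of 17 genes of mitochondrial FAO and 21 genes of peroxisomal FAO, written before the data were examined, were tested in place of the Reactome gene sets. The mitochondrial genes had a median log2 fold change of 0.94 in HFD + Inhib versus HFD (adjusted p = 4.1e-26 from limma's camera test). Of these genes, 14 were higher and none lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (14 when adjusted over the list alone), and the log2 fold changes ran from 0.12 to 1.40. The median of the peroxisomal genes was 1.05 (camera adjusted p = 2.8e-37), with 17 genes higher and 1 lower (18 over the list alone) and log2 fold changes from -0.60 up to that of Ehhadh. Both sets were past the threshold with fry and with the estimated correlation.

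With KHK siRNA, the mitochondrial genes had a median of -0.03 (camera adjusted p = 0.410) and the peroxisomal genes one of 0.10 (camera adjusted p = 0.891), with 1 mitochondrial gene higher (2 changed over the list alone) and 3 peroxisomal genes lower (4 over the list alone). The medians in HFD versus LFD were 0.08 (camera adjusted p = 0.0039) and 0.11 (camera adjusted p = 0.010), which did not pass with the estimated correlation. Of the mitochondrial genes, 8 were higher and none lower in HFD (8 over the list alone). Of the peroxisomal genes, 5 were higher and 1 lower (6 over the list alone). These medians were small and moved with single libraries. Without LFD replicate 3 they were 0.18 and 0.19, and the mitochondrial one was 0.04 without HFD replicate 2 and 0.21 after the correction for GC content and length. With siRNA, the mitochondrial median changed its sign without HFD replicate 3 (0.0049), and the peroxisomal one was 0.00068 without HFD + siRNA replicate 2.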

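In HFD + Inhib versus HFD + siRNA, the 17 mitochondrial FAO genes had a median log2 fold change of 0.77 (adjusted p = 1.1e-15 from limma's camera test with a preset correlation of 0.01), with 13 genes higher and none lower at an adjusted p under 0.05 from edgeR's quasi-likelihood test (13 when adjusted over the list alone). The 21 peroxisomal FAO genes had a median of 1.08 (camera adjusted p = 1.2e-24), with 16 higher and 2 lower (19 over the list alone), and the 22 FAO genes of Figure 5D one of 1.06 (camera adjusted p = 1.7e-31), with 20 higher and none lower (21 over the list alone). The 21 DNL genes had a median of 1.11 (camera adjusted p = 9.9e-20), with 16 higher and 1 lower (18 over the list alone). Each of these 4 sets was past the threshold in every alternative that was run. The sphingolipid synthesis genes had a median of 0.10 (camera adjusted p = 0.013), with 4 genes higher and 1 lower (5 over the list alone), and the ribosomal protein genes one of -0.17 (camera adjusted p = 0.011), with 1 higher and 14 lower (0 over the list alone). Neither passed with the estimated correlation (camera adjusted p = 0.113 and 0.631). With fry the sphingolipid genes passed (adjusted p = 6.6e-05) and the ribosomal protein genes did not (0.115). The sphingolipid median was 0.06 without HFD + Inhib replicate 2 and 0.16 without HFD + Inhib replicate 3, and its sign changed after the correction for GC content and length (-0.01). The ribosomal protein median was -0.10 without HFD + siRNA replicate 2, which did not pass (camera adjusted p = 0.122).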

An increase in FAO pathway and PPARα target genes with the inhibitor treatment was unexpected, so we assessed PPARα expression, which was elevated in the HFD and KHK + siRNA groups and was stepwise higher in the HFD + Inhib group (Supplemental Figure 9B). Next, we tested whether the inhibitor or F1P, produced by the inhibitor treatment, can bind to PPARα ligand binding domain to increase PPARα transcriptional activity in COS-7 cells transfected with PPARα luciferase reporter. As expected, WY14643, a PPARα agonist, increased luciferase activity in a dose-dependent fashion (Supplemental Figure 9C); however, neither the inhibitor (Supplemental Figure 9D) nor F1P (Supplemental Figure 9E) increased PPARα luciferase activity. Next, we performed kinase activity measures in real-time for serine/threonine kinases (STK) and phospho-tyrosine kinases (PTK) using PamGene PamStation microarray PamChip technology. Some of the most upregulated STKs in the HFD + siRNA, compared with the HFD group, were AKT1 and AKT2, in line with improved glucose tolerance in this group (Supplemental Figure 10A). Conversely, the most downregulated STK in the HFD + Inhib, compared with the HFD group, was glycogen synthase kinase 3β (GSK3β) (Supplemental Figure 10B). Lower GSK3β activity in the HFD + Inhib group may explain PPARα activation in this group, since GSK3β phosphorylates and deactivates PPARα. (35) Moreover, reduced GSK3β activity aligns with increased glycogen accumulation in this group, as GSK3β phosphorylates and deactivates GYS (36). There was no difference in PTK activity between KHK KD or inhibition (Supplemental Figure 10, C and D). In summary, KHK KD primarily lowered the DNL pathway, while the inhibitor treatment increased the FAO pathway.

### KHK KD decreased DNL, while the inhibitor increased the FAO pathway.

We verified some of the most interesting changes in RNA-Seq data by qPCR and Western blot. ChREBP-β (MLXIPL-β), the active isoform of ChREBP transcription factor, was decreased in all mice on HFD, compared with the LFD group (Figure 6A), since the HFD contains fewer carbohydrates. MLXIPL-β was further reduced with the siRNA but not in the inhibitor group (Figure 6A). The expression of MLXIPL-α tended to be reduced in all mice on HFD (Supplemental Figure 11A). The expression of sterol regulatory element-binding transcription factor 1c (SREBF1c) was elevated 2-fold in all mice on HFD, compared with the LFD group, but there was no further effect with siRNA or the inhibitor treatment (Figure 6B). SREBF1a followed a similar expression pattern (Supplemental Figure 11B). Nuclear translocation of ChREBP was similar in mice on HFD and LFD (Figure 6C and Supplemental Figure 11C). KHK siRNA decreased ChREBP compared with the HFD group. The inhibitor treatment did not significantly lower ChREBP translocation when normalized to lamin. Nuclear translocation of SREBP1 was higher in mice on an HFD, compared with the LFD group (Figure 6C and Supplemental Figure 11D). SREBP1 was not markedly affected in the HFD + siRNA and HFD + Inhib groups. The expression of downstream genes mediating lipogenesis was not elevated in mice on an HFD but was profoundly reduced in the HFD + siRNA group, not in the HFD + Inhib group (Figure 6D), consistent with the changes in ChREBP. The protein levels of these lipogenic enzymes were likewise profoundly decreased only in the HFD + siRNA group (Figure 6E and Supplemental Figure 11E).

Next, we quantified the protein levels of the enzymes mediating mitochondrial β-oxidation. CPT1α, the rate-limiting enzyme of mitochondrial FAO, was increased in the HFD group compared with the LFD group (Figure 6F and Supplemental Figure 11F). CPT1α was further elevated in the HFD + siRNA, but not in the HFD + Inhib group. The protein levels of ACADVL, ACADL, and HADHA were not significantly affected. However, mRNA expression of these genes was significantly elevated in mice on an HFD, and they further increased in the HFD + Inhib but not in the HFD + siRNA group (Figure 6G). The protein levels of enzymes mediating peroxisomal FAO were markedly elevated 2- to 240-fold only in the HFD + Inhib group (Figure 6H and Supplemental Figure 11G) and their mRNA expression was 4- to 20-fold higher compared with the LFD group (Figure 6I). The expression of genes mediating fatty acid transport into the liver, CD36, Fatp2, and L-Fabp were also profoundly elevated in the HFD + Inhib group (Supplemental Figure 11H). In summary, KHK KD markedly decreased the DNL pathway, whereas the KHK inhibitor profoundly increased the FAO pathway, in agreement with RNA-Seq data.

### In vitro overexpression of WT, but not mutant kinase-dead KHK increases hepatocyte injury and glycogen accumulation.

The differences between KHK KD and inhibition of its kinase activity may be secondary to the kinase-independent functions of KHK. We overexpressed GFP-tagged WT mouse KHK-C (WT) or kinase-dead mutant KHK-C (KM) in human HepG2 cells using lentivirus to test this hypothesis. KM KHK-C was generated by introducing a point mutation (G527R) in the ATP binding domain. For comparison, the KHK inhibitor similarly targets the ATP binding domain. Compared with the HepG2 control cells (CC), overexpression of both WT or KM robustly induced mouse KHK-C expression (Figure 7A). KHK-C protein was much higher in the cells overexpressing WT, compared with KM, suggesting lower protein stability (Figure 7B). Indeed, when treated with cycloheximide, a protein synthesis inhibitor, KM KHK-C protein degraded faster than WT KHK-C protein (Supplemental Figure 12A). KHK enzymatic activity was markedly elevated in WT KHK-C cells but not in KM KHK-C cells treated with fructose, verifying that the kinase-dead mutant is not able to metabolize fructose (Figure 7C). Increased KHK activity in cells that do not express downstream ALDOB or TKFC (Figure 7B and Supplemental Figure 12B) is expected to lead to the accumulation of F1P. Thus, WT KHK-C cells treated with 5 mM fructose, but not glucose, exhibited higher cell injury manifested by elevated ALT in cell supernatant (Figure 7D). Cell injury can lead to hepatocyte loss, and we saw lower total protein in WT KHK-C cells treated with fructose, but not 3-O methylfructose (3-OMF), a nonmetabolizable analog of fructose (Figure 7E). ALT and protein levels were not affected in KM cells.

Similar to in vivo findings, PAS glycogen staining was higher in fructose-treated WT but not KM cells or CC (Figure 7F). Indeed, glycogen levels were increased with fructose compared with glucose treatment in all cells but were the highest in the WT KHK-C cells (38.9 ± 2.0 ng/μg), compared with CC (19.9 ± 0.2 ng/μg) or KM (15.2 ± 0.5 ng/μg) cells (Figure 7G). HepG2 cells do not express Gck; however, Gckrp was increased over 2-fold in WT KHK-C cells, and it completely normalized following fructose, but not 3-OMF, treatment (Figure 7H). In the absence of Gck, Gckrp may regulate HK activity and expression. Indeed, Hk1 expression was 5-fold higher in WT KHK-C cells treated with fructose (Figure 7I). Hk2 expression was not affected by fructose or 3-OMF treatment (Figure 7J). In agreement with mRNA, GCK protein was not abundant in HepG2 cells compared with mouse liver (Figure 7K and Supplemental Figure 12C). HK1 protein was only elevated in WT KHK-C cells, whereas HK2 was increased 2- to 3-fold in both WT and KM cells (Figure 7K and Supplemental Figure 12D). HK3 was not altered, while GAPDH tended to be higher in both WT and KM cells.

Last, we interrogated DNL and FAO pathways. Fructose-treated WT KHK-C cells did not increase Acly, Acc1, Fasn, or Scd1 expression (Figure 7L). Interestingly, the cells overexpressing KM KHK-C had significantly higher expression of DNL enzymes. This suggests that the DNL pathway is, in part, regulated through the kinase-independent function of KHK-C. This correlated with increased expression of ChREBP and SREBP1c in KM but not WT cells (Supplemental Figure 12, E and F). Conversely, fructose-fed WT, but not KM, KHK-C cells had decreased expression of genes regulating FAO (Figure 7M). These data indicate that fructose metabolism and thus KHK activity are required to decrease FAO. In summary, KHK activity is required to generate F1P, induce glycogen accumulation, and decrease FAO, whereas DNL is independent of KHK-C kinase function.

## Discussion

In this work, we examined the impact of liver-specific KD of KHK versus systemic inhibition of KHK kinase activity. These 2 approaches targeting the same enzyme exert uniquely different metabolic outcomes. KHK siRNA completely and specifically deletes KHK protein in the liver. This leads to the upregulation of an alternative pathway of fructose metabolism via HK2 and improves glucose tolerance. Conversely, KHK inhibitor targets both KHK and TKFC proteins, resulting in F1P accumulation in the liver. Elevated F1P is associated with glycogen accumulation, hepatomegaly, and impaired glucose tolerance. Perhaps the most striking difference between KHK KD and inhibition is in the regulation of hepatic gene expression. KHK KD profoundly decreases the expression of genes in the DNL pathway, which is not observed following the inhibition of its kinase activity. Similarly, overexpression of kinase-dead mutant KHK-C increases the expression of DNL genes, suggesting a kinase-independent role. On the other hand, the KHK inhibitor uniquely upregulates the expression of PPARα target genes and alters hepatic metabolome in favor of elevated FAO. In conclusion, liver-specific KHK KD exerts beneficial effects on hepatic metabolism, while the inhibitor increases glycogen buildup via its off-target effect on TKFC. Therefore, siRNA-mediated KD of KHK may offer important advantages over the KHK inhibitor.

Liver-specific KHK KD induces a more complete abrogation of fructose metabolism, evident by minimal KHK activity, lower hepatic F1P/fructose ratio, and activation of an alternative pathway of fructolysis via HK2. Despite achieving adequate plasma IC_90_ concentration, fructose metabolism in the liver is only partially reduced by the inhibitor, as indicated by an incomplete reduction of KHK activity, normal F1P/fructose ratio, and no improvement in systemic glucose tolerance. The F1P/fructose ratio is higher in the inhibitor-treated mice than expected, given that partial inhibition of KHK activity should reduce fructolysis and, thus, F1P levels. Instead, F1P concentration was the highest in the HFD + Inhib group, which could be explained by lower TKFC activity. Consistent with this interpretation, Liu et al. reported increased F1P in primary hepatocytes treated with TKFC shRNA and fructose avoidance in TKFC-KO mice (37). A reduction in both KHK and TKFC activity may be due to the inhibitor targeting the ATP binding domain of these 2 enzymes. KHK and TKFC are the only kinases within the first 3 steps of fructose metabolism and thus possess ATP binding domain. Indeed, we show direct evidence that the KHK inhibitor is able to lower the enzymatic activity of recombinant mouse TKFC protein. We also show increased degradation of KHK-C protein harboring kinase inactivating mutation. A decrease in KHK and TKFC proteins could also be due to reduced ChREBP transcription of these enzymes. Contrary to this possibility, ChREBP is actually lower following KHK KD than with the inhibitor treatment. Taken together, these data implicate that the off-target effects of the KHK inhibitor on TKFC may, in part, explain F1P buildup and glycogen accumulation in the inhibitor-treated mice.

F1P is a toxic metabolite that leads to hepatic glycogen accumulation and hepatocellular injury (38). Cytotoxic properties of F1P have been documented from yeast (39) to human cells (40). We observe higher ALT and lower total protein in fructose-treated cells expressing WT KHK-C. Moreover, we also see increased glycogen accumulation in the livers of mice with elevated F1P and in fructose-treated cells overexpressing WT KHK-C. Glycogen accumulation in the HFD + Inhib mice can be accounted for by several mechanisms. Gck is bound by Gckrp that inhibits its activity (41). F1P promotes the dissociation of the complex and allows the production of substrates for glycogenesis (42). Additionally, F1P increases the activity of Gys2 (43). Another explanation for higher glycogen accumulation is a decrease in serum glucagon. These processes are interrelated as glucagon plays a role in regulating F1P levels (44).

The strong propensity of F1P to stimulate glycogen accumulation is observed in the cells that overexpress WT, but not kinase-dead KHK. These cells also lack ALDOB required for further metabolism of F1P. In vitro, fructose metabolism decreases Gckrp expression and leads to upregulation of HK1, which may provide a substrate for glycogen synthesis. Indeed, a dual role of F1P to support glycogenesis and induce hepatotoxicity is best observed in patients with hereditary fructose intolerance (HFI) due to ALDOB deficiency (38). The symptoms of HFI can be completely avoided in mice lacking KHK in order to prevent fructose metabolism to F1P (45). Interestingly, in our study, an increase in F1P following the inhibitor treatment induced glycogen accumulation but was not associated with increased liver injury or inflammation.

Both KD of KHK and inhibition of its kinase activity effectively resolve hepatic steatosis. However, these modalities reduce hepatic fat accumulation via substantially different mechanisms. RNA-Seq analysis reveals that a complete absence of KHK protein, but not inhibition of its kinase activity, decreases the expression of genes mediating DNL. This is verified by markedly lower mRNA and protein levels of DNL enzymes, Acly, Acc1, Fasn, and Scd1 in the HFD + siRNA but not the HFD + Inhib group. The effects on the DNL pathway are likely mediated by kinase-independent effects of KHK, as overexpression of kinase-dead mutant KHK was sufficient to increase the mRNA of DNL genes. We recently reported the first evidence pointing to kinase-independent effects of KHK in mediating protein acetylation (28). Acetylated proteins may not fold properly, triggering misfolded protein response and ER stress. Indeed, we reported that KHK drives ER stress, a function that is independent of fructose metabolism (29). Alternatively, the effects of KHK on the DNL pathway may be, in part, mediated by a greater reduction in ChREBP. Indeed, histone acetylation is a powerful mode of regulating gene expression, and acetylation of ChREBP increases its activity (46). Unlike our results, the KHK inhibitor has been reported to reduce DNL in rats (23). We may not have observed a decrease in the DNL pathway with the inhibitor treatment, as we did not use a diet high in fructose, we achieved only 38% inhibition of KHK in the liver, and mice are less sensitive to the effects of dietary fructose than rats. Most of our studies were preformed using an HFD, as this is the most common diet-induced obesity method, and a potential treatment for MASLD would ideally work for all patients, not only the ones consuming high amounts of fructose.

While KHK KD lowers the DNL pathway, the small molecule inhibitor uniquely and profoundly increases the expression of genes regulating FAO. Metabolomics analysis verified that the HFD + Inhib group had increased levels of short-chain and a decrease in long-chain acylcarnitines. Enhanced FAO pathway is not mediated by direct binding of the inhibitor to the PPARα ligand binding domain. However, lower GSK3β activity in the inhibitor group could activate the FAO pathway, as GSK3β has been reported to phosphorylate and inhibit PPARα (35). PPARα activation could also, in part, explain hepatomegaly in the HFD + Inhib group, as increased PPARα activity leads to hepatocyte proliferation (47). Moreover, PPARα activation explains an increase in cholesterol (48), which in mice mainly consists of HDL-cholesterol. Last, PPARα activation may account for lower serum glucagon since keto acids decrease glucagon secretion (49). In addition to PPARα activation, another mechanism for the enhanced FAO pathway is a decrease in TKFC. A KO of TKFC in the liver shifts the third step of fructose metabolism toward the ALDH pathway, resulting in increased FAO (37). In our study, ALDH was indeed more strongly upregulated in the HFD + Inhib than in the HFD + siRNA group. The inhibitor-induced upregulation of the FAO pathway may explain lower steatosis without a substantial decrease in the DNL pathway.

Fructose intake is a well-recognized risk factor for the development of obesity and metabolic dysfunction. We show that targeting KHK via liver-specific siRNA completely and specifically prevents fructose metabolism and results in the resolution of hepatic steatosis and improves glucose tolerance. On the contrary, a small molecule inhibitor of KHK only partially reduces KHK activity in the liver, but it also targets TKFC, resulting in elevated F1P, glycogen accumulation, hepatomegaly, and no improvement in glucose tolerance. Our study reaffirms that targeting KHK is still a viable option for the management of metabolic dysfunction in spite of the discontinuation of the KHK inhibitor from further clinical development. Based, in part, on the results of this study, our collaborators at Alnylam completed a phase I and are progressing with a phase II clinical trial (NCT05761301) testing KHK siRNA in patients with obesity and diabetes.

## Methods

### Sex as a biological variable

Our study exclusively examined male mice, as female mice do not develop profound obesity and fatty liver disease. It is unknown whether our findings are relevant to female mice.

### Animals and diets

Mice were housed at 20°C–22°C on a 12-hour light/12-hour dark cycle with ad libitum access to food and water. C57BL/6J male mice at 6 weeks of age were purchased from Jackson Laboratory and fed either an LFD (Research Diets D12450K) or a 60% HFD (Research Diets, D12492) for 6 weeks. Thereafter, the mice on an HFD were subdivided into 3 groups: the control group (HFD), the KHK siRNA group (HFD + siRNA), and the KHK inhibitor group (HFD + Inhib). To ensure equal stress/treatment, all mice were injected with either luciferase control siRNA (10 mg/kg) or siRNA targeting total KHK (20 mg/kg) every 2 weeks and were gavaged with either methylcellulose control or (15 mg/kg) KHK inhibitor (PF-06835919) in methylcellulose, twice daily for 4 weeks. The animals were weighed, and their food intake was recorded once per week. GTT and insulin tolerance test (ITT) were performed after 8 and 9 weeks of feeding, respectively. The mice were sacrificed after 10 weeks on the diet. The mice were injected with saline or 1 U of insulin (Humulin R-Lilly HI-213) via inferior vena cava 10 minutes before tissue collection in liquid nitrogen.

### Liver-specific KHK knockdown

Liver-specific knockdown was achieved by utilizing an siRNA conjugated to GalNAc. Alnylam Pharmaceuticals synthesized siRNA to specifically target mouse total KHK mRNA. siRNA has undergone chemical modifications to achieve long-lasting effect and specificity for hepatocytes. The guide strand is conjugated to a trivalent GalNAc specifically recognized by the asialoglycoprotein receptor, which is highly expressed on the surface of hepatocytes, achieving hepatocyte-specific delivery and uptake.

### KHK inhibitor dose calculations and pharmacokinetic studies

KHK inhibitor PF-06835919 was synthesized at Pharmaron based on the structure described (50). The in vitro potency, 5 nM, of the compound was confirmed using the method described (32). The compound was formulated in 0.5% HPMC 10,000 cP, 0.1% Tween 80, pH 9.

Male C57BL/6J mice on 60% HFD (Research Diets D12492) starting at 6 weeks of age were purchased at 16 weeks of age from Taconic Denmark and kept in an Association for Assessment and Accreditation of Laboratory Animal Care International–accredited facility. Prior to the fructose tolerance test, the mice were gavaged with 10 mg/kg, 30 mg/kg, or 60 mg/kg of the KHK inhibitor or methylcellulose vehicle. One hour later, 6 mg/kg of fructose or water was gavaged, and repeated blood samples were collected over 1 hour. Fructose was analyzed using BioAssay Systems EnzyChrom Fructose assay kit (EFRU-100), glucose was measured using ACCU-chek device, and insulin was measured by ELISA (Crystal Chem Ultra Sensitive Mouse Insulin ELISA Kit (catalog 90080).

#### In vivo inhibitor concentration.

Plasma was collected for exposure analysis at the termination of the main experiment. The plasma samples were precipitated with 100% acetonitrile. After vortexing and centrifugation, the supernatant was transferred to a new plate and diluted 1:2 with H_2_O, 0.2% formic acid. Matrix-matched calibration samples, quality controls for PF-06835919, and blanks were prepared in the same way as the study samples. The samples were injected on an Acquity Ultra Performance liquid chromatographer coupled to a Sciex API 4500 mass spectrometer. The MS method was operated in positive-electrospray mode using multiple reaction monitoring of transitions 357.2 > 315.3 for PF-068359198. Plasma concentration of PF-06835919 was measured from 2 to 5 hours after the last dose. Therefore, we fitted these data with 1 compartmental pharmacokinetic model to assess if the average plasma concentration was in line with the predicted target exposure.

### Glucose and insulin tolerance test

For GTT, mice were fasted overnight and injected i.p. with 2 g glucose/kg body mass. Blood glucose levels were measured at 0, 15, 30, 60, and 120 minutes using a glucose meter (Infinity, US Diagnostics). ITTs were performed in nonfasted mice by i.p. injection of 1 mU insulin/kg body mass. Blood glucose levels were measured at indicated times.

### Liver histology and serum assays

The slides were prepared from formalin-fixed, paraffin-embedded liver sections. H&E staining and PAS staining were performed by the University of Kentucky Pathology Research Core. Liver homogenates were used for the quantification of triglycerides (Pointer Scientific, T7532-1L) following the manufacturer’s guidelines, as previously published (51). Plasma insulin was quantified using an ELISA kit (Crystal Chem, 90080). ALT levels were measured using commercial ALT kit (Catachem, C164-0A). Urinary fructose was quantified using a fructose assay kit (BioAssay Systems, EFRU-100).

### qPCR and mRNA quantification

Gene expression was quantified as previously described (52). Briefly, mRNA was extracted by homogenizing liver tissue in TRIzol (Invitrogen), treating with chloroform, and precipitating in 70% ethanol. mRNA was purified using RNeasy Mini Kit columns (QIAGEN, 74106). cDNA was made using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368813). qPCR was performed utilizing C1000 Thermal Cycler (Bio-Rad, CFX384) and QuantStudio 7 Flex Real-Time PCR System (Thermo Fisher Scientific, 4485701). Mouse and human primer sequences are listed in Supplemental Tables 1 and 2, respectively. An average of 18S and TBP was used to normalize the mRNA data.

### Protein extraction and immunoblot

Tissues were homogenized in RIPA buffer (MilliporeSigma) with protease and phosphatase inhibitor cocktail (Bimake.com, B14002, B15002). A total of 10–20 μg of protein was loaded on the gel. Proteins were separated using SDS-PAGE gel and transferred to the PVDF membrane (MilliporeSigma). Immunoblotting was achieved using the indicated antibodies listed in the Supplemental Table 3. Images were captured by ChemiDoc MP imaging system (Bio-Rad, 12003154) and iBright imaging system (Thermo Fisher Scientific, CL1000). Quantification of immunoblots was performed using ImageJ (NIH).

### KHK and TKFC activity assays

KHK activity was measured with luminescence-based method as previously published (32). TKFC activity was measured using mouse recombinant TKFC protein (Origene, TP509059). The assay measures ADP production in a reaction where GA and ATP are converted by d-glyceraldehyde-3-phosphate and ADP. Recombinant TKFC protein was preincubated with KHK inhibitor or vehicle control for 15 minutes at 37°C. Thereafter, the mixture was added to the reaction containing 100 mM Tris-HCl, 5 mM MgCl_2_, 200 μM ATP, and 0.1 mg/mL bovine serum albumin at pH 7.5 and incubated for 5 minutes at room temperature. Then, 0.5 mM GA was added and incubated for an additional 60 minutes at 37°C. ATP consumption was measured using an ADP-Glo kit (Promega, PAV6930).

### Generation of stable KHK-C–overexpressing HepG2 cells

HepG2 cells were purchased from American Type Culture Collection and cultured under standard conditions in 1:1 DMEM and Ham’s F12 media (Corning) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin. Lentiviral particles were purchased from Origene containing the mouse KHK-C sequence (MR204149L2V) or kinase-dead mutated KHK-C fused to GFP (custom ordered, Origene). HepG2 cells were transduced with lentivirus at an MOI of 5, and media were changed every 2 days. After 5 days, GFP^+^ cells were sorted and propagated for an additional 2–3 weeks. KHK-C was quantified by both qPCR and Western blot.

### Matrix-assisted laser desorption/ionization mass spectrometry imaging of glycogen in situ

Matrix-assisted laser desorption (MALDI) imaging of in situ glycogen was performed based on the previously described technique (53). Formalin-fixed, paraffin-embedded tissues or purified glycogen were sectioned at 5 μm or spotted directly onto glass slides. The slide went through dewaxing and rehydration washes, followed by antigen retrieval in a citraconic anhydride buffer solution. An HTX M5 robotic sprayer was used to coat tissues in a solution of isoamylase. Following the application of enzyme, the slides were incubated for 2 hours at 37°C in a humidity chamber, then dried overnight in a vacuum desiccator. The following day, the robotic sprayer coated the slides with a 7 mg/mL CHCA matrix, and the slides were stored in a desiccator until MALDI–ionization mass spectrometry analysis. The slides were loaded into a Waters Synapt G2 SX mass spectrometer that used a UV laser of 100 μm in size to detect N-glycans and glycogen. Data analysis was then performed using Waters High Definition Imaging software.

### RNA sequence analysis and bioinformatics methods

HTG EdgeSeq mRNA sequence analysis was performed by the BioPolymers Facility at Harvard Medical School. Bioinformatics analysis was performed as we previously published (54).

### PPARα transcriptional activity assay

See Supplemental Methods.

### Metabolomics and kinome analysis

See Supplemental Methods.

### Statistics

All data are presented as the mean ± SEM. The data analysis, comparing the effects of control with experimental conditions, was first performed using 1-way ANOVA with Dunnett’s multiple comparisons test for comparison of the individual groups. Significant differences among control and experimental groups are noted with a number sign (#), and significant differences between the individual groups under a black line are indicated by an asterisk (*). For both signs, a single symbol represents a *P* < 0.05; 2 symbols represent a *P* < 0.01; 3 symbols denote a *P* < 0.001, and 4 symbols represent a *P* < 0.0001 throughout the study. *P* < 0.05 was considered statistically significant.

### Study approval

All animal protocols were in accordance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and were approved by the IACUC of the University of Kentucky. For the pilot fructose tolerance test, the experimental procedures were approved by the Gothenburg, Sweden, ethics review committee on animal experiments (2002–2019).

### Data availability

The RNA-Seq data sets can be accessed from NCBI Gene Expression Omnibus with accession ID GSE278322. Metabolomics analysis is included in Supplemental Table 4. Values for all data points shown in graphs can be found in the Supporting Data Values file.

## Author contributions

SHP and SS conceived the study; LRC, HAC, RCS, KW, GO, JB, and TDH developed methodology; LRC, RCS, ZAK, EAB, SJ, and CJ performed formal analysis; SHP, TF, LRC, HAC, RCS, KW, JB, GO, AB, MP, SJ, ASL, CJ, ZAK, EAB, TDH, and GJM investigated; KW, GO, JB, SD, TDH, and CJ provided resources; LRC, RCS, ZAK, EAB, and SJ curated data; SHP and SS wrote the original draft; SS supervised; SHP, TF, and SS performed project administration; and SS acquired funding.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supporting data values

## Figures and Tables

**Figure 1:**
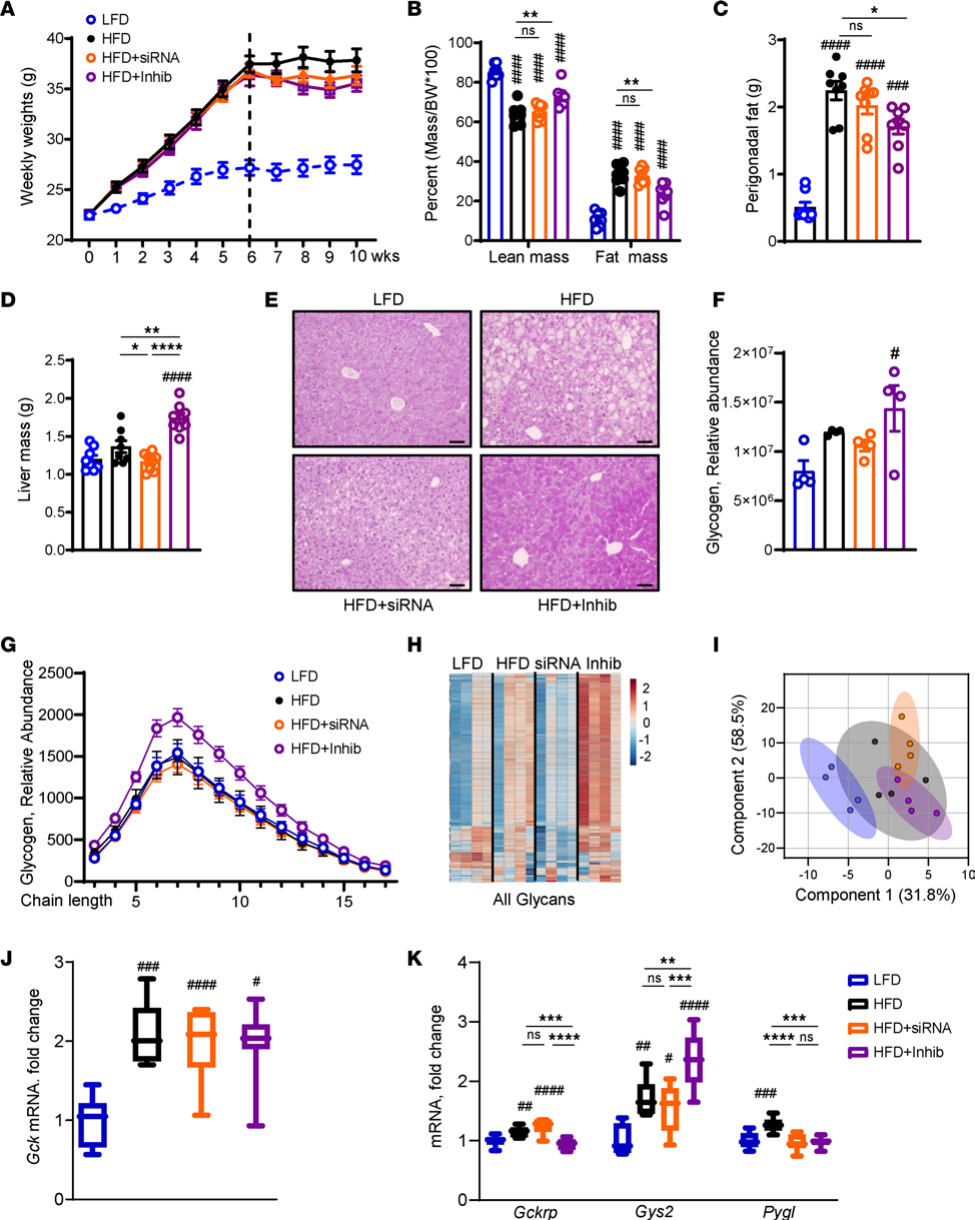
Inhibition of KHK activity, but not its KD, leads to hepatic glycogen accumulation. (**A**) Weight gain of mice on low-fat diet (LFD), high-fat diet (HFD), HFD treated with siRNA, and HFD treated with inhibitor for the last 4 weeks of this 10-week experiment. (**B**) Lean mass and fat mass normalized by body weight as assessed by EchoMRI. Perigonadal adipose tissue (**C**) and liver (**D**) weights at the time of sacrifice. *n* = 7–8 mice per group. (**E**) Representative periodic acid–Schiff (PAS) stained images of liver histology. Bar = 50 μm. (**F**) Mass spectrometry (MS) analysis for glycogen in the liver. (**G**) Glycogen chain length as determined by MS. (**H**) Heatmap of all glycans and (**I**) principal component analysis of all glycans in LFD, HFD, HFD + siRNA, and HFD + Inhib groups. *n* = 4 mice per group. mRNA expression of Gck (**J**) and the genes involved in (**K**) glycogen synthesis and degradation. *n* = 6 mice per group. Statistical analysis was performed using 1-way ANOVA compared with LFD group (^#^*P* < 0.05; ^##^*P* < 0.01; ^###^*P* < 0.001; ^####^*P* < 0.0001) with post hoc 2-tailed *t* tests between the individual groups (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

**Figure 2:**
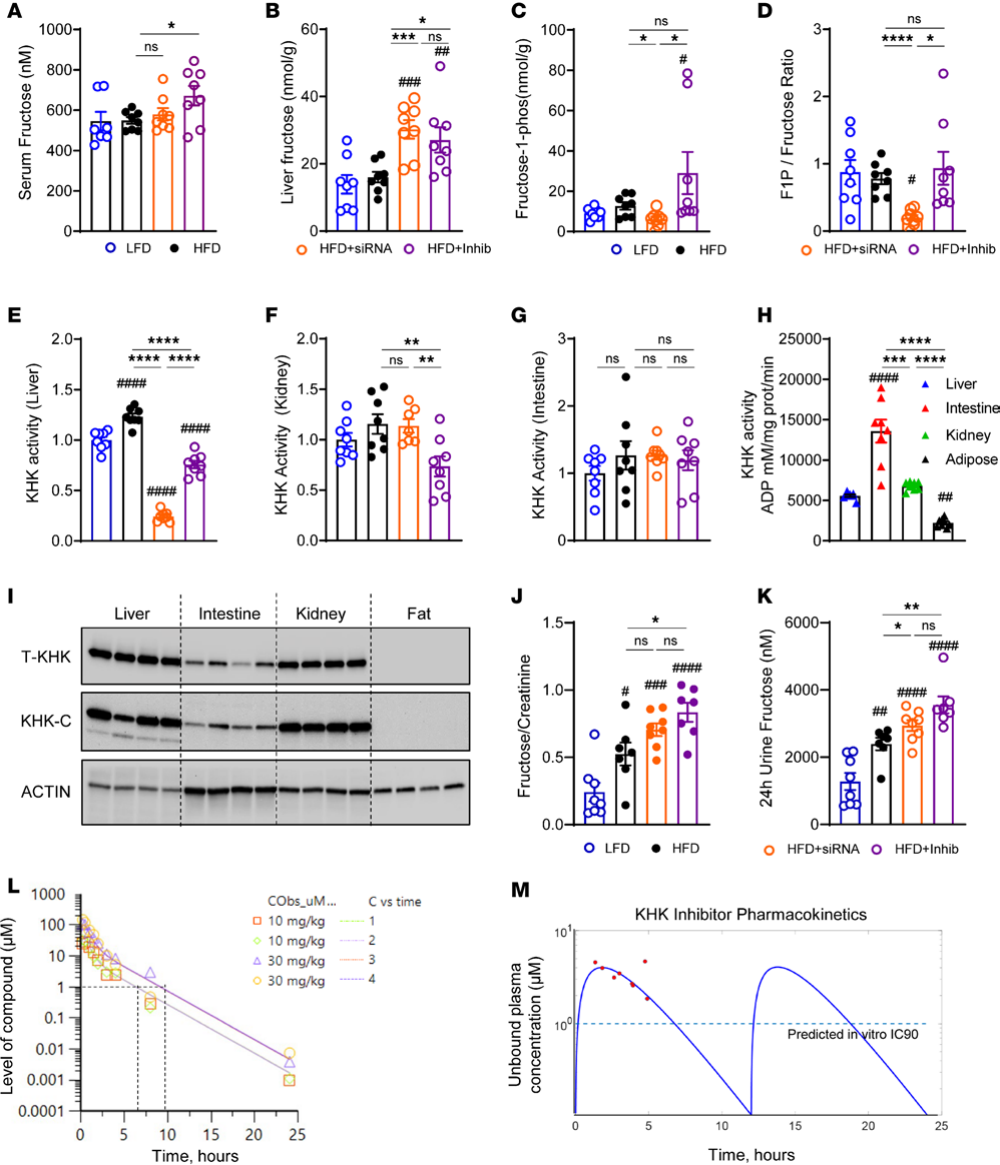
Small molecule inhibitor decreases KHK enzymatic activity in liver and kidney but not in intestine. (**A**) Serum fructose level from the mice at sacrifice. The levels of (**B**) fructose (**C**) and fructose 1-phosphate (F1P) and the ratio of (**D**) F1P/fructose in the liver. *n* = 7–8 mice per group. Quantification of KHK activity in (**E**) liver, (**F**) kidney, and (**G**) intestine. (**H**) Absolute KHK activity in liver, intestine, kidney, and perigonadal adipose tissue. (**I**) Western blot of total KHK and KHK-C in liver, intestine, kidney, and perigonadal adipose tissue. *n* = 4 mice per group. Actin was used as a loading control. (**J**) Urinary fructose level corrected by urine creatinine and (**K**) fructose excretion in urine over 24 hours. (**L**) In vivo monitoring of the inhibitor concentration over 24 hours following single gavage with 10 mg/kg or 30 mg/mL of the inhibitor. *n* = 2 mice per group. (**M**) Unbound plasma concentration of the inhibitor (red dots) quantified by MS in LFD-fed mice, 2–5 hours after last dose of the inhibitor. Pharmacokinetic model fitting (blue line) based on inhibitor concentration (red dots). Dashed line represents target concentration. Statistical analysis was performed using 1-way ANOVA compared with the LFD group (^#^*P* < 0.05; ^##^*P* < 0.01; ^###^*P* < 0.001; ^####^*P* < 0.0001) with post hoc 2-tailed *t* tests between the individual groups (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

**Figure 3:**
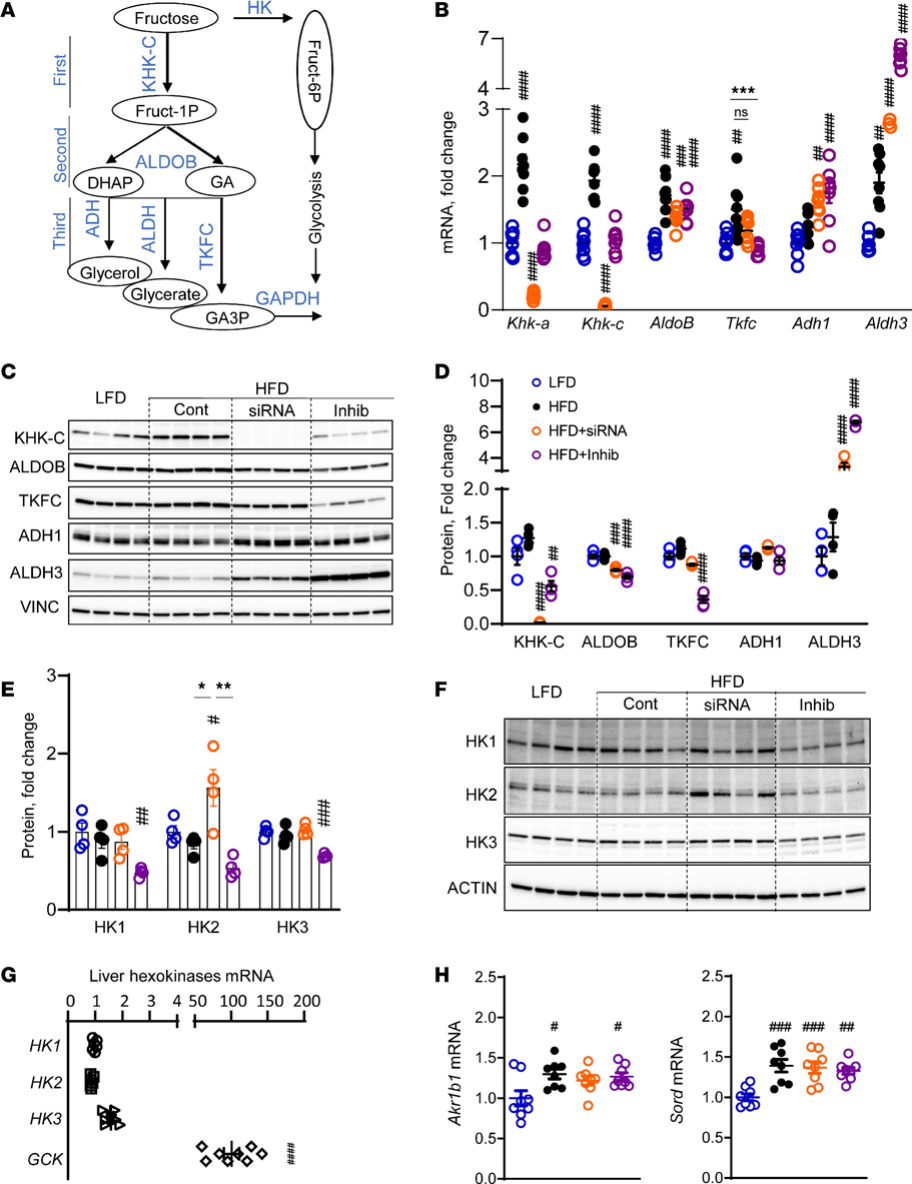
KHK siRNA completely deletes KHK-C and increases HK2, while the inhibitor partially decreases both KHK-C and TKFC proteins. (**A**) The fructose metabolism pathway. HK, hexokinase; ALDOB, aldolase B; DHAP, dihydroxyacetone phosphate; GA, glyceraldehyde; ADH, alcohol dehydrogenase; ALDH, aldehyde dehydrogenase; GA3P, glyceraldehyde 3-phosphate. (**B**) mRNA of fructose-metabolizing enzymes from livers of the mice. *n* = 6 mice per group. Tkfc, triokinase and FMN cyclase. (**C**) Western blot and (**D**) densitometry quantification of fructose metabolizing enzymes in liver lysates. *n* = 4 mice per group. (**E**) Densitometry quantification and (**F**) Western blot of HKs. *n* = 4 mice per group. (**G**) mRNA expression of HKs in the liver from mice fed an LFD. (**H**) Hepatic mRNA expression of aldo-keto reductase (Akr1b1) and sorbitol dehydrogenase (Sord). Statistical analysis was performed using 1-way ANOVA compared with the LFD group (^#^*P* < 0.05; ^##^*P* < 0.01; ^###^*P* < 0.001; ^####^*P* < 0.0001) with post hoc 2-tailed *t* tests between the individual groups (*P < 0.05; **P < 0.01; ***P < 0.001).

**Figure 4:**
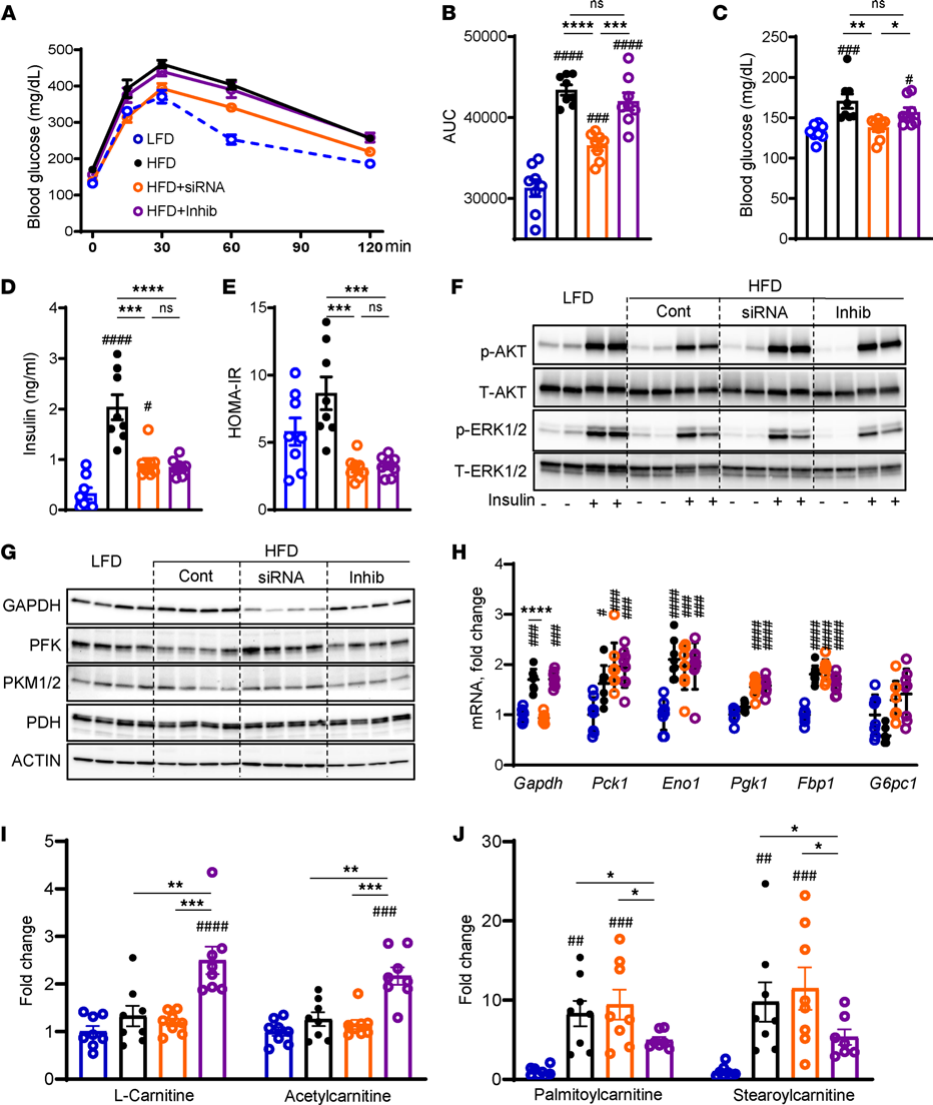
KD of KHK, but not inhibition of its activity, improves glucose tolerance and increases the glycolysis pathway. (**A**) Glucose tolerance test (GTT) measured after 8 weeks on the diets and 2 weeks after initiation of the treatments. (**B**) Area under the curve calculated from GTT. *n* = 7–8 mice per group. Fasted serum glucose (**C**), insulin (**D**), and calculated HOMA-IR (**E**) at 10 weeks on the diet. (**F**) Western blot analysis of insulin signaling in the liver. *n* = 4 mice per group. Western blot analysis (**G**) and quantitative PCR (qPCR) quantification (**H**) of genes mediating the gluconeogenesis pathway. *n* = 6 mice per group for gene expression. Actin was used as a loading control. (**I**) Short-chain and (**J**) long-chain acylcarnitines quantified by MS. *n* = 7 – 8 mice per group. Statistical analysis was performed using 1-way ANOVA compared with the LFD group (^#^*P* < 0.05; ^##^*P* < 0.01; ^###^*P* < 0.001; ^####^*P* < 0.0001) with post hoc 2-tailed *t* tests between the individual groups (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

**Figure 5:**
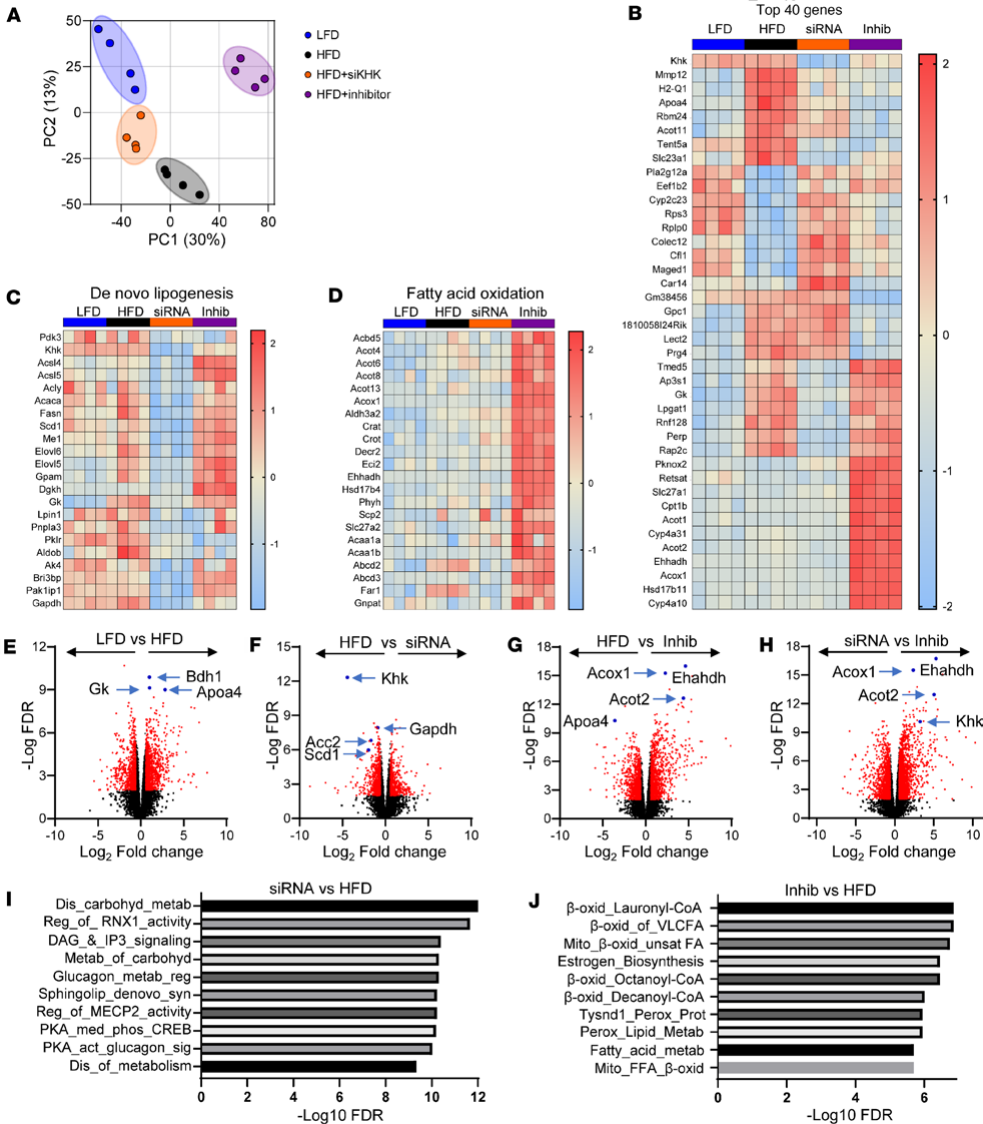
RNA-Seq analysis reveals profound and unique effects of KHK KD versus inhibition on hepatic transcriptome. (**A**) Principal component analysis of RNA-Seq data from the livers of our experimental mice. (**B**) A heatmap representation of the top 40 genes plus KHK. (**C**) Heatmap of the DNL pathway and (**D**) the FAO pathway. Volcano plot comparison of (**E**) HFD and LFD, (**F**) HFD and HFD + siRNA, (**G**) HFD and HFD + Inhibitor, and (**H**) HFD + siRNA and HFD + Inhibitor. Reactome pathway analysis showing the most significantly altered pathways between (**I**) HFD + siRNA versus HFD group and (**J**) HFD + Inhibitor versus HFD group.

**Figure 6:**
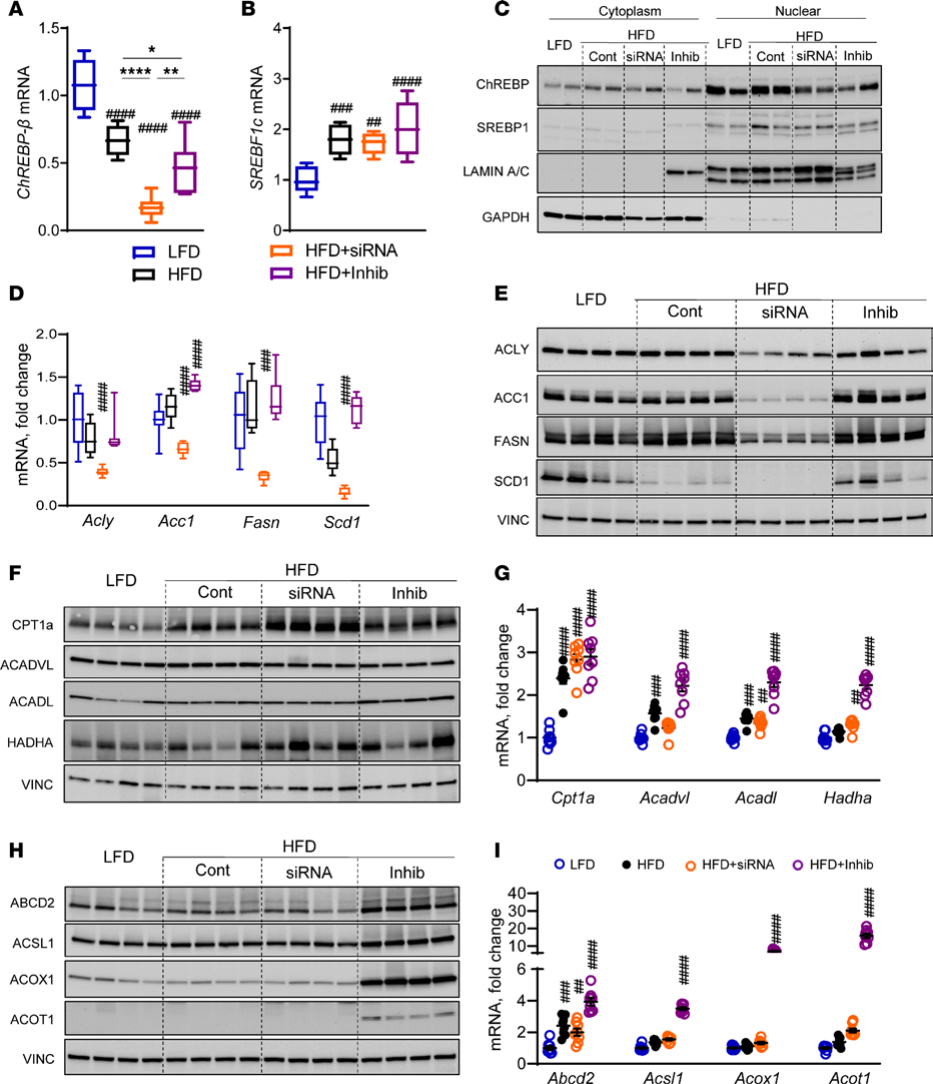
KHK KD lowers the DNL, while the inhibitor increases the FAO pathway. (**A**) ChREBP-β (MLXIPL-β) and (**B**) SREBF1c mRNA expression in the livers of our experimental mice. Box plots show the interquartile range, median (line), and minimum and maximum (whiskers). (**C**) Western blot showing nuclear translocation of ChREBP and SREBP1 proteins in the liver. (**D**) mRNA and (**E**) Western blot quantification of proteins involved in DNL. (**F**) Protein and (**G**) mRNA expression of genes regulating mitochondrial FAO. (**H**) Protein and (**I**) mRNA expression of genes regulating peroxisomal FAO. *n* = 7–8 mice per group for mRNA expression and *n* = 4 mice per group for protein quantification. Statistical analysis was performed using 1-way ANOVA compared with the LFD group (^##^*P* < 0.01; ^###^*P* < 0.001; ^####^*P* < 0.0001) with post hoc 2-tailed *t* tests between the individual groups (*P < 0.05; **P < 0.01; ****P < 0.0001).

**Figure 7:**
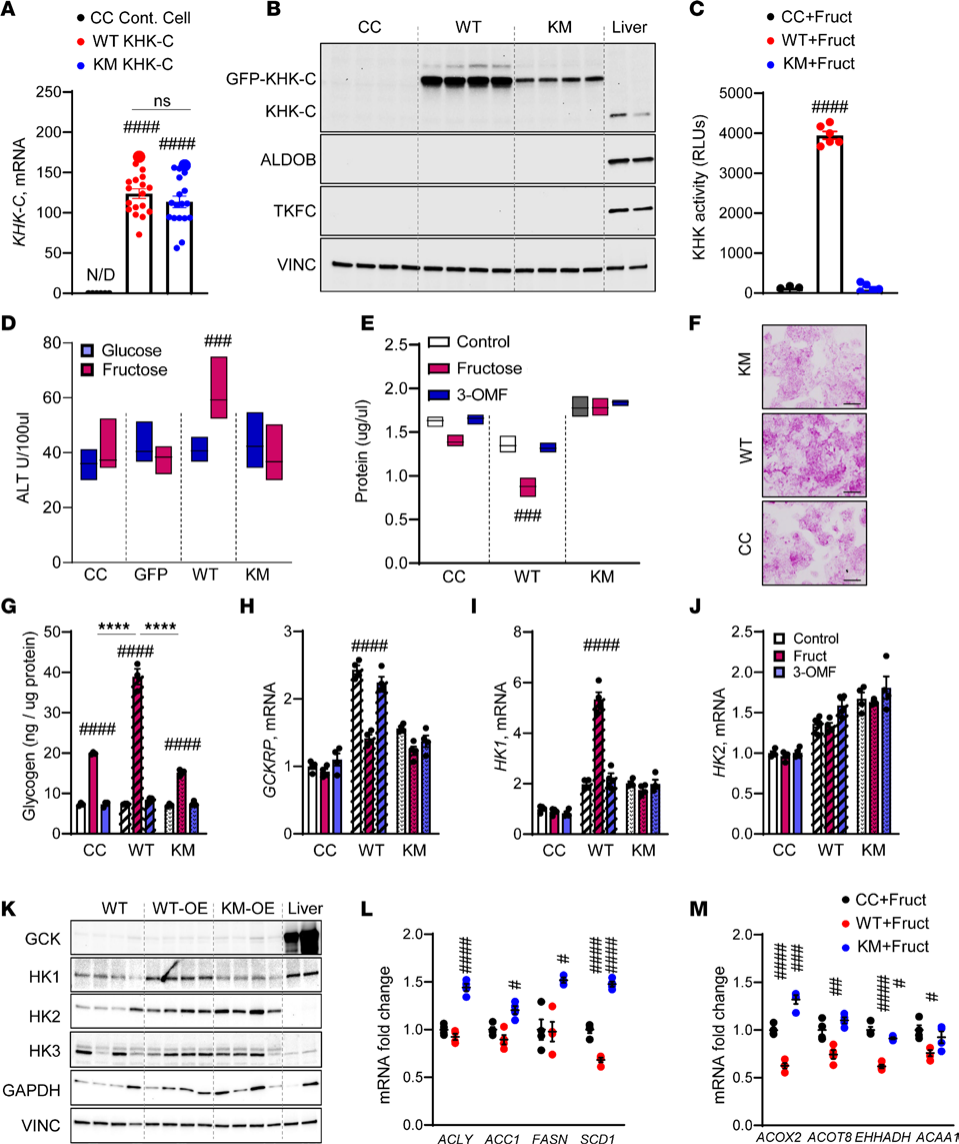
Overexpression of wild-type KHK supports glycogen accumulation, while overexpression of kinase-dead mutant KHK increases the expression of the DNL pathway. (**A**) KHK-C mRNA overexpression in control HepG2 cells, GFP-tagged wild-type mouse KHK-C–overexpressed cells (WT KHK-C), or mouse kinase-dead mutant–overexpressed (KM KHK-C) cells using lentivirus transfection. (**B**) Protein levels of fructose-metabolizing enzymes in control HepG2 cells, WT KHK-C cells, KM KHK-C cells, and mouse liver. (**C**) KHK activity in control HepG2 cells, WT KHK-C cells, and KM KHK-C cells treated with 5 mM fructose. (**D**) ALT level and (**E**) total protein after treatment with 5 mM fructose or 5 mM 3-O methylfructose (3-OMF) for 24 hours. (**F**) PAS staining of HepG2 cells treated with fructose for 24 hours. Scale bar, 10 µm. (**G**) Glycogen levels in control HepG2 cells, WT KHK-C cells, and KM KHK-C cells treated with fructose or 3-OMF. mRNA of Gckrp (**H**), Hk1 (**I**), and HK2 (**J**) expression in these cells treated with fructose or 3-OMF. (**K**) Western blot of enzymes involved in sugar metabolism in control HepG2 cells, WT KHK-C cells, KM KHK-C cells, and mouse liver. (**L**) mRNA expression of DNL genes and (**M**) FAO genes. *n* = 4 mice per group for gene expression and protein quantification. Statistical analysis was performed using 1-way ANOVA compared with the LFD group (^#^*P* < 0.05; ^##^*P* < 0.01; ^###^*P* < 0.001; ^####^*P* < 0.0001) with post hoc 2-tailed *t* tests between the individual groups (****P < 0.0001).

# Supplementary material for: Knockdown of ketohexokinase versus inhibition of its kinase activity exert divergent effects on fructose metabolism
**Source:** JCI Insight. 2024 Dec 6;9(23):e184396. doi: 10.1172/jci.insight.184396

Figure 2I

T-KHK

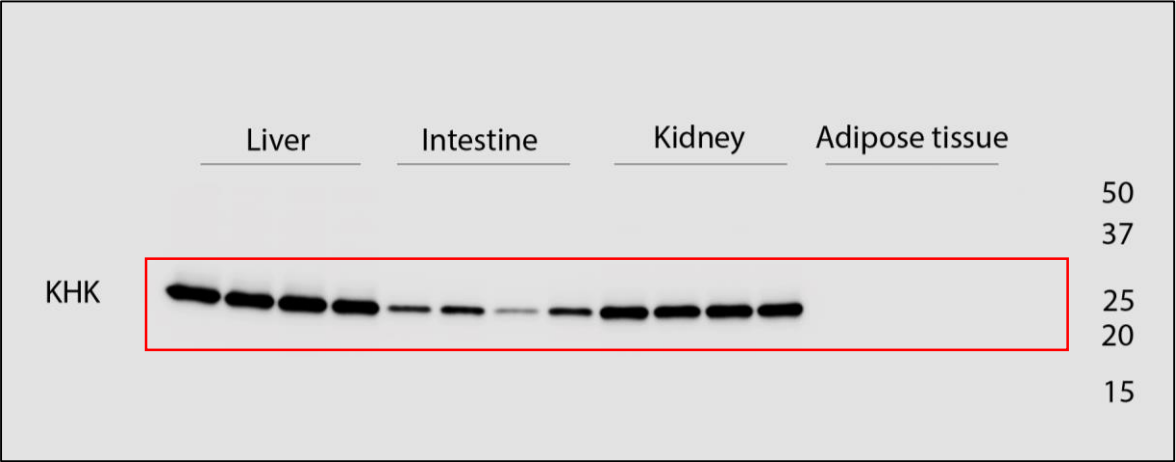

KHK-C

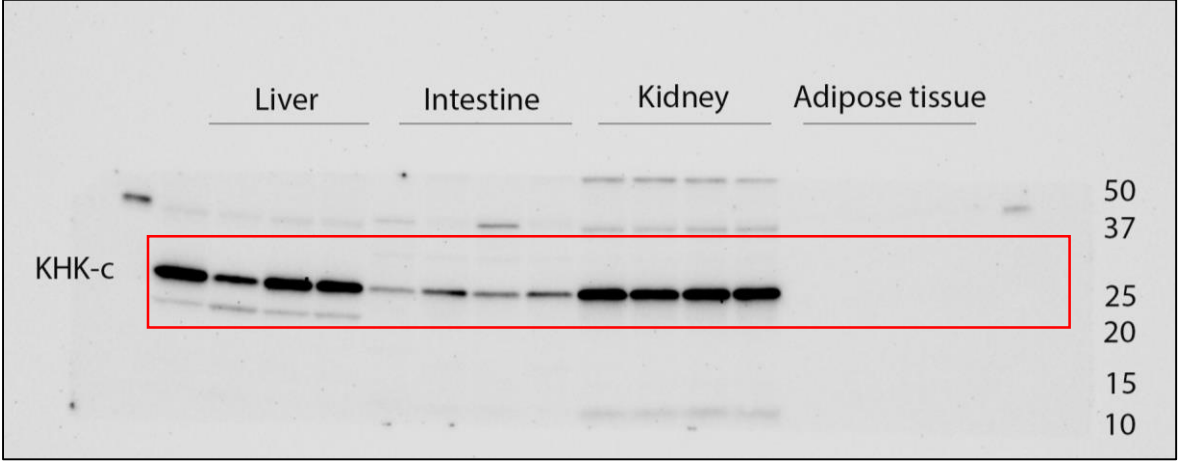

ACTIN

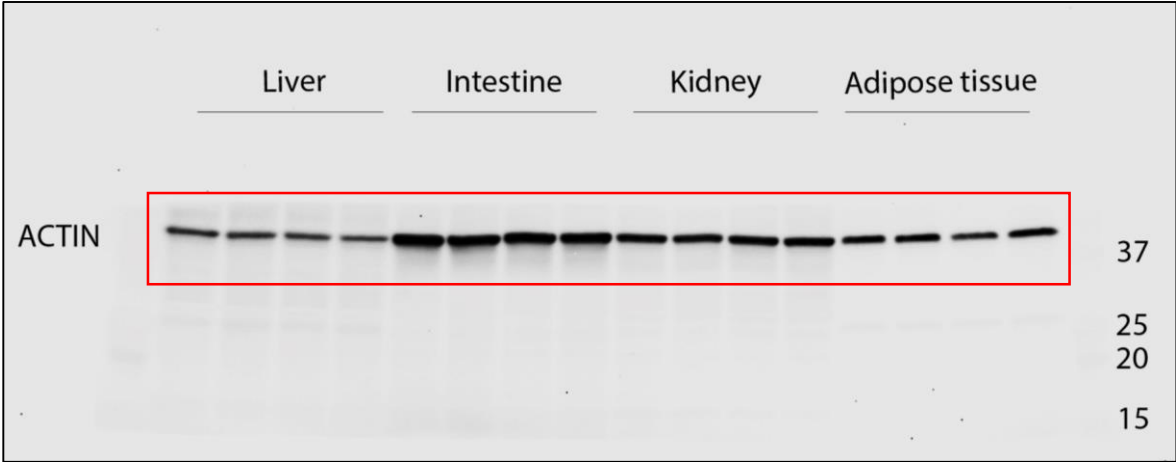

Figure 3C

KHK-C

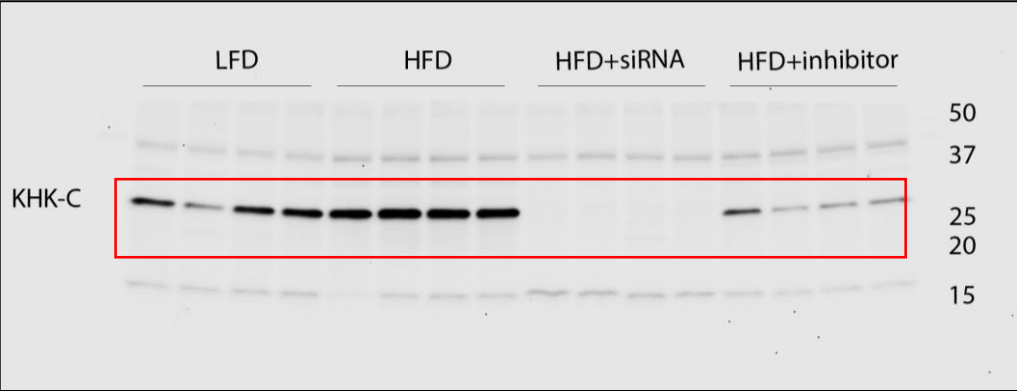

ALDOB

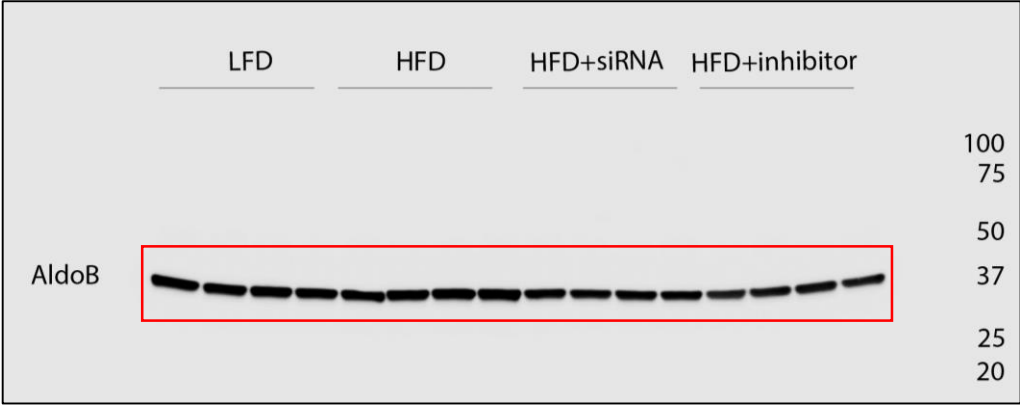

TKFC

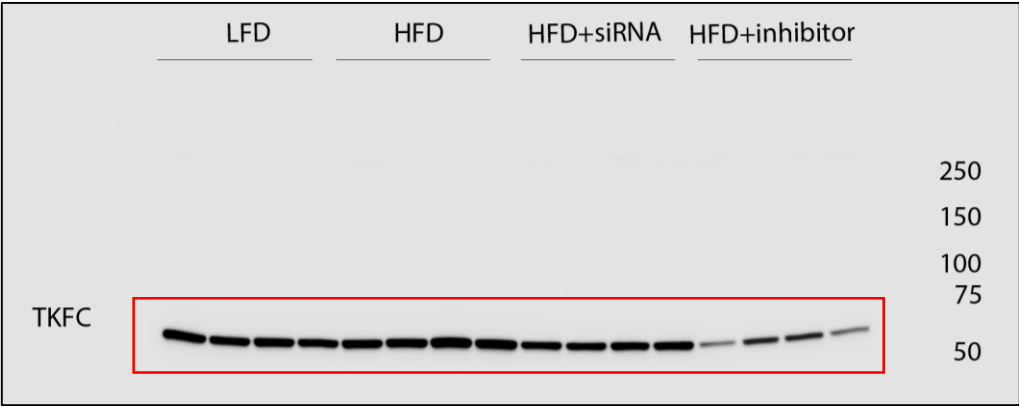

ADH1

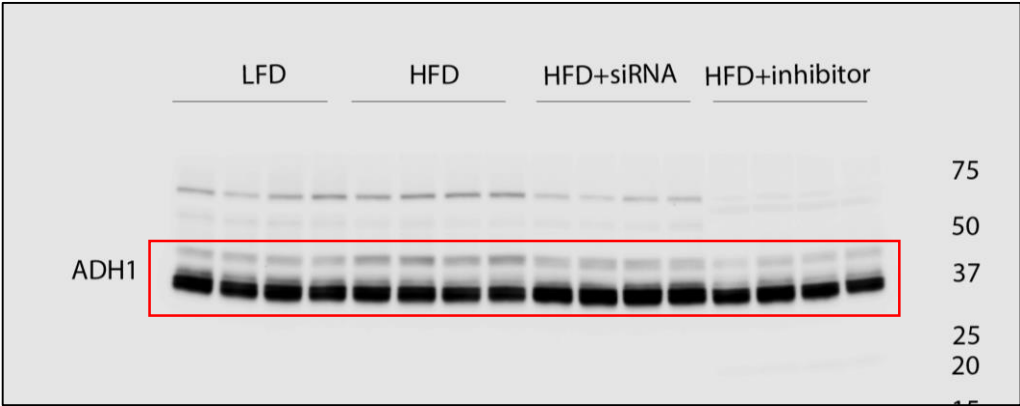

ALDH3

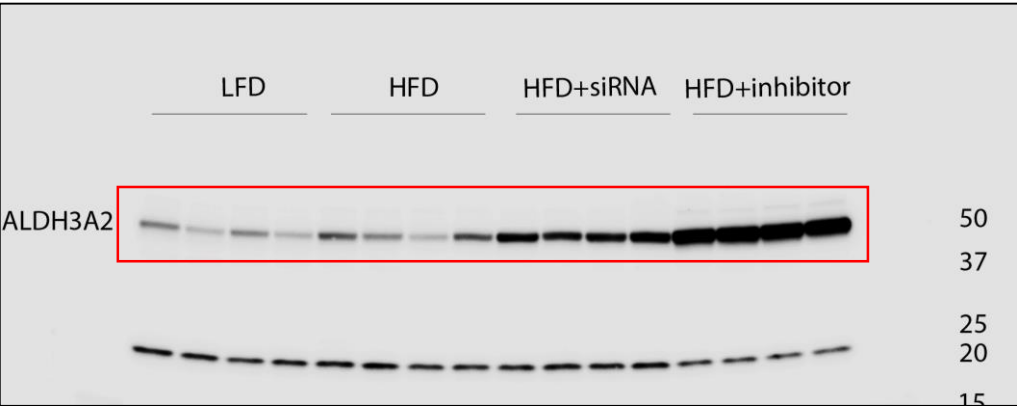

VINC

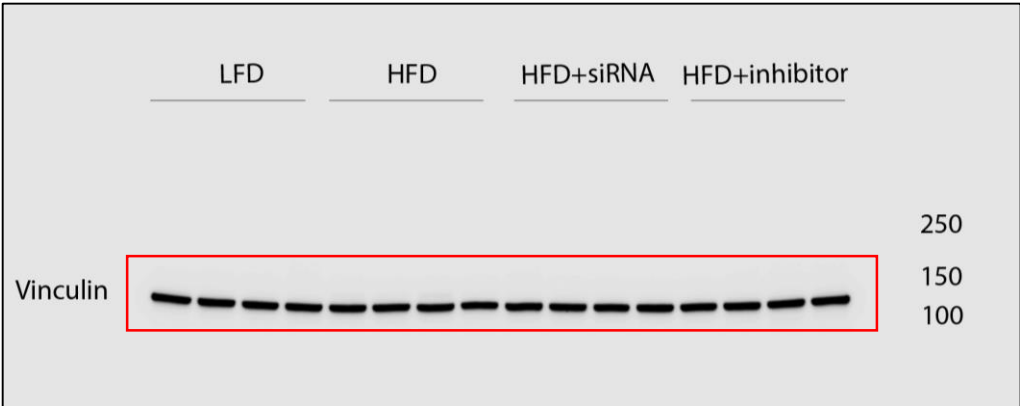

Figure 3F

HK1

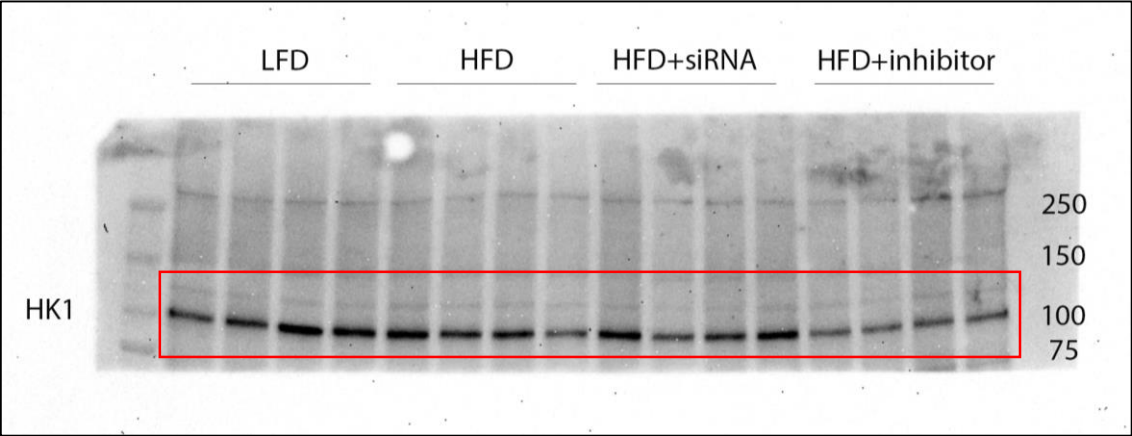

HK2

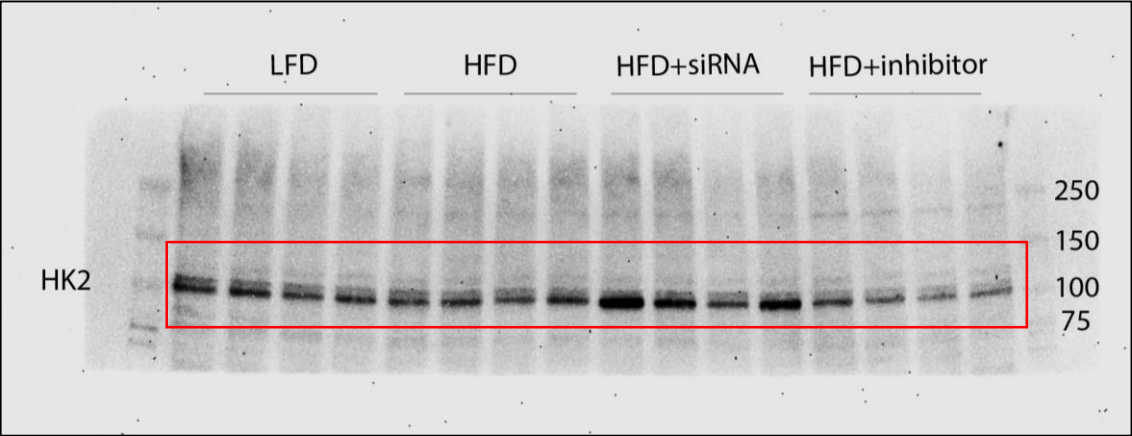

HK3

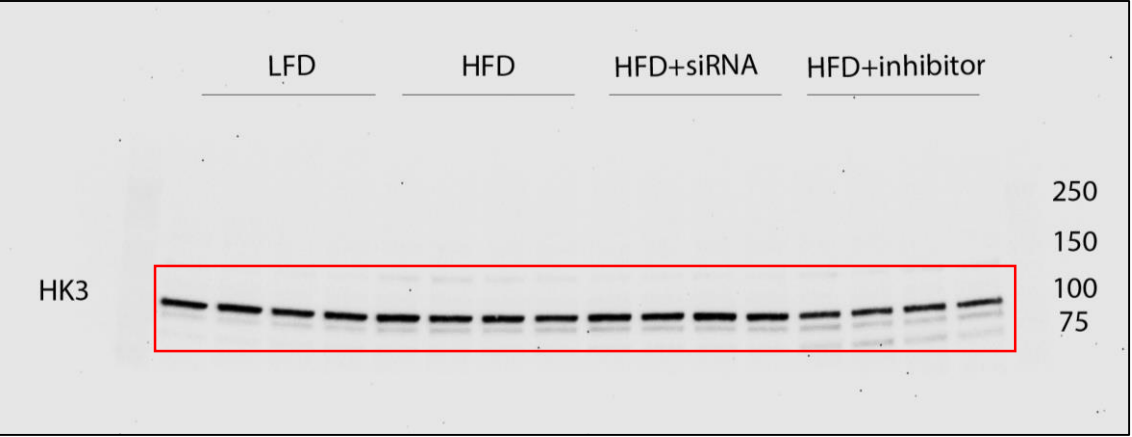

ACTIN

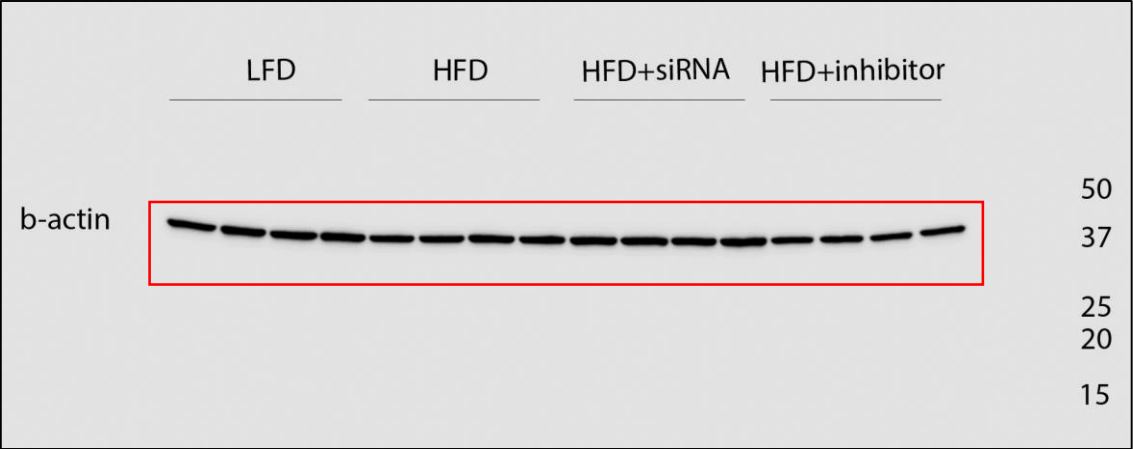

Figure 4F

p-AKT    p-ERK1/2

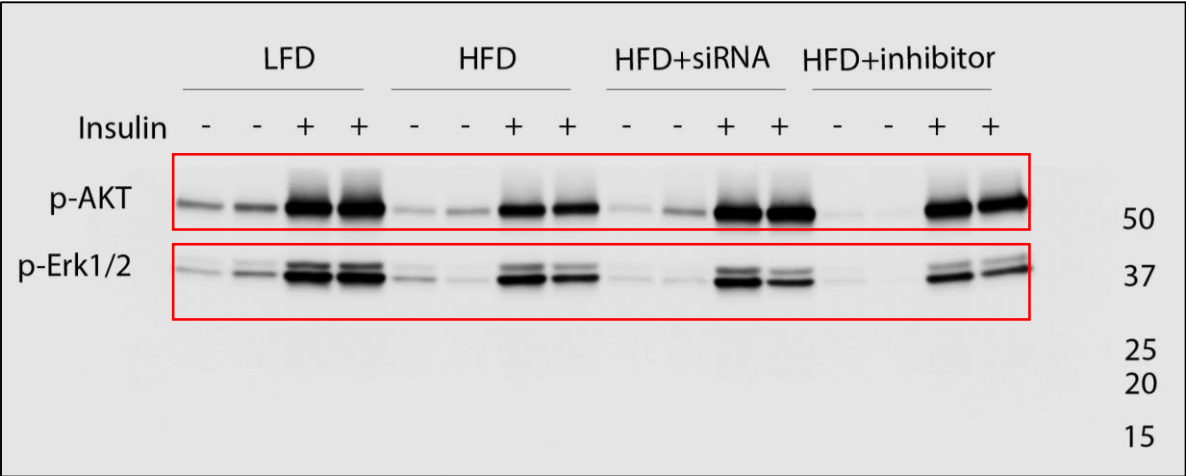

t-AKT    t-ERK1/2

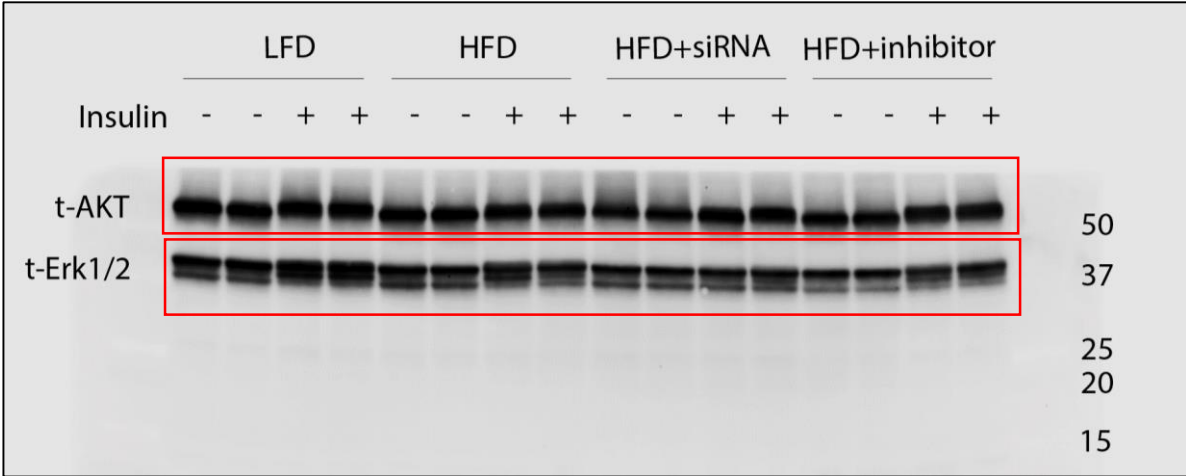

Figure 4G

GAPDH

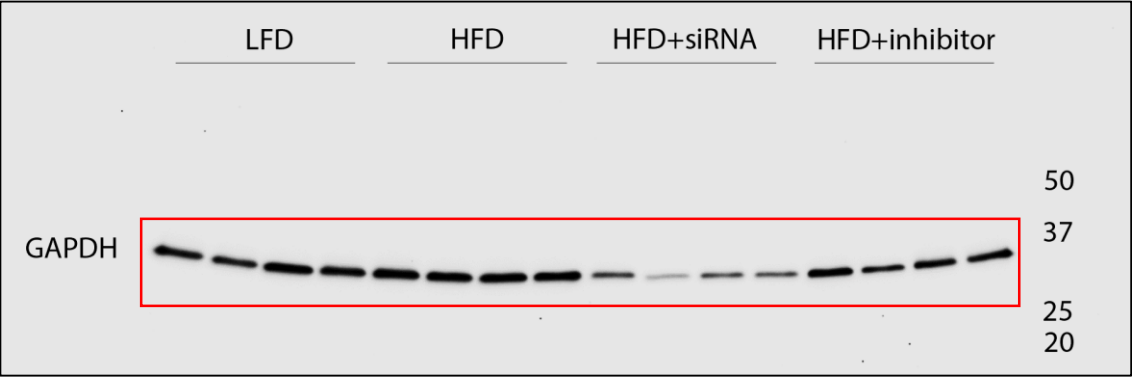

PFK

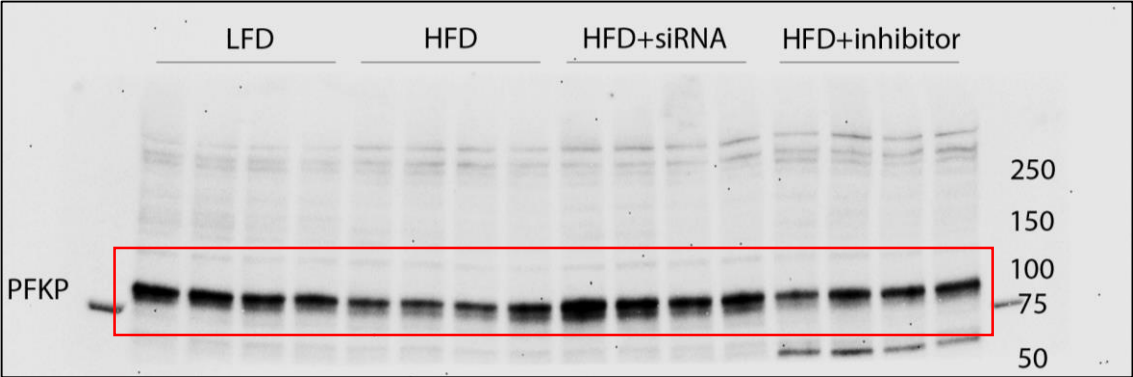

PKM1/2

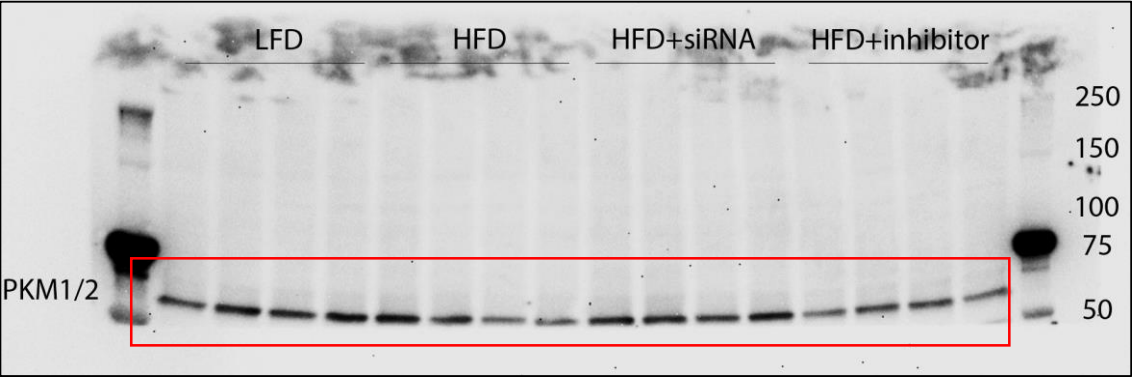

PDH

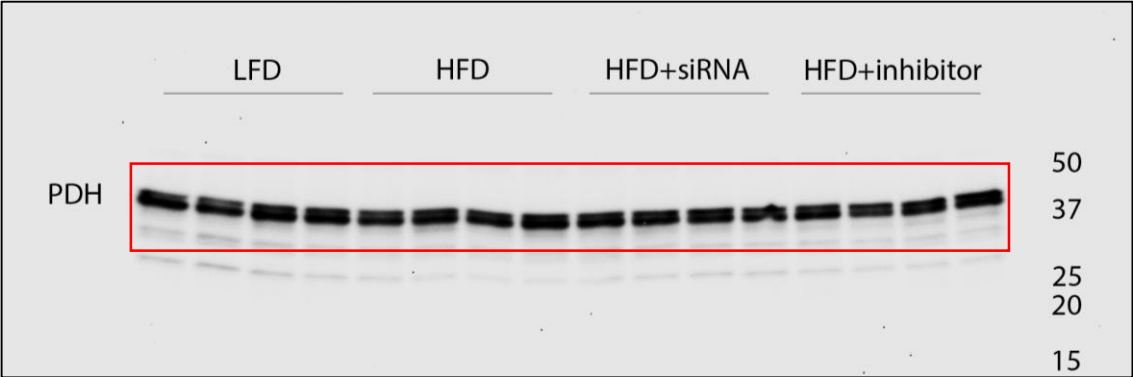

ACTIN

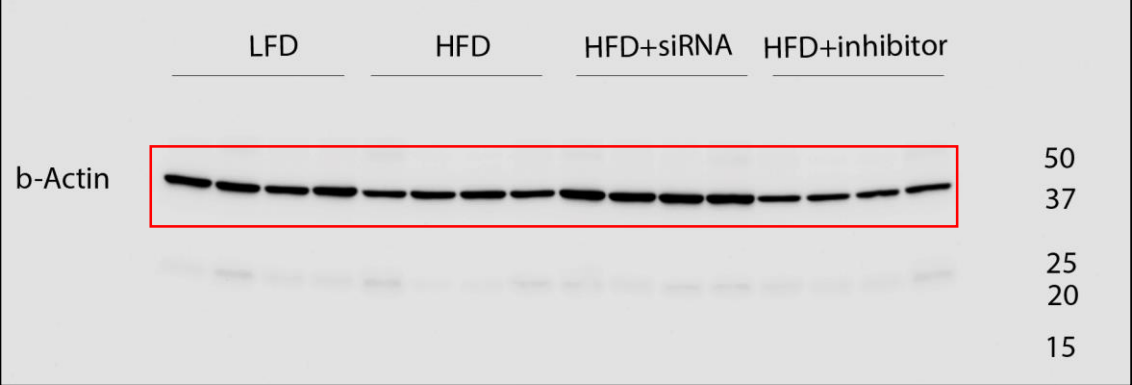

Figure 6C

ChREBP

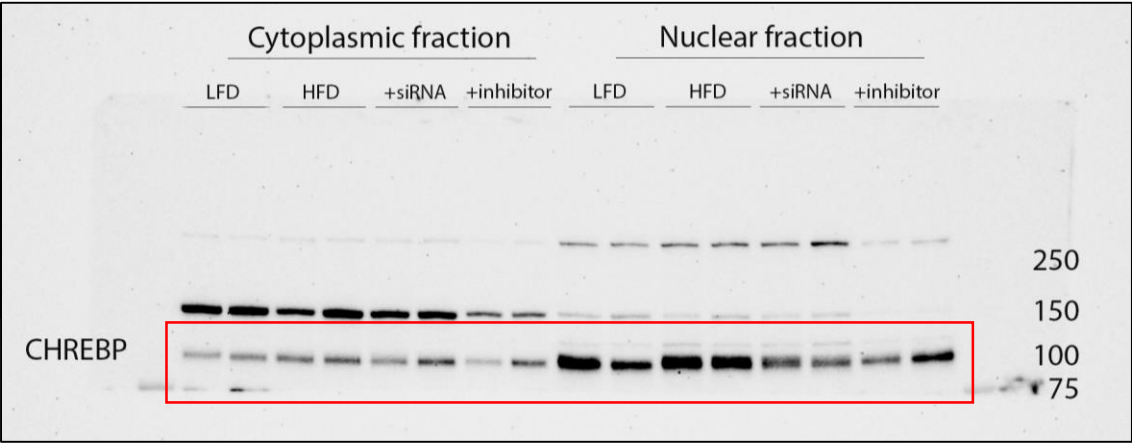

SREBP1

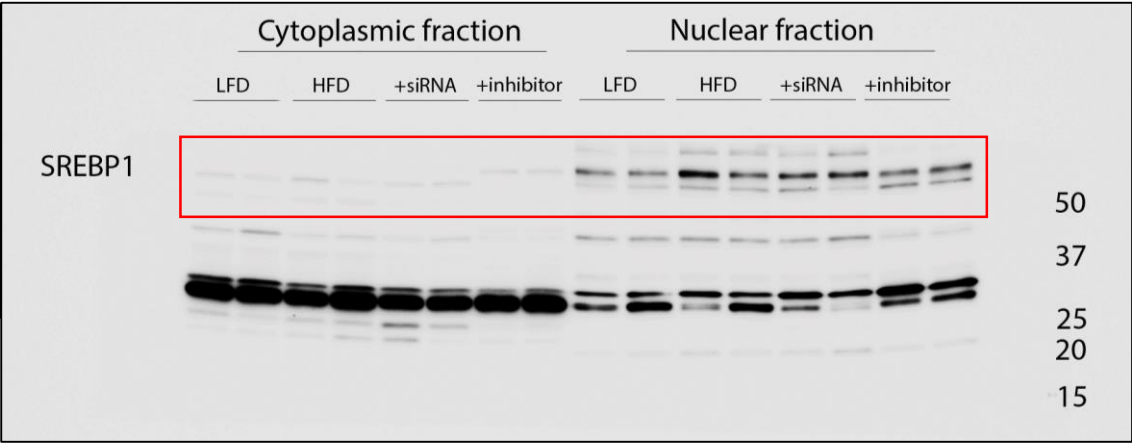

LAMIN A/C

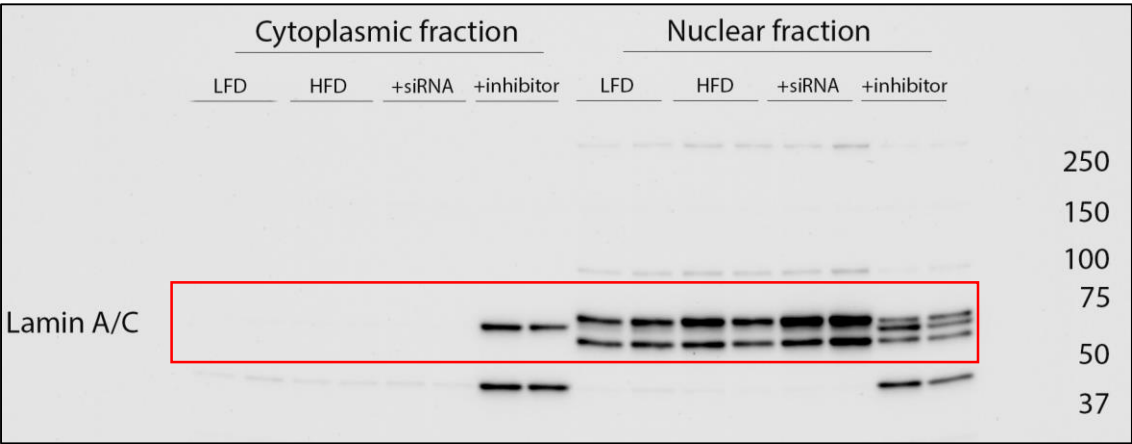

GAPDH

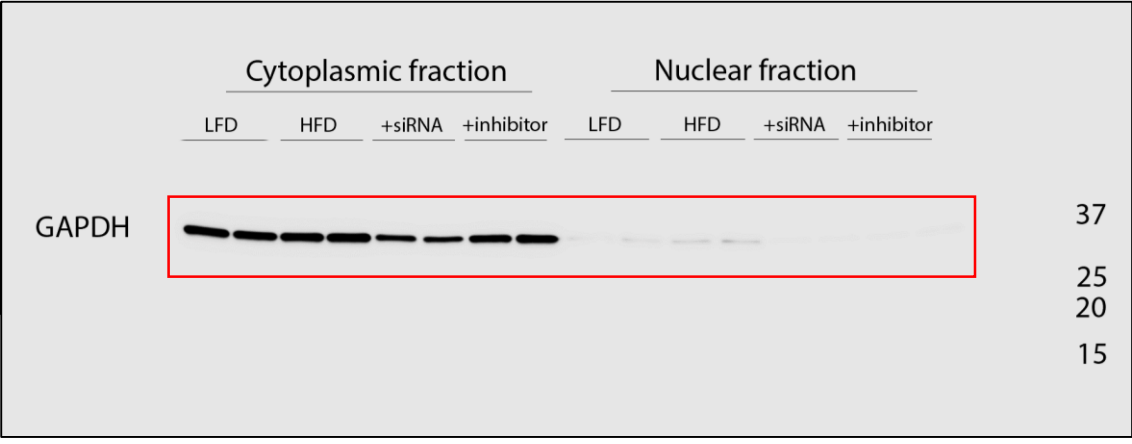

Figure 6E

ACLY

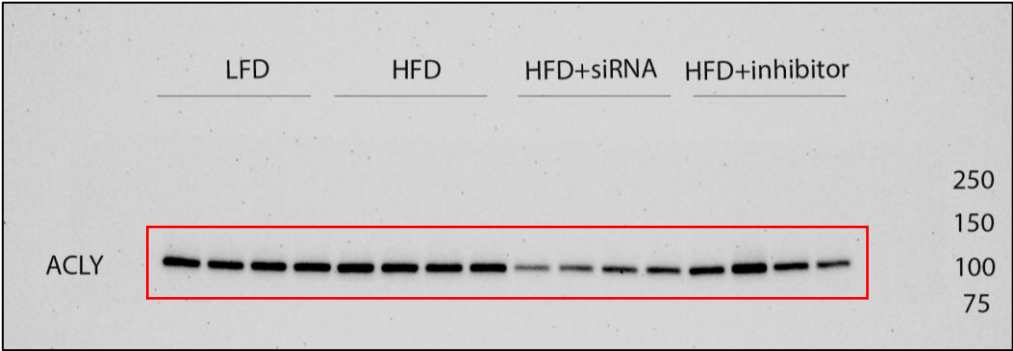

ACC1

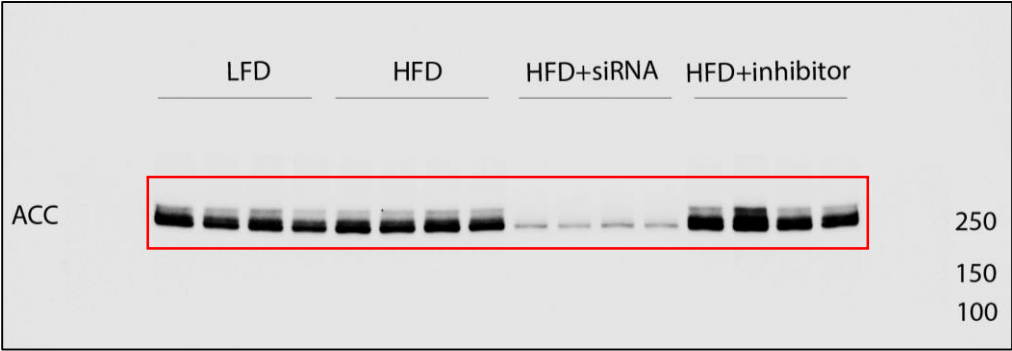

TKFC

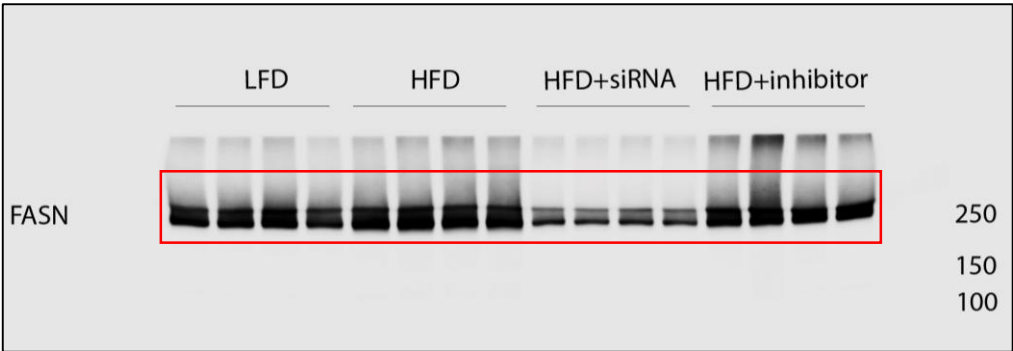

ADH1

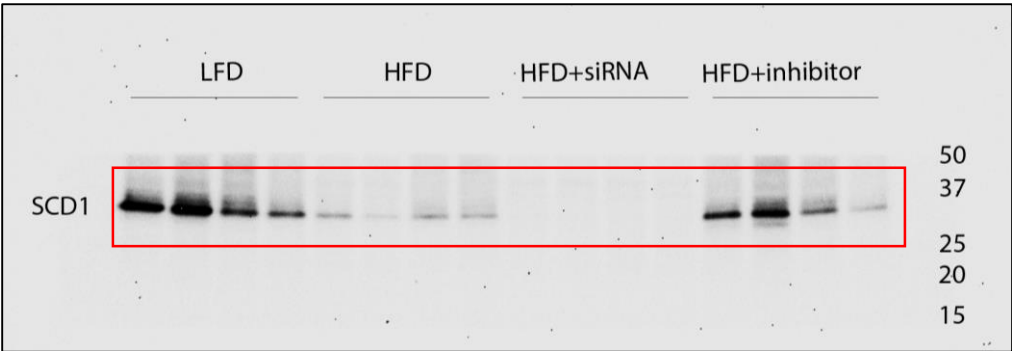

VINC

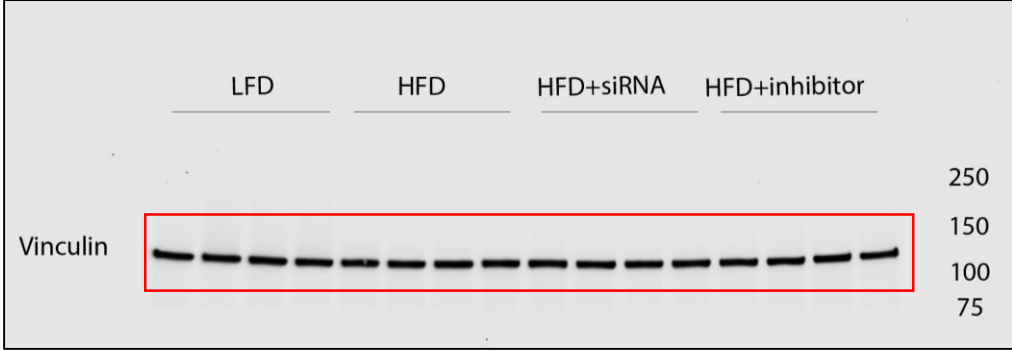

Figure 6F

CPT1a

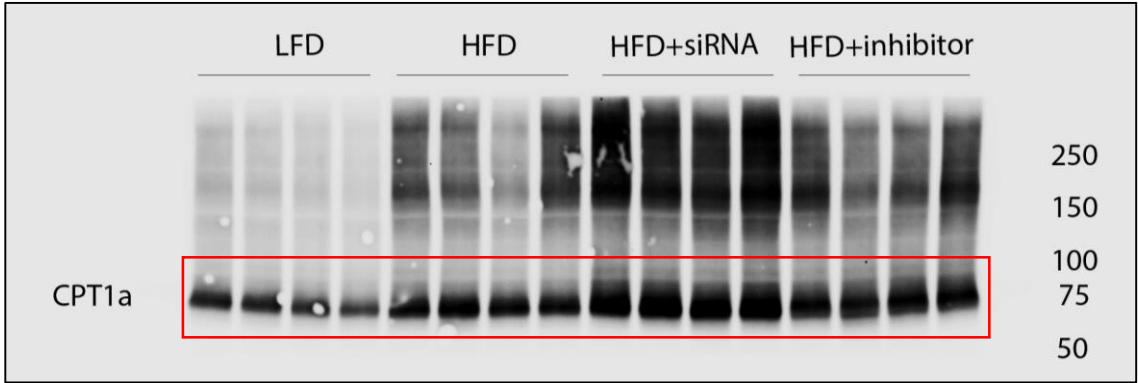

ACADVL

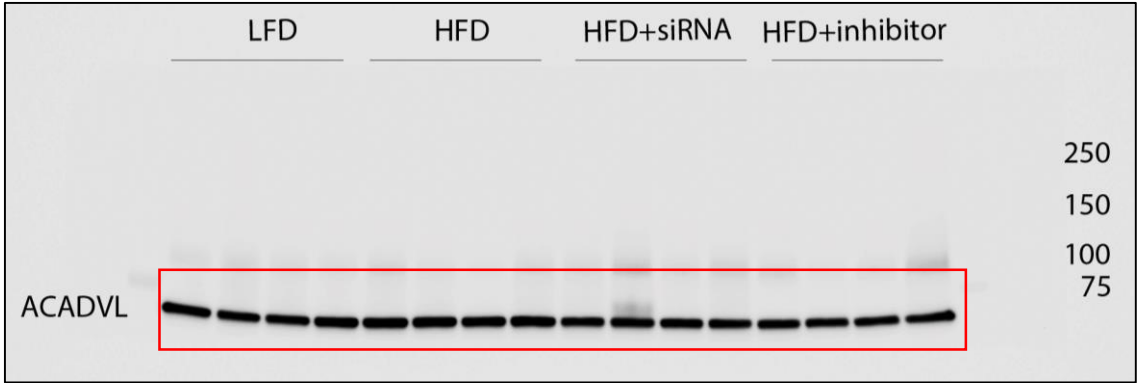

ACADL

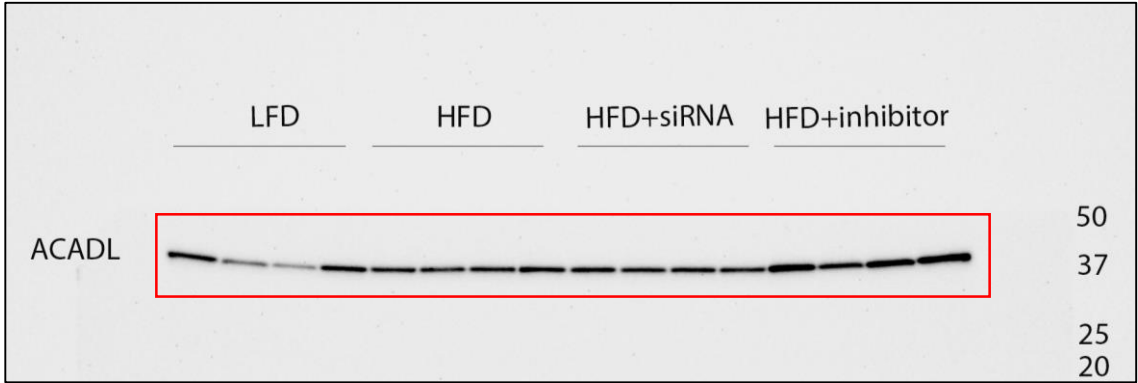

HADHA

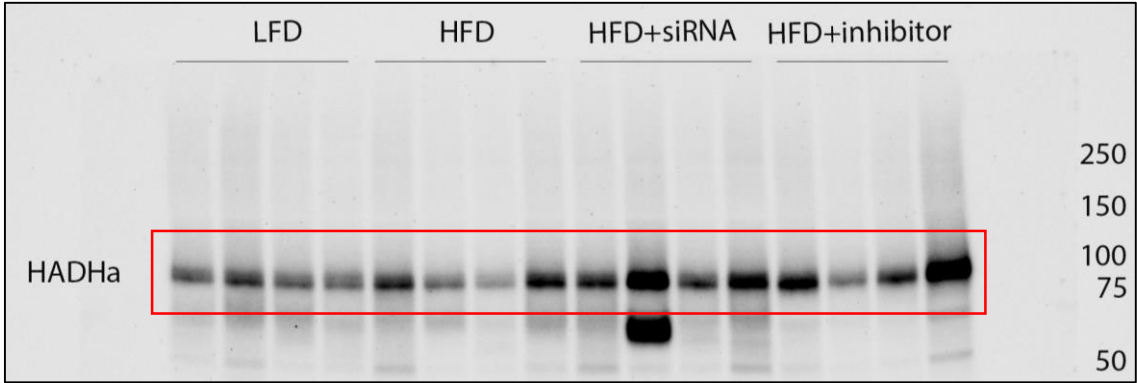

VINC

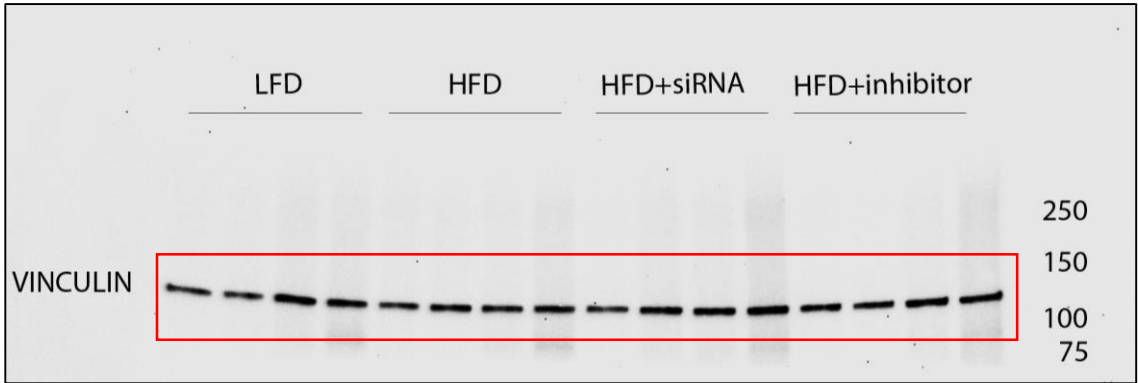

Figure 6H

ABCD2

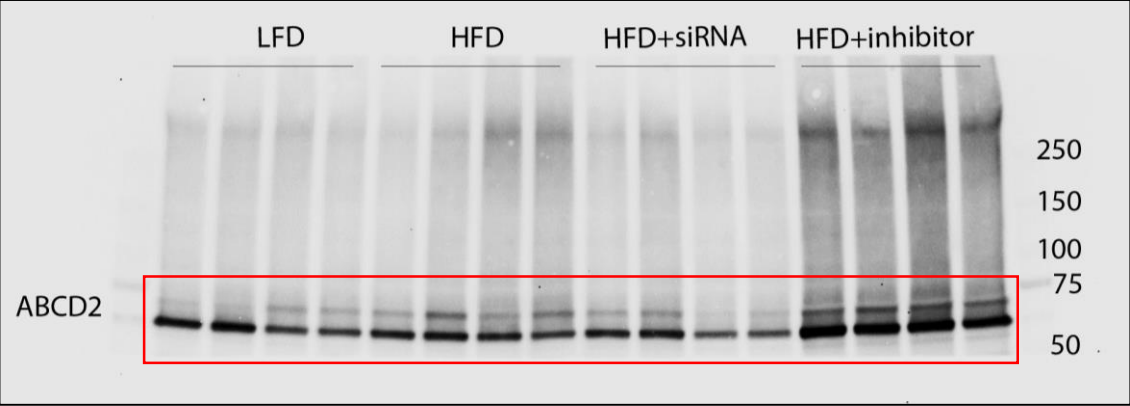

ACSL1

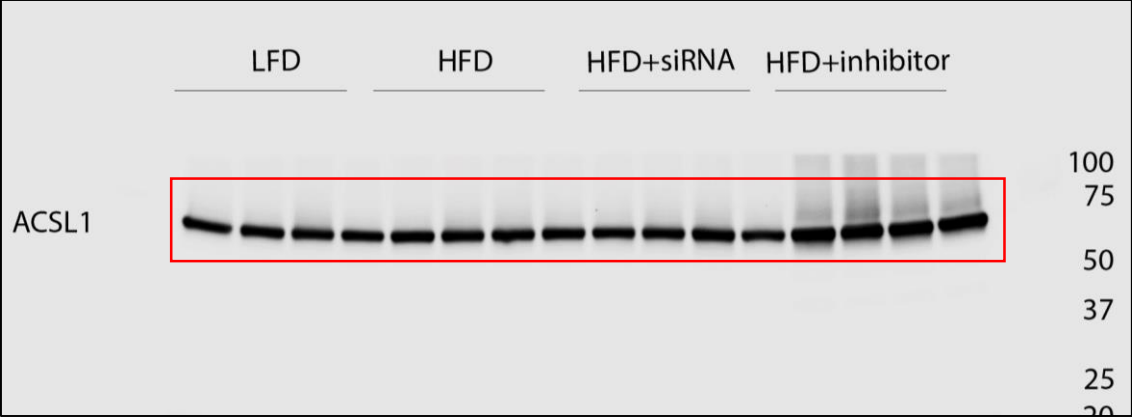

ACOX1

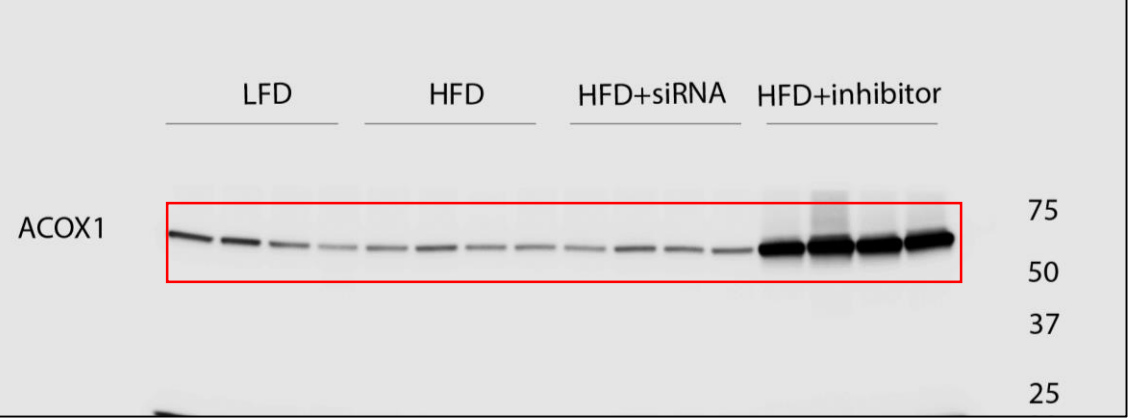

ACOT1

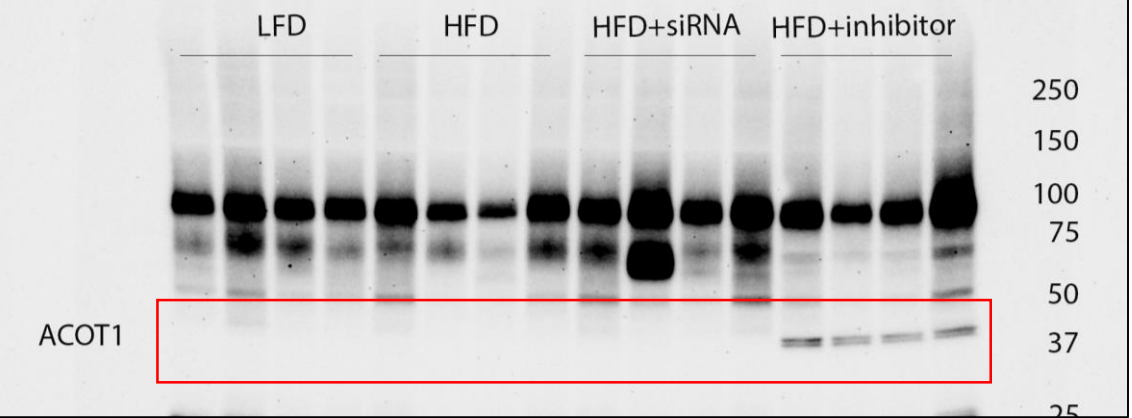

VINC

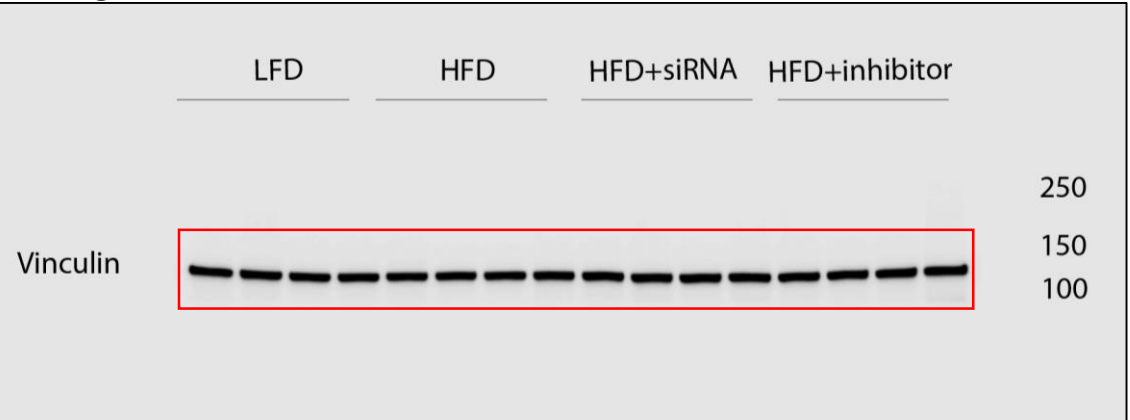

Figure 7B

GFP-KHK-C, KHK-C

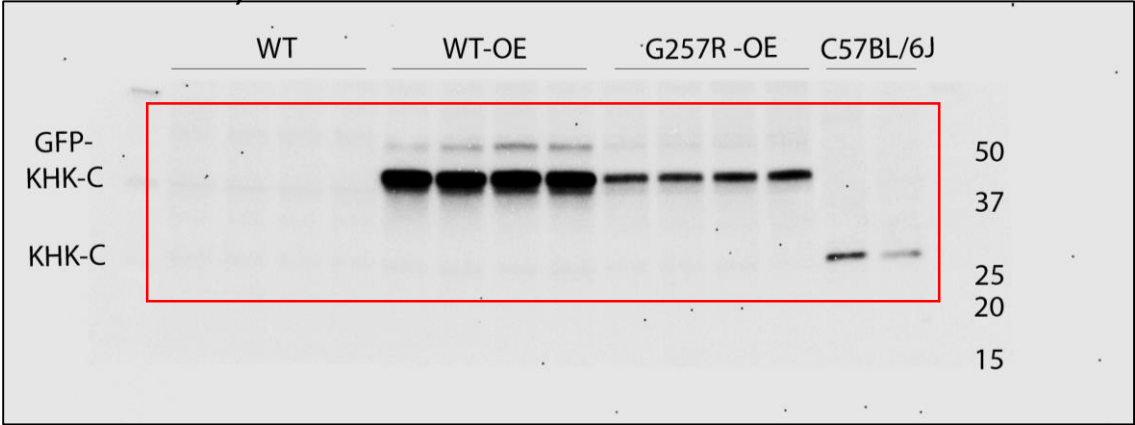

ALDOB

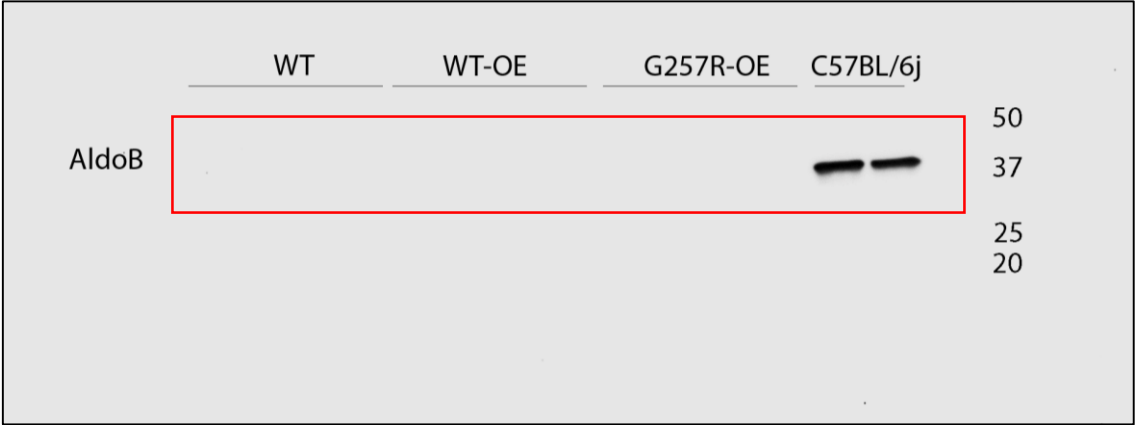

TKFC

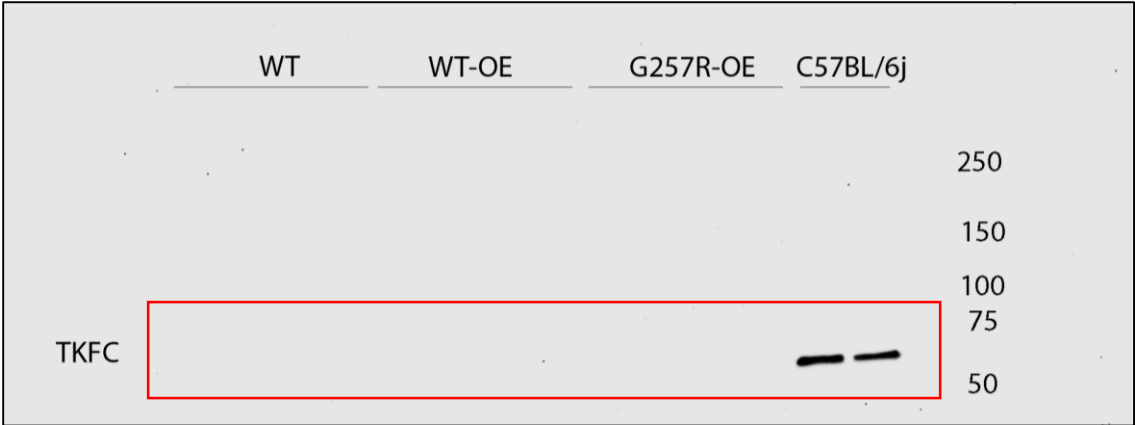

VINC

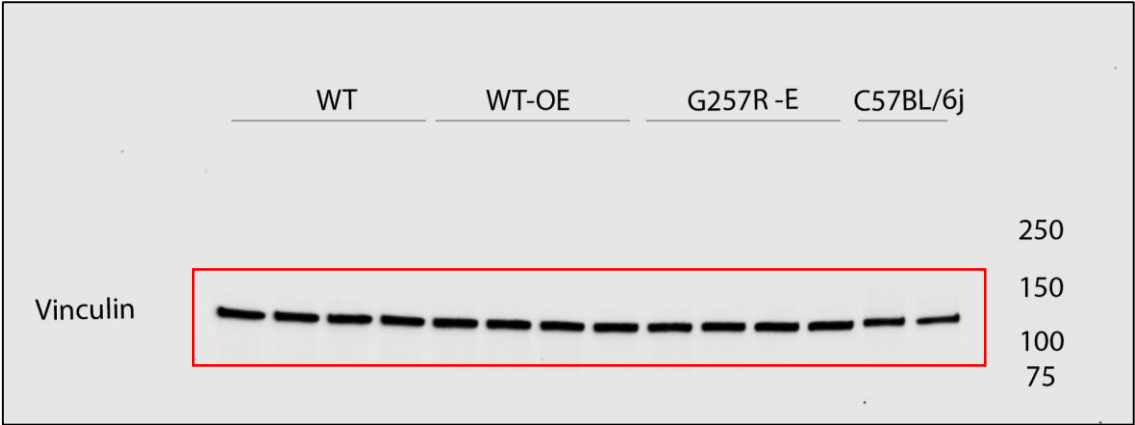

Figure 7K

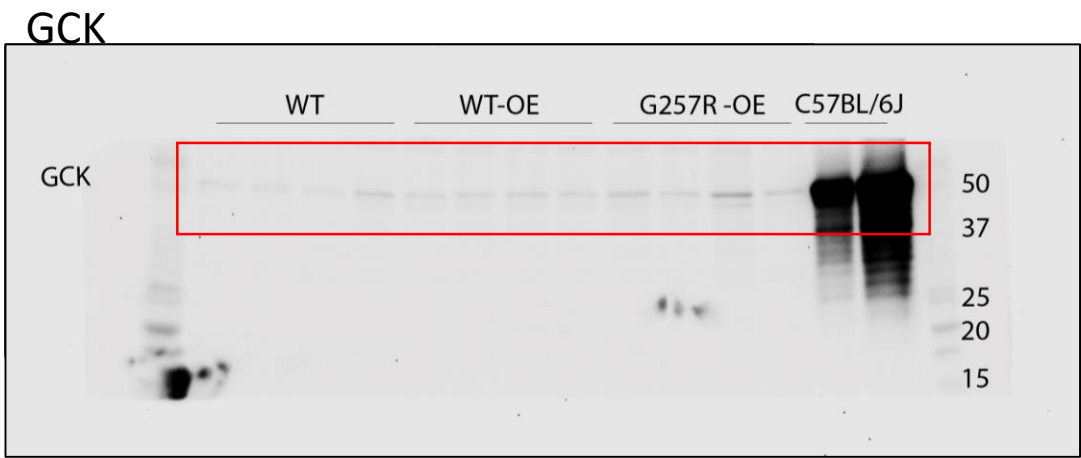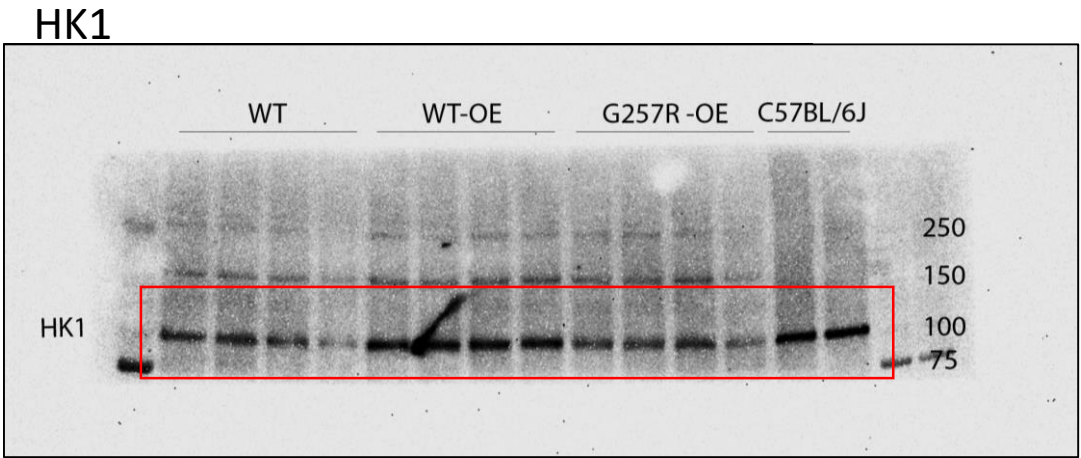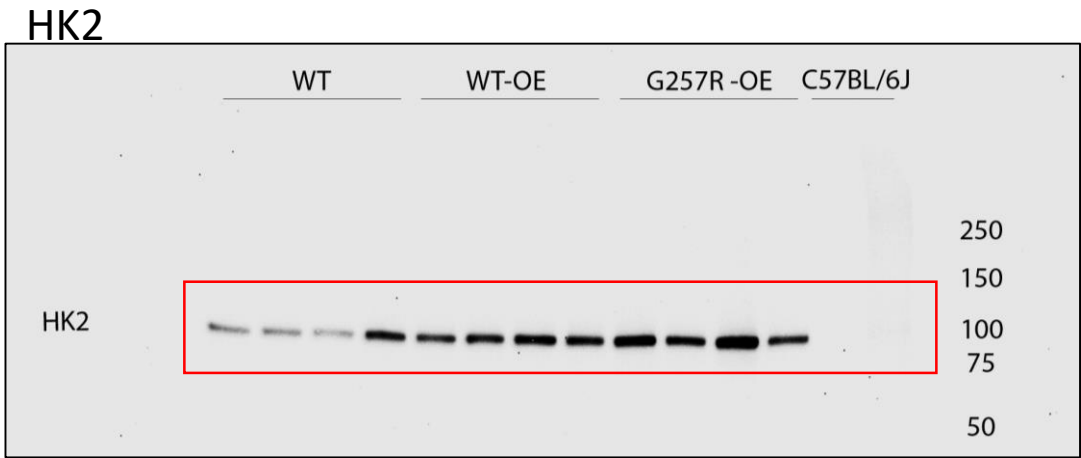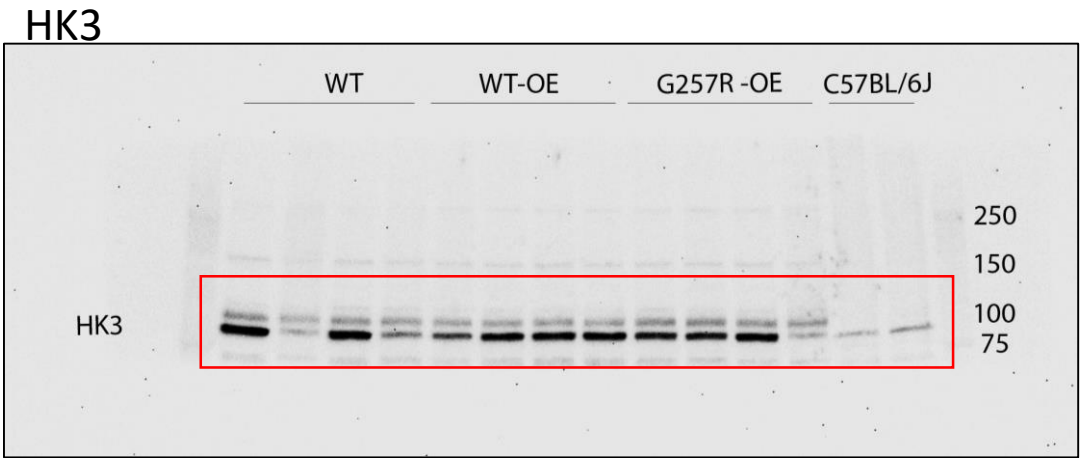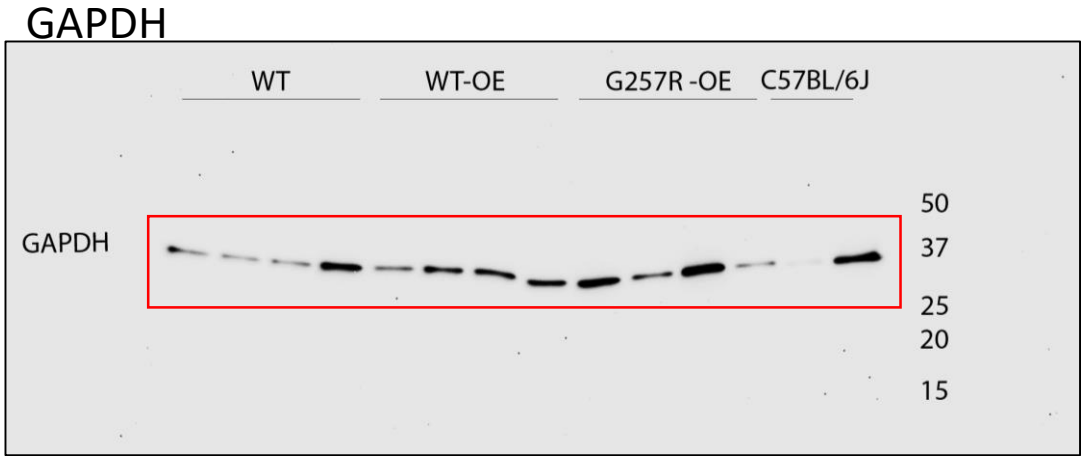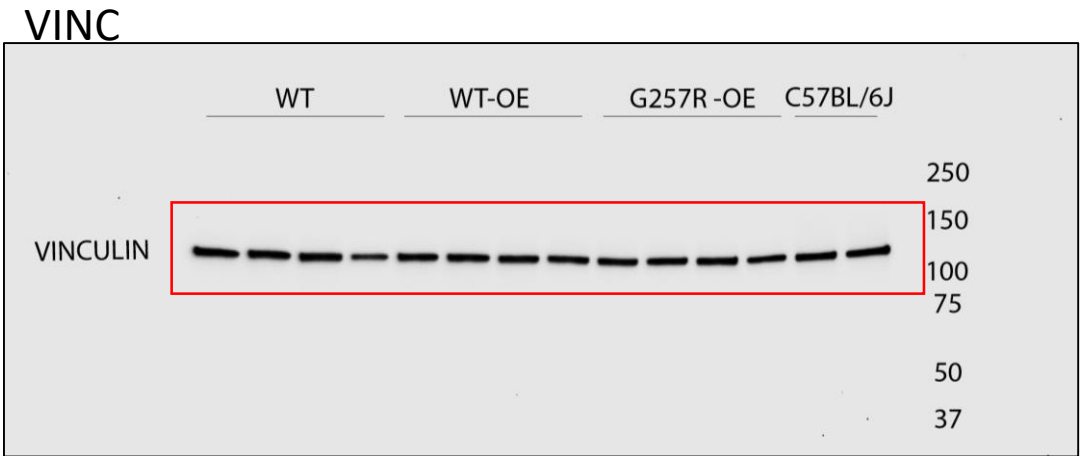

Supplemental Figure 4G

KHK-C

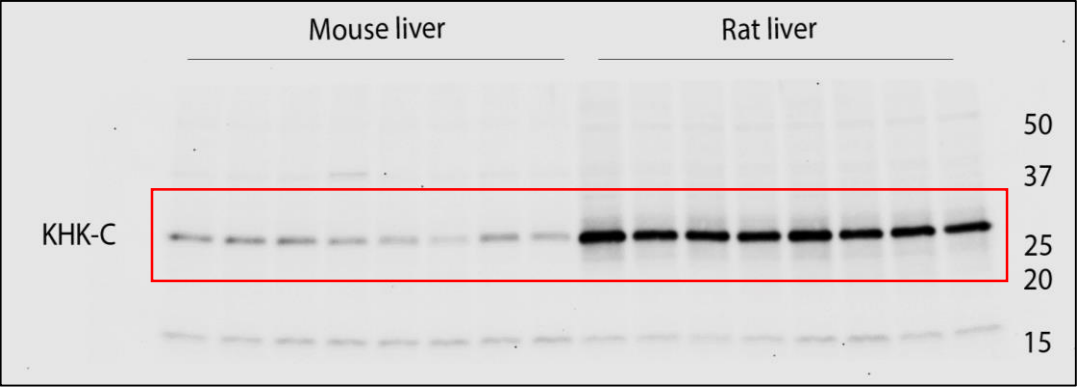

VINC

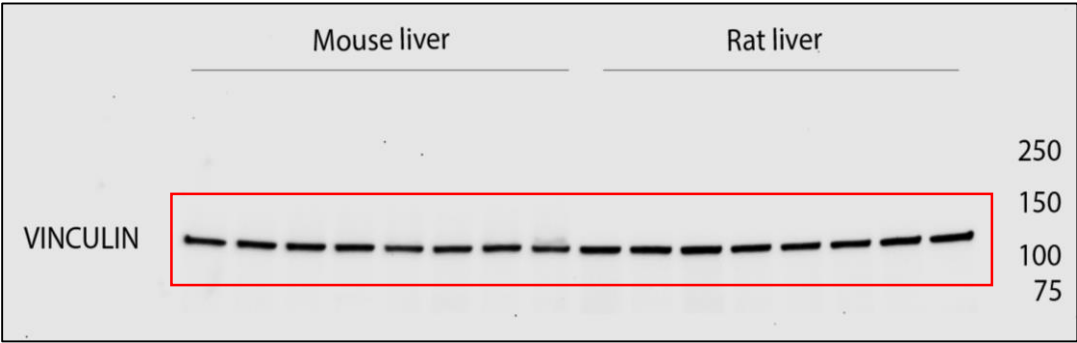

Supplemental Figure 12A

KHK-C

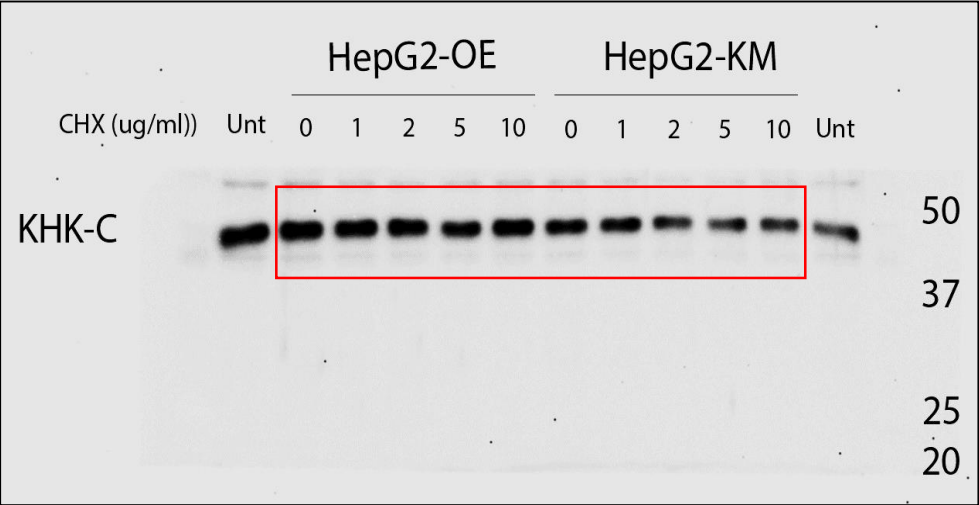

ACTIN

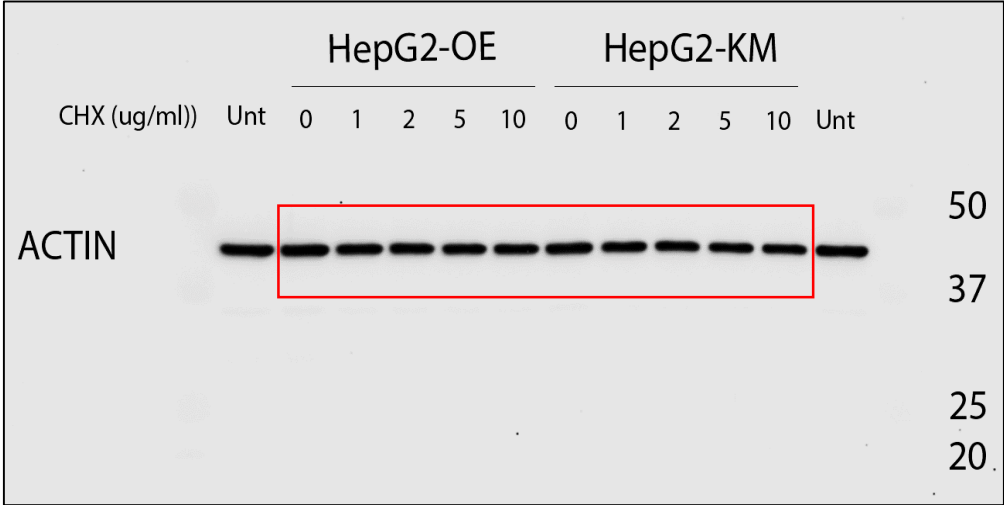

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

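Liver RNA of 16 male C57BL/6J mice was sequenced, with 4 libraries in each of the LFD, HFD, HFD + siRNA and HFD + Inhib groups. Each library was assigned to its group by the labels deposited with it and by the group names of the paper. The labels call the diet of the LFD group chow, and they number the replicates of each group from 1 to 4. The replicates have no known pairing between groups.

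The authors deposited 1 table of expected counts per gene symbol, as the program RSEM estimates them, with 50559 symbols and no scaling between libraries. RSEM divides reads that match several genes between them, so that 15.1% of the deposited values are not whole numbers. The paper's methods name HTG EdgeSeq mRNA sequencing and refer to an earlier publication for the bioinformatics. That assay counts probes, which does not match expected counts of RSEM, so which assay made the table is open. The paper's text does not name the aligner, the annotation or the genome build, so no positions are given. Of the symbols, 48908 were found in the RefSeq gene table of the mouse and 37796 in GENCODE M21, which was used only for the GC content and length of transcripts and for the sequence that genes share. The totals of the libraries ranged from 24317111 to 35820234 (median 29570114). For genes with few counts, a group with all libraries at or under 3 counts was taken as at the floor, and only a lower bound of the fold is given against it.

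The expected counts were rounded to whole numbers. Genes were kept by filterByExpr of edgeR (minimum count 10, minimum total count 15), which left 18335 of the 33142 genes with any count. Libraries were scaled by TMM normalization. The dispersion was 0.0380, and the 4 comparisons were tested within one fit of the 16 libraries by edgeR's quasi-likelihood test, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. Levels are CPM from the TMM-scaled totals. Principal components and positions were computed on log2 CPM with a prior count of 2. Gene sets were tested with limma's camera with a preset correlation of 0.01, and the p-values of 6 sets in 4 comparisons were adjusted together over the 24 pairs. Groups were compared by exact permutation tests over the 35 divisions of 8 libraries into 4 and 4, whose smallest p is 0.0286. R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.

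The groups, the tests, the gene sets of the claims and 12 of the 15 further lists named in the closing section were set before the data were examined, as was the rule for the genes that are named. The DNL, FAO and heatmap lists were read from Figure 5. Named genes are those the paper names from its RNA-Seq data or labels in Figure 5, those it measured by qPCR, and in each comparison the 3 genes with the largest increase and the 3 with the largest decrease among those with an adjusted p under 0.05, an average log2 CPM of at least 1 and no overlap between the groups. A few other genes are named where the text says that they were chosen after their values were seen.

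The further lists hold targets of CAR and PXR, of NRF2 and of PPARα, genes of proliferation, cholesterol synthesis and ER stress, and markers of macrophages, stellate cells, endothelial cells, lymphocytes, adipocytes and pancreas. The lists of male-biased, of female-biased and of gallbladder and bile duct genes were written after the data had been seen. The share of sequence that a gene has in common with another was counted in words of 50 bases over the GENCODE transcripts.

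The alternatives were DESeq2, the size factors of DESeq2 (RLE) in the edgeR test, no filter, a minimum of 10 counts in every library, a fit of the 2 compared groups only, the replicate number as a block, each replicate left out in turn (8 fits per comparison), an adjusted p under 0.01 with and without an absolute log2 fold change of at least 0.5, camera with the correlation estimated from the data, limma's fry, the 500 most variable genes, scaled genes, a prior count of 0.5, and HFD libraries divided 2 and 2 between comparisons. A correction for GC content and transcript length was added after the data had been seen. It fits a trend with 5 degrees of freedom in each library, over genes with an average log2 CPM of at least 3, and enters the edgeR fit as offsets. It covers the 15858 genes with GC and length values (86.5% of those tested), and lowered the dispersion from 0.0340 to 0.0298.

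The scripts were tested on simulated data. With 220 changed genes among 18066, edgeR recovered 214 (97.3%) with 14 false calls, and DESeq2 recovered 215 with 48 false calls. With a simulated GC trend over 15671 genes, 187 of 210 changed genes were recovered without the correction, with 1 false call, and 201 with it, with 9 false calls. The simulated trend was drawn at random for each library, whereas in the data it also differed between groups. These false calls therefore do not show how many the trend makes in the data. A group placed at 0.4 on the line from LFD to HFD was found at 0.416 over 18335 genes. The 100 simulated groups without a change were set against the HFD libraries to give the correlations that shared libraries produce. Their genes varied independently, without a GC trend, so the ranges of these correlations may be too narrow.

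Some results of single genes are not reported here. The qPCR, protein and metabolite measurements of the paper and the Reactome gene sets were not analysed here, apart from the paper's qPCR values, which are set beside the RNA-Seq values in the closing section.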

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

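The tests of sex-biased genes, of reads shared with another gene, of PPARα targets and of the GC trend were chosen only after the result was seen. The results are of 2 kinds, a library far from the other libraries of its group and large changes of genes that the paper does not discuss. Adjusted p-values are from edgeR's quasi-likelihood test.

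Among 166 groups of 4 libraries, 9 held a library whose gap to the nearest other one, divided by the range of the group, was above Dixon's critical value, where chance gives 8.3. HFD + Inhib replicate 3 had 7.62 log2 CPM of Bdh1 (7.76 to 7.78 in the others). HFD + Inhib replicate 4 had -1.04 of Serpina4-ps1 (1.50 to 1.95). LFD replicate 2 had 2.43 of Gm33459 (4.04 to 4.30), and LFD replicate 1 had 2.496 of Serpina12 (4.85 to 5.22). HFD + siRNA replicate 2 had 3.33 of Gm25989 (1.90 to 2.13) and a mean of 7.73 over the mitochondrial FAO genes (7.60 to 7.62). HFD + siRNA replicate 1 had a mean of 4.37 over the sphingolipid genes (4.30 to 4.31), and 0.11 of Gm8783, where the other 3 had no count and -3.90. HFD replicate 2 had -3.43 of Otop1 from 1 count, where the others had none and -3.90. The number of such libraries is close to that of chance, and no explanation was tested for single ones.

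The largest increases in HFD versus LFD by the rule for named genes were those of Cyp2b9 (log2 fold change 7.61, standard error 0.94, adjusted p = 1.1e-04; 2 to 28 counts in LFD and 1553 to 5250 in HFD), Hao2 (6.41, standard error 1.09, adjusted p = 0.0013; 0 to 5 counts in LFD and 73 to 300 in HFD) and H19 (6.07, standard error 0.85, adjusted p = 3.3e-04). Cyp2b9 shares 11.2% of its 50-base words with Cyp2b13. H19 had 120 to 1170 counts in HFD, and its log2 fold change was 5.18 without HFD replicate 1. The largest decreases were those of Serpina4-ps1 (-4.25, standard error 0.99, adjusted p = 0.0084), Ugt2b38 (-3.83, standard error 0.90, adjusted p = 0.0086), which shares 37.4% of its words with Ugt2b5, and Gm33459 (-3.62, standard error 0.67, adjusted p = 0.0021). All 6 passed the threshold in each alternative that covered them.

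Several of these genes differ between the sexes in mouse liver, which led to lists of other sex-biased genes. The 14 male-biased genes, all of them above the median expression of the tested genes, had a median log2 fold change of -1.20 in HFD versus LFD (camera adjusted p = 3.2e-07), and 9 tested of 15 female-biased genes, 2 of them also in the FAO list, one of 1.22 (camera adjusted p = 1.5e-04). With the estimated correlation the adjusted p-values were 0.281 and 0.244, and with fry 0.0069 and 0.0034. Female mice in the HFD group are argued against by the Y-linked Ddx3y, with at least 1984 counts in each HFD library, and by 11 to 39 counts of Xist. A GC trend as the whole cause is argued against by the male-biased median of -1.31 after the correction (camera adjusted p = 1.4e-08). A lower male-biased expression in HFD may underlie part of these changes, as a hypothesis that the test with the estimated correlation leaves open. The male-biased median was 0.75 in HFD + siRNA versus HFD (camera adjusted p = 6.1e-05). It did not pass with the estimated correlation (adjusted p = 0.427) or with fry (0.0535).

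Small RNA genes had the largest increases in HFD + siRNA versus HFD, with Gm24119 (2.90, standard error 0.70, adjusted p = 0.015), Gm25989 (2.84, standard error 0.75, adjusted p = 0.022) and Scarna3a (2.81, standard error 0.51, adjusted p = 0.0032). Gm25989 shares 38.1% of its words with Gm23513 and Scarna3a 17.6% with Mir1843b. Gm24119 was not past the threshold without HFD replicate 3, and Gm25989 in 3 of the fits without one replicate. The mean over 50 small RNA genes was 1.94 log2 CPM in LFD, 0.15 in HFD, 1.43 in HFD + siRNA and 0.77 in HFD + Inhib. Within groups this mean did not follow the GC trend of the libraries (Pearson's r = -0.0678, permutation test, p = 0.832; Spearman's rho = -0.109, permutation test, p = 0.719; 1 of 4 relations over 16 libraries, adjusted p = 0.832; r = 0.179 without the 2 libraries farthest from the median), and 16 libraries cannot exclude such a link. A difference in how short RNA was recovered from the libraries and a change with diet cannot be told apart, since each group was compared as a whole.

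The largest decreases in HFD + siRNA versus HFD were those of Gm8783 (-6.70, standard error 1.36, adjusted p = 0.0058) and Gm7329 (-5.22, standard error 0.83, adjusted p = 0.0015). Gm7329 had -6.48 without HFD + siRNA replicate 3 and -4.59 without HFD replicate 3. Gm8783 had 32 counts in HFD + siRNA replicate 1 and none in the other 3, against 324 to 1164 in HFD, so that the fitted value rests on replicate 1. Against the floor of the other 3, Gm8783 was at least 275-fold higher in HFD. It shares all of its 50-base words (100%) with Ptp4a1, and Gm7329 shares 85.1% with Me1. The summed counts changed by a log2 value of -0.72 for Gm8783 and Ptp4a1 (SD 0.49) and -1.63 for Gm7329 and Me1 (SD 0.61), where Ptp4a1 alone had -0.51 (adjusted p = 0.148) and Me1 alone -1.60 (adjusted p = 6.0e-04). Whether these pseudogenes changed or the division of reads did cannot be told apart, because the counts were divided before they were deposited.

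Otop1 was at least 226-fold higher in HFD + Inhib than in HFD, with 283 to 999 counts in HFD + Inhib and 0 or 1 in the other libraries, and at least 232-fold higher than in HFD + siRNA (adjusted p = 2.8e-06 and 1.4e-06). Gm15441 had log2 fold changes of 9.44 (standard error 0.49, adjusted p = 2.4e-09) and 9.27 (standard error 0.48, adjusted p = 2.2e-09) in these 2 comparisons. It lies antisense to another gene and the use of strand is not stated, so its counts are uncertain. Gm52676 had 6.61 against HFD (standard error 0.63, adjusted p = 2.7e-06), and Gm8783 7.41 against HFD + siRNA (standard error 1.37, adjusted p = 6.8e-04; at least 449-fold higher against the floor without HFD + siRNA replicate 1), with the limit from shared words. Of the decreases, Serpina12 had -6.36 against HFD (standard error 0.86, adjusted p = 8.2e-05) and -6.08 against HFD + siRNA (standard error 0.86, adjusted p = 6.9e-05), Lrtm1 -5.81 and -5.65 (standard error 0.68 each, adjusted p = 2.1e-05 and 1.5e-05), H19 -5.06 against HFD (standard error 0.78, adjusted p = 2.5e-04; -4.17 without HFD replicate 1) and Nptx1 -5.21 against HFD + siRNA (standard error 0.53, adjusted p = 2.8e-06). Each passed the threshold in the alternatives that covered it.

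A candidate explanation for genes raised in HFD + Inhib outside fatty acid oxidation is PPARα activation. A list of 25 PPARα targets outside the FAO list had a median log2 fold change of 2.75 against HFD (camera adjusted p = 9.7e-80; 1.1e-04 with the estimated correlation). The study had picked 8 of these for its heatmap from the same libraries, and the other 17 had a median of 1.51. Activation of CAR or PXR was tested with 20 targets, which had a median of 0.05 (camera adjusted p = 0.881) with 6 genes higher and 4 lower, and NRF2 with 13 targets, which had -0.11 (camera adjusted p = 0.316) with 2 higher and 4 lower. Members that went both ways leave these open.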

How the results depend on the processing

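Of 1796 comparisons between a reported value of the 109 results and its value under an alternative, 1709 kept the direction and the side of the threshold, or stayed within the limits set for values without a test. Of the others, 40 were weaker, 6 stronger, 21 reversed and 20 moved. The correction for GC content and length was chosen after the data had been seen. Where no cause is named for a change, the cause was not tested.

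The counts of changed genes depended most on the threshold. With an adjusted p under 0.01 they were 1287 in HFD versus LFD, 689 in HFD + siRNA versus HFD, 1733 in HFD + Inhib versus HFD and 3711 in HFD + Inhib versus HFD + siRNA, and with an absolute log2 fold change of at least 0.5 in addition they were 1056, 546, 1392 and 2901. These are parts of the same genes by construction. Across the 8 fits per comparison that each left out one replicate, and so held fewer libraries, the counts ran from 2001 (without LFD replicate 3) to 3691 (without LFD replicate 4), from 1100 (without HFD replicate 3) to 1981 (without HFD + siRNA replicate 2), from 2532 to 3050 and from 4934 to 6251. The other alternatives stayed within 1.5 times the reported counts, with 3847, 2726, 3765 and 6415 genes by DESeq2, and 2479, 1553, 3421 and 4709 after the correction for GC content and length, which tested fewer genes. The correction turned the balance of higher and lower genes in HFD + Inhib versus HFD, from 1721 and 1477 in the same genes to 1600 and 1821, and in HFD + Inhib versus HFD + siRNA, from 2902 and 2833 to 2184 and 2525.

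The replicate numbers were checked for a pairing of the samples. Deviations of same-numbered libraries from their group means had correlations from -0.13 to 0.34, and 6 of the 24 pairs were above 0.1, so the libraries share only a number. With the replicate number as a block, the counts were 3299, 2080, 3341 and 6197. The block changed the sign of the small difference of Khk in HFD versus LFD (0.0038) and Rplp0 in HFD + Inhib versus HFD lost its call.

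The set tests depended most on how the correlation between genes was handled. With camera and the estimated correlation, these medians were no longer past the threshold: the DNL genes in HFD versus LFD (0.14, adjusted p = 0.398) and HFD + Inhib versus HFD (0.12, 0.322), the FAO genes (0.15, 0.144), mitochondrial FAO genes (0.080, 0.330), peroxisomal FAO genes (0.11, 0.306) and sphingolipid genes (0.26, 0.0646) in HFD versus LFD, the sphingolipid genes in HFD + siRNA versus HFD (-0.11, 0.113) and HFD + Inhib versus HFD + siRNA (0.10, 0.113), and the ribosomal protein genes in HFD + Inhib versus HFD (0.39, 0.134) and HFD + Inhib versus HFD + siRNA (-0.17, 0.631). With fry, the DNL genes in HFD versus LFD (0.14, adjusted p = 0.0549) and the ribosomal protein genes in HFD + Inhib versus HFD + siRNA (-0.17, 0.115) were weaker. The sphingolipid genes in HFD + Inhib versus HFD passed the threshold upward with fry (adjusted p = 0.0447), although their median was -0.011, so the direction of this set is uncertain. In a fit of the 2 compared groups only, the DNL genes in HFD versus LFD had 0.14 (adjusted p = 0.0508 from camera). Without a filter, the sphingolipid genes in HFD + Inhib versus HFD had 0.012.

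After the correction for GC content and length, the DNL genes (0.13, camera adjusted p = 0.0562) and sphingolipid genes (0.13, 0.0502) in HFD versus LFD, the sphingolipid genes in HFD + siRNA versus HFD (-0.082, 0.349) and the ribosomal protein genes in HFD + Inhib versus HFD + siRNA (-0.11, 0.0686) were weaker. The sign changed for the FAO genes (0.013) and mitochondrial FAO genes (0.0084) in HFD + siRNA versus HFD, and for the sphingolipid genes in HFD + Inhib versus HFD + siRNA (-0.015, 0.566).

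With one replicate left out, the medians ran from 0.074 (without HFD replicate 2) to 0.19 (without HFD replicate 1) for the DNL genes in HFD versus LFD and from -0.029 (without HFD replicate 1) to 0.33 (without HFD replicate 2) in HFD + Inhib versus HFD. The DNL genes in HFD versus LFD lost their call in 5 of these fits, without LFD replicate 2, 3 or 4 or HFD replicate 2 or 3, and in 9 of the 19 alternatives in all. In HFD versus LFD the medians of the mitochondrial FAO genes ran from 0.042 (without HFD replicate 2) to 0.18 (without LFD replicate 3), and those of the peroxisomal FAO genes from 0.10 to 0.19 (without LFD replicate 3), all past the threshold. In HFD + siRNA versus HFD the medians of the peroxisomal FAO genes ran from 0.00068 (without HFD + siRNA replicate 2) to 0.13. In that comparison they ran from -0.035 to 0.020 (without HFD replicate 4) for the FAO genes and from -0.047 to 0.0049 (without HFD replicate 3) for the mitochondrial FAO genes. The sphingolipid genes in HFD + Inhib versus HFD had -0.072 to 0.045 (without HFD + Inhib replicate 3), and the ribosomal protein genes in HFD + Inhib versus HFD + siRNA -0.19 to -0.10 (without HFD + siRNA replicate 2). The falls of the DNL genes with siRNA and the rises of the 3 FAO lists in HFD + Inhib versus HFD were past the threshold in each alternative, with adjusted p-values from camera or fry of at most 0.00135 for the DNL genes and 0.00442 for the FAO lists.

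The first principal component held 39.8% of the variance with the 500 most variable genes, and 28.7% to 33.3% with one library left out. The HFD + siRNA position was 0.556 after the correction for GC content and length, where the same genes without the correction gave 0.506. The correlation of HFD + siRNA versus HFD with HFD versus LFD was -0.392 with divided HFD libraries, which hold fewer libraries per comparison.

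For the named genes, 1137 of 1171 comparisons kept direction and call, 17 were weaker, 5 stronger and 12 reversed. The reversed ones were small differences. Khk in HFD versus LFD (-0.01) had 0.0053 with at least 10 counts in every library, -0.12 to 0.15 with one replicate left out (0.15 without LFD replicate 3) and 0.19 after the correction for GC content and length. Lpgat1 in HFD + Inhib versus HFD (0.02) had -0.014 to 0.058 with one replicate left out and -0.078 after the correction, and Gk in that comparison (-0.04) had -0.089 to 0.0098. The adjusted p of Gk (edgeR) rose to 0.189 with siRNA and 0.603 between the treatments after the correction. Gm24119 and Gm25989 in HFD + siRNA versus HFD lost their call in 1 and 3 of the fits without one replicate, with adjusted p-values from edgeR of up to 0.0528 and 0.0724.

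Depth limits the genes with few counts. Genes with under 10 counts in some library, Mmp12 among them, were not tested under the filter of at least 10 counts in every library, and 2 genes without GC and length values, Gm33459 and Gm52676, were not part of the correction.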

Differences from the paper's values

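The paper states a 63% increase of Aldh3a2 mRNA in HFD + siRNA versus HFD, measured by qPCR, where the RNA-Seq counts gave 34.6%. None of the alternatives set before the data were examined closed the gap, with increases from 28.8% to 40.2%. The paper's 40% decrease of Tkfc mRNA in HFD + Inhib versus HFD, also by qPCR, stands against a decrease of 60.2%. The decrease stayed larger than the paper's in each alternative set before the data were examined, from 54.1% to 64.7%. It came within 1.5 times the paper's without HFD replicate 2 (54.1%) and, by small changes, without HFD + Inhib replicate 1 (59.1%), 3 (58.1%) or 4 (59.1%). The paper's qPCR also gave higher KHK mRNA in HFD than in LFD, where the RNA-Seq counts of Khk had a log2 fold change of -0.01.

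The legend of Figure 5B gives 40 genes plus KHK, and the panel, read by eye, shows 40 with Khk as 1 of them. The paper's list of genes lowered in HFD and restored by both treatments names ribosomal protein lateral stalk subunit P0. Rplp0 rose with the inhibitor by a log2 fold change of 0.34 (adjusted p = 0.036 from edgeR), and was at 180.5 ± 23.2 CPM in HFD + Inhib against 257 ± 36.0 CPM in LFD (SD, n = 4 each). Among the pathways that the paper gives as most lowered in HFD + siRNA is the synthesis of sphingolipids. The 17 tested genes of a list of de novo sphingolipid synthesis had a median log2 fold change of -0.11 in that comparison, and the Reactome sets were not used here.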

Other observations

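The tests of the GC trend, of the mitochondrially encoded share, of cell type markers, of gallbladder and bile duct genes and of the qPCR values were chosen only after the result was seen, and the others before.

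The counts of changed genes were set against other divisions of the same libraries. In each of the 4 comparisons, 1 of the 35 splits of the 8 libraries, the real one, gave as many genes with an adjusted p under 0.05 (edgeR). The largest count of another split was 4 in HFD versus LFD, 1 in HFD + siRNA versus HFD, 1 in HFD + Inhib versus HFD and 2 in HFD + Inhib versus HFD + siRNA. A split that mixes the groups adds their differences to the spread within its parts, so these counts are no estimate of false calls.

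A trend with GC content and length between the libraries was weighed as a technical cause. Of the genes called without the correction, 1985 in HFD versus LFD (62.3%), 1186 in HFD + siRNA versus HFD (57.4%), 2684 in HFD + Inhib versus HFD (83.9%) and 3629 in HFD + Inhib versus HFD + siRNA (63.3%) were also called after it. The ribosomal protein genes had a median of -0.60 in HFD versus LFD after it (camera adjusted p = 9.2e-64), the DNL genes -0.998 in HFD + siRNA versus HFD (camera adjusted p = 3.8e-30) and the FAO genes 1.05 in HFD + Inhib versus HFD (camera adjusted p = 3.3e-45). These values argue against the trend as the whole cause of the 3 changes. For the fall of Gk with siRNA the trend may be enough, since the log2 fold change was -0.19 after the correction (adjusted p = 0.189 from edgeR; from 5.3e-04 in the reported fit).

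Transcripts of 13 mitochondrially encoded genes took 3.59 ± 1.46% of the counts in LFD, 7.62 ± 2.00% in HFD, 3.67 ± 0.199% in HFD + siRNA and 9.44 ± 2.01% in HFD + Inhib (SD, n = 4 each). Within groups, this share followed the GC trend of the libraries (Pearson's r = -0.559, permutation test, p = 0.0013, adjusted over 4 relations 0.0053; Spearman's rho = -0.600, permutation test, p = 0.0065; r = -0.758 without the 2 libraries farthest from the median). Gk had r = -0.533 (permutation test, p = 0.0504, adjusted 0.101; rho = -0.597, permutation test, p = 0.0340; r = -0.654 without 2 libraries) and the ribosomal protein mean r = 0.325 (permutation test, p = 0.248, adjusted 0.331; rho = 0.356, permutation test, p = 0.217; r = 0.523 without 2 libraries). A difference between libraries, such as the quality of the RNA, may set part of the mitochondrial share, and a change with diet or treatment stays open.

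The reversal of HFD changes was weighed against the HFD libraries that both comparisons share. With these divided, the correlation was -0.392 for HFD + siRNA, which argues against shared libraries as the whole cause, and -0.0849 for HFD + Inhib, where shared libraries may be enough.

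Lower DNL genes with siRNA could follow from a lower sterol response or lower ER stress. The 22 genes of cholesterol synthesis had a median of 0.084 in HFD + siRNA versus HFD (camera adjusted p = 0.663), with 2 genes higher and none lower at an adjusted p under 0.05 (edgeR), and the 20 genes of ER stress 0.31 (camera adjusted p = 0.0541), with 1 higher and none lower. The cholesterol synthesis genes went both ways, 12 higher and 10 lower, from -0.68 to 0.65, which leaves the sterol response open. The ER stress genes, 16 higher and 4 lower, passed the threshold upward after the correction for GC content and length (0.26, camera adjusted p = 0.0154), which goes against lower ER stress, but not with the estimated correlation (0.624) or fry (0.222), so this explanation is not excluded. The cholesterol synthesis genes had a median of 0.66 in HFD + Inhib versus HFD (camera adjusted p = 5.8e-05; 0.0363 with fry and 0.560 with the estimated correlation).

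The paper reports a higher liver weight with the inhibitor (Figure 1D). A list of 24 proliferation genes had a median of -1.16 in HFD + Inhib versus HFD (camera adjusted p = 3.8e-09), with 16 of them lower and none higher. The adjusted p was 0.343 with the estimated correlation and 0.0041 with fry. The median of these genes was 1.56 in HFD versus LFD (camera adjusted p = 3.8e-14). There the adjusted p was 0.237 with the estimated correlation and 0.0016 with fry. Of these genes, 1 is above the median expression of the tested genes, and cells other than hepatocytes can hold these transcripts, so that hepatocyte proliferation as a cause of the weight stays open. Fewer lymphocytes may underlie the fall with the inhibitor, since 10 tested lymphocyte markers had a median of -1.03 (camera adjusted p = 0.0017). For these markers the adjusted p was 0.343 with the estimated correlation and 0.0055 with fry. The markers of macrophages had -0.30 in the same comparison (camera adjusted p = 0.024), which did not pass with the estimated correlation (0.624) or fry (0.0938). Those of stellate cells had -0.23 (camera adjusted p = 0.046), which passed with fry (0.0123). It did not pass with the estimated correlation (0.398) or after the correction for GC content and length (0.0506). Those of endothelial cells had -0.05 (camera adjusted p = 0.643), and the test of pancreas markers is void with 1 of 12 genes tested.

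Adipocyte markers had a median log2 fold change of 1.36 in HFD + Inhib versus HFD over 8 tested genes, 7 of them above the median expression of the tested genes (camera adjusted p = 1.3e-04; 0.0559 with the estimated correlation). Among them, chosen after their values were seen, Cfd had a log2 fold change of 3.68, Fabp4 3.30, Cidec 2.55, Adrb3 2.05 and Plin4 0.67, while Acvr1c had -0.98, Car3 -0.27 and Pck1 -0.22. Of the 8, 5 were higher and none lower at an adjusted p under 0.05 (edgeR). Adipose tissue in the libraries is argued against by Adipoq and Plin1, abundant in adipocytes, with at most 3 counts in any HFD + Inhib library.

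Dmbt1, chosen after its values were seen, had 14989 counts in LFD replicate 3 and 14813 in HFD + Inhib replicate 4, with 707 in LFD replicate 4 as the next highest. A candidate explanation is tissue of the gallbladder or bile ducts in these 2 libraries. Of a list of 12 genes, 8 were tested in the comparisons, and 2 of these are above the median expression. Over 9 genes of the list other than those seen before, with 0.1 CPM added, the median log2 excess over the other libraries of the group was 1.52 and 1.65 in these 2 libraries, and 0.303 in the next, HFD replicate 1. A change of these mice themselves stays open.

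The paper describes PPARα expression as raised in HFD and HFD + siRNA and stepwise higher in HFD + Inhib (Supplemental Figure 9B), and its text leaves open whether mRNA is meant. The mRNA of Ppara was higher in HFD than in LFD, while its differences in HFD + siRNA and HFD + Inhib from HFD were not past the threshold (adjusted p = 0.560 and 0.120 from edgeR; 0.0207 for HFD + Inhib without HFD replicate 4).

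The paper's qPCR ratios of 25 genes were set beside the RNA-Seq ratios. Across genes, which are not independent replicates, their log2 values had a Pearson correlation of 0.717 in HFD versus LFD, 0.910 in HFD + siRNA versus HFD and 0.960 in HFD + Inhib versus HFD, with the same direction in 17, 23 and 21 genes. The paper's qPCR ratio was higher in 19, 18 and 19 genes, with median log2 differences of 0.37, 0.10 and 0.25. The paper normalized its qPCR values to the average of 18S and Tbp, and a fall of these would raise the ratios. A fall of Tbp in HFD is argued against by its log2 fold change of 0.16 in the RNA-Seq counts (adjusted p = 0.378 from edgeR). In HFD + siRNA and HFD + Inhib versus HFD, Tbp had -0.30 and -0.15 (adjusted p = 0.110 and 0.408 from edgeR), and -0.36 and -0.30 after the correction for GC content and length (adjusted p = 0.045 and 0.054 from edgeR), so that a lower Tbp stays open there. 18S was not analysed here. The GC trend as the whole cause in HFD versus LFD is argued against by a median difference of 0.264 after the correction.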
